# Neuron-Derived Estrogen Is Critical for Astrocyte Activation and Neuroprotection of the Ischemic Brain

**DOI:** 10.1523/JNEUROSCI.0115-20.2020

**Published:** 2020-09-16

**Authors:** Yujiao Lu, Gangadhara R. Sareddy, Jing Wang, Quanguang Zhang, Fu-Lei Tang, Uday P. Pratap, Rajeshwar R. Tekmal, Ratna K. Vadlamudi, Darrell W. Brann

**Keywords:** 17β-estradiol, aromatase, astrocyte, cerebral ischemia, neuroprotection, stroke

## Abstract

17β-Estradiol (E2) is produced from androgens via the action of the enzyme aromatase. E2 is known to be made in neurons in the brain, but the functions of neuron-derived E2 in the ischemic brain are unclear. Here, we used a forebrain neuron-specific aromatase KO (FBN-ARO-KO) mouse model to deplete neuron-derived E2 in the forebrain and determine its roles after global cerebral ischemia. We demonstrated that ovariectomized female FBN-ARO-KO mice exhibited significantly attenuated astrocyte activation, astrocytic aromatization, and decreased hippocampal E2 levels compared with FLOX mice. Furthermore, FBN-ARO-KO mice had exacerbated neuronal damage and worse cognitive dysfunction after global cerebral ischemia. Similar results were observed in intact male mice. RNA-seq analysis revealed alterations in pathways and genes associated with astrocyte activation, neuroinflammation, and oxidative stress in FBN-ARO-KO mice. The compromised astrocyte activation in FBN-ARO-KO mice was associated with robust downregulation of the astrocyte-derived neurotrophic factors, BDNF and IGF-1, as well as the astrocytic glutamate transporter, GLT-1. Νeuronal FGF2, which acts in a paracrine manner to suppress astrocyte activation, was increased in FBN-ARO-KO neurons. Interestingly, blocking FGF2 signaling by central injection of FGFR3-neutralizing antibody was able to reverse the diminishment in neuroprotective astrocyte reactivity, and attenuate neuronal damage in FBN-ARO-KO mice. Moreover, *in vivo* E2 replacement suppressed FGF2 signaling and rescued the compromised reactive astrogliosis and cognitive deficits. Collectively, our data provide novel genetic evidence for a beneficial role of neuron-derived E2 in astrocyte activation, neuroprotection, and cognitive preservation following ischemic injury to the brain.

**SIGNIFICANCE STATEMENT** Following cerebral ischemia, astrocytes become highly reactive and can exert neuroprotection through the release of neurotrophic factors and clearance of neurotoxic glutamate. The current study advances our understanding of this process by demonstrating that neuron-derived 17β-estradiol (E2) is neuroprotective and critical for induction of reactive astrocytes and their ability to produce astrocyte-derived neurotrophic factors, BDNF and IGF-1, and the glutamate transporter, GLT-1 after ischemic brain damage. These beneficial effects of neuron-derived E2 appear to be due, at least in part, to suppression of neuronal FGF2 signaling, which is a known suppressor of astrocyte activation. These findings suggest that neuron-derived E2 is neuroprotective after ischemic brain injury via a mechanism that involves suppression of neuronal FGF2 signaling, thereby facilitating astrocyte activation.

## Introduction

Traditionally, the steroid hormone, 17β-estradiol (E2) has been considered to be produced primarily in the ovary in females by the enzyme, aromatase. However, a number of studies have shown that aromatase is also expressed in many brain regions, particularly the forebrain in many species, and is capable of producing E2 concentrations that are reportedly even higher than that observed in the peripheral bloodstream (Stoffel-Wagner et al., 1999; Saldanha et al., 2000; Hojo et al., 2004; Ooishi et al., 2012). Under basal conditions, aromatase has been reported to be specifically expressed in neurons in the brain, with little to no expression in glial cells (Yague et al., 2008; Q. G. Zhang et al., 2014). However, in situations of brain injury or ischemia, aromatase has been shown to be robustly induced in reactive astrocytes (Yague et al., 2008; Duncan et al., 2013; Q. G. Zhang et al., 2014; Azcoitia et al., 2018). Two hallmarks have been classically used to define astrocyte reactivity: cellular hypertrophy and overexpression of intermediate filament proteins, such as GFAP, vimentin (Hol and Pekny, 2015), and S100β (Brozzi et al., 2009). Furthermore, transcriptome analysis has implicated two major types of reactive astrocytes: A1 and A2 astrocytes (Zamanian et al., 2012). A1-type astrocytes are induced by inflammatory agents, such as lipopolysaccharide, and have been shown to be proinflammatory and neurotoxic, whereas A2-type astrocytes are induced following cerebral ischemia and have been suggested to be neuroprotective (Liddelow et al., 2017).

With regards to brain-derived E2 functions, previous studies using either global aromatase inhibition or global KO of aromatase have implicated a role of brain-derived E2 in synaptic modulation and neuroprotection (Rune and Frotscher, 2005; Vierk et al., 2012). In addition, central administration of antisense oligonucleotides to knockdown aromatase expression in the brain was shown by our group to be associated with enhanced ischemic injury (Q. G. Zhang et al., 2014). However, these global approaches are difficult to interpret because of their affecting aromatase throughout the body. Furthermore, while the antisense oligonucleotide knockdown approach is more brain-specific, it unfortunately lacks cell specificity, making it difficult to determine the specific role of neuron- versus astrocyte-derived E2 in brain function. Thus, more cell-specific approaches are needed to determine the role of neuron- or astrocyte-derived E2 in brain function. To address this issue, we recently created a forebrain neuron-specific aromatase KO (FBN-ARO-KO) mouse model to help provide novel genetic insight into neuronal E2 actions (Lu et al., 2019). Using the FBN-ARO-KO mice, we previously demonstrated that forebrain neuronal E2 has a critical role in the regulation of forebrain synaptic and dendritic spine density, LTP, and cognitive function in noninjured male and female mice (Lu et al., 2019).

In the current study, we sought to use the FBN-ARO-KO mice to determine the role of neuron-derived E2 in the injured ischemic brain. To accomplish this, we used the mouse two-vessel occlusion global cerebral ischemia (GCI) model. We chose this model because forebrain neurons in the hippocampal CA1 region are highly vulnerable to GCI (Sugawara et al., 2002; Neumann et al., 2013; Q. G. Zhang et al., 2014). In addition, GCI following cardiac arrest and hypotensive shock is associated with significant cognitive deficits, which is thought to be because of damage to the hippocampal CA1 region (Jover et al., 2002; Yang et al., 2010; Neumann et al., 2013). Since our FBN-ARO-KO mouse model has aromatase knocked out in excitatory forebrain neurons, the GCI model thus provides an excellent model for the study of neuron-derived E2 function in the ischemic forebrain.

## Materials and Methods

### 

#### 

##### Animals and GCI

An FBN-ARO-KO mouse model created previously by our group was used in this study (Lu et al., 2019). Three- to 5-month-old age-matched FLOX and FBN-ARO-KO intact male and ovariectomized female mice were subjected to two-vessel occlusion GCI, as previously described (Q. G. Zhang et al., 2008). Bilateral ovariectomy of female mice was conducted 1 week before GCI surgery. For GCI, mice were anesthetized under isoflurane, and both common carotid arteries (CCAs) were isolated and occluded with clips for 20 min. Blood flow through the arteries was verified when the clips were removed. Rectal temperature was maintained at 36.5°C–37.5°C throughout the procedure with a heating blanket. Mice that lost their righting reflex within 30 s, and whose pupils were dilated and unresponsive to light during GCI, were selected for additional experiments. Mice that did not meet these criteria were killed (∼12% of total number). For the animals in sham control, identical procedures were performed, and CCAs were exposed, only without occlusion.

##### Preparation of tissue lysates and Western blotting

Mice were killed under deep anesthesia at 7 d following GCI reperfusion. After completely perfusing with ice-cold 0.9% saline, the hippocampus was quickly collected, and subjected to lysate preparation, as previously described (Lu et al., 2017a). Briefly, hippocampal tissues were homogenized with a motor-driven Teflon homogenizer in 400 µl ice-cold homogenization buffer that contained protease and phosphatase inhibitors, according to the manufacturer's instructions (Thermo Fisher Scientific). The homogenates were then vigorously mixed for 20 min on a rotator at 4°C and centrifuged at 12,000 × *g* for 10 min to get total protein fractions in the supernatant. Total protein concentration was measured with Protein Assay Dye Reagent Concentrate (Bio-Rad). The samples were stored at −80°C until use. Western blotting was conducted as previously described (Han et al., 2015). The primary antibodies used for Western blotting in current study include the following: anti-GFAP (Abcam, catalog #53554, 1:1500), anti-vimentin (Santa Cruz Biotechnology, catalog #sc-7557, 1:200), anti-glutamate transporter-1 (GLT-1, Abcam, catalog #ab106289, 1:1000), anti-FGF2 (Abcam, catalog #ab8880, 1:1000), anti-β-actin (Sigma Millipore, catalog #014M4759, 1:5000), and anti-GAPDH (Santa Cruz Biotechnology, catalog #H2114, 1:2000). Bound proteins were captured using a CCD digital imaging system, and the band intensities were quantified with ImageJ analysis software (version 1.49; National Institutes of Health). Band intensities for the indicated proteins were normalized to the corresponding loading controls to correct the variations in sample loading.

##### Preparation of brain sections and histologic analysis

Mouse brain sections were prepared as described previously (Lu et al., 2017a). Briefly, mice were transcardially perfused with ice-cold 0.9% saline under deep anesthesia at 3, 7, and 14 d after GCI. The mice were killed by decapitation, and the brain was quickly removed and postfixed in 4% PFA at 4°C for 48 h, and cryoprotected in 30% sucrose. The embedded brains in tissue embedding medium (Fisher HealthCare, 4585) were cut into frozen sections of 25 µm thickness in series on a Leica Rm2155 microtome (Leica Microsystems). The following primary antibodies were used for immunofluorescent staining: anti-aromatase (Invitrogen, catalog #PA1-16532, 1:200), anti-GFAP (Abcam, catalog #53554, 1:800), anti-S100β (Sigma Millipore, catalog #AMAB91038, 1:500), anti-BDNF (EMD Millipore, catalog #2865371, 1:200), anti-IGF-1 (Santa Cruz Biotechnology, catalog #SC-9013, 1:50), anti-GLT-1 (Abcam, catalog #ab106289, 1:800), anti-C3D (R&D Systems, catalog #AF2655, 1:200), anti-S100A10 (Invitrogen, catalog #MA5-24769, 1:200), anti-NeuN (EMD Millipore, catalog #mAB377, 1:400), Fluoro-Jade C (F-Jade C, EMD Millipore, catalog #AG325-30MG), anti-MAP2 (Proteintech, catalog #17490-1-AP, 1:800), anti-FGF2 (Abcam, catalog #ab8880, 1:300), and anti-FGFR3 (Invitrogen, catalog #PA5-34574, 1:200). Fluorescent images were captured on an LSM510 Meta confocal laser microscope (Carl Zeiss), using 40× or 63× oil immersion Neofluor objectives with the image size set at 1024 × 1024 pixels. The obtained images were analyzed using LSM510 Meta imaging software, and further subjected to intensity analysis with ImageJ software. IntDen value was measured and expressed as percentage change of their controls. For unbiased comparison across different groups, IntDen measurement was normalized to the cell-free background. Cell counts were conducted manually. All analysis was conducted with unmodified images. At least 4 or 5 randomly selected sections per animal were used for immunostaining, and the typical image was selected for presentation.

##### Construction of astrocyte 3D morphology and measurement of astrocyte volume

To build 3D images of astrocytes in the hippocampal CA1 region, frozen sections of 25 µm thickness were subjected to GFAP staining (Abcam, catalog #53554, 1:800). Confocal single-plane images and *z* stacks with a step size of 0.5 µm were taken under a 63× objective lens of a LSM510 Meta confocal laser microscope (Carl Zeiss). Images were processed with AutoQuant X software, the 3D constructions were obtained, and astrocyte volumes were measured using Imaris software (Bitplane AG). Astrocytes with a cell volume >200 µm^3^ were selected for analysis. At least 4 or 5 randomly selected sections per animal were used for immunostaining, and the typical image was selected for presentation.

##### RNA sequencing analysis

Total RNA was isolated from FLOX and FBN-ARO-KO female ovariectomized mice that underwent 20 min CCA occlusion, followed by 24 h reperfusion. The collected hippocampi samples were subjected to RNA isolation using the RNeasy mini kit (QIAGEN) according to the manufacturer's instructions. Illumina TruSeq RNA sample preparation and sequencing were done using University of Texas Health--San Antonio genomics core facility protocol. Differential gene expression was analyzed by DEseq, and significant genes with adjusted *p* value < 0.05 were used in Ingenuity Pathway Analysis for interpreting biological pathways (Sareddy et al., 2015). The RNA-seq data have been deposited in the GEO database under GEO accession number GSE143836. To further confirm the RNA-seq results, selected genes were examined by real-time qPCR conducted using SYBR Green on an Illumina Real-Time PCR system using the following primers: TDO2-forward: 5′-TGGCAATTACTTGCAGTTGGA-3′, TDO2-reverse: 5′-GTGCTCGTCATGGATTTTGTTC-3′; ST18-forward: 5′-AGCAAAGGGGAACCTGAGTTT-3′, ST18-reverse: 5′-GAACCTCGTTCAGCCTGTAGA-3′; FAM107A-forward: 5′-CAGACCAGAGTACAGAGAGTGG-3′, FAM107A-reverse: 5′-GTGGTTCATAAGCAGCTCACG-3′; HOMER1-forward: 5′-CCCTCTCTCATGCTAGTTCAGC-3′, HOMER1-reverse: 5′-GCACAGCGTTTGCTTGACT-3′; FOS-forward: 5′-CGGGTTTCAACGCCGACTA-3′, FOS-reverse: 5′-TTGGCACTAGAGACGGACAGA-3′; WNT7B-forward: 5′-TTTGGCGTCCTCTACGTGAAG-3′, WNT7B-reverse: 5′-CCCCGATCACAATGATGGCA-3′; S100A10-forward: 5′-TGGAAACCATGATGCTTACGTT-3′, S100A10-reverse: 5′-GAAGCCCACTTTGCCATCTC-3′; PTX-3-forward: 5′-CCTGCGATCCTGCTTTGTG-3′, PTX-3-reverse: 5′-GGTGGGATGAAGTCCATTGTC-3′.

##### Measurement of E2 levels

Hippocampal E2 levels were tested with a high-sensitivity ELISA kit (ADI-900-174, Enzo Life Sciences), as previously described by our group (Q. G. Zhang et al., 2014). Briefly, 100 µl of sample with equal amount of protein was added into each well of the provided microplate, which is coated with a donkey anti-sheep polyclonal antibody; 50 µl of E2 conjugate was subsequently added, accompanied with 50 µl of sheep polyclonal antibody to E2. Afterwards, the plate was covered and incubated for 2 h at room temperature with a shaking speed of ∼500 rpm. The plate was next washed 3 times using the wash buffer, and added with 200 µl of pNpp substrate in each well, followed by another 1 h incubation at room temperature without shaking. Finally, 50 µl of stop solution was added, and the optical density was read at 405 nm on a microplate reader (Bio-Rad). E2 level in each sample was calculated according to the established standard curve and expressed as percentage changes versus FLOX+Sham group.

##### Barnes Maze Test

The Barnes Maze Test was performed to evaluate the hippocampal-dependent spatial reference learning and memory at 7 d after GCI injury, as described in our previous study (Lu et al., 2017b). Briefly, the test was divided into two stages: training trial (days 1-3) and probe trial (day 4). During each day of the training trial, the mice were initially placed in the center of the platform, and trained to find the hidden chamber beneath a target hole for 3 min every day. On the probe trial, the hidden chamber was removed, and replaced with a black board. The escape latency from the center of the maze to the target hole, escape velocity, exploring time in target quadrant, and exploring errors during a 90 s period were recorded using an overhead video camera controlled by ANY-maze video tracking software (Stoelting). The target quadrant is one of the four quadrants in the platform, where the hidden chamber had been located. Exploring error was defined as exploring any hole that did not have the hidden chamber beneath it. The tracking plots and all the parameters were analyzed with ANY-maze software after the experiment.

##### Novel Object Recognition Test

The Novel Object Recognition Test is a well-accepted test for hippocampal-dependent recognition memory in animal models, and was conducted in E2 rescue experiment after the Barnes Maze Test (11 d after GCI) in the current study (Lu et al., 2019). Briefly, this task was divided into two stages: sampling stage (day 1) and choice stage (day 2). One day before the test, the mice were placed in the empty arena for 5 min free exploration for habituation. For the sampling stage, mice were put in the same box, which contains two identical objects with equal distance for 5 min exploring. For the choice stage 24 h later, one of the objects was replaced with a novel object which had identical size, but different shape and appearance with the familiar object. The exploring time of the mice on each object was recorded with ANY-maze video tracking software as mentioned above, and the discrimination index (the percentage of time spent exploring the novel object) was analyzed afterward. Object exploration is defined as the mouse's nose being within 2 cm's range from the object.

##### Open Field Test

The Open Field Test was used to examine locomotor function in mice after GCI following the Barnes Maze Test (11 d after GCI), as described previously (Lu et al., 2019). Mice were put in an open box (56 cm × 56 cm × 45 cm), facing the corner, and allowed to freely explore the apparatus for 5 min. Movement of the mice was recorded with ANY-maze video tracking software as mentioned above. Total travel distance and rearing times during this period were measured.

##### Exogenous E2 rescue experiment

Three-month-old ovariectomized female mice were divided into four groups: FLOX+GCI, KO+GCI, KO+GCI+E2, and KO+GCI+Placebo. For KO+GCI+E2 and KO+GCI+Placebo groups, Alzet osmotic mini-pumps (14 d release; Durect) with E2 (0.0167 mg) or Placebo (20% β-cyclodextrin) were implanted subcutaneously in the upper midback region at the time of ovariectomy as described previously (Lu et al., 2019). The dose of E2 was chosen based on previous results showing that this dose effectively reinstated forebrain E2 levels in FBN-ARO-KO mice back to levels normally observed in the forebrain of FLOX mice (Lu et al., 2019). All mice were subjected to GCI at 7 d after ovariectomy. Barnes Maze and Novel Object Recognition Test behavioral tests were performed at 7 d and 11 d respectively after GCI injury.

##### Intracerebroventricular microinjections of FGFR3 antibody

Previous work has suggested that neuronal FGF2 can inhibit astrocyte activation (Y. Zhang et al., 2017). To determine the role of neuronal FGF2 signaling in mediating the inhibitory action on astrocyte activation in FBN-ARO-KO mice, we administered a FGFR3 blocking antibody (FGFR3 Ab) by intracerebroventricular microinjection as previously reported (Y. Zhang et al., 2017). The following groups were used in our study: (1) FLOX+GCI, (2) KO+GCI, (3) KO+GCI+FGFR3-neutralizing antibody, and (4) KO+GCI+Vehicle. Bilateral intracerebroventricular injection was performed at the time of GCI reperfusion in ovariectomized female FBN-ARO-KO mice, with the following stereotaxic coordinates: 0.6 mm caudal from bregma, 2.00 mm ventral from dura mater, +1.2 mm lateral from the midline. Τhe mice were injected using a dosage of 1 µl of 50 µg/ml of FGFR3 Ab (Invitrogen, PA5-34574) or PBS as vehicle for each lateral ventricle, with a speed of 0.33 µl/min. The syringe was left for 5 min after each injection to allow full diffusion into CSF. The mice were killed 7 d after microinjection, and hippocampal tissues were collected for further histologic analysis.

##### Astrocyte purification

To confirm changes in astrocyte activation and astrocyte phenotypes at 7 d after GCI, astrocytes were isolated from FLOX+Sham, KO+Sham, FLOX+GCI, and KO+GCI ovariectomized female mice brains. To examine astrocyte-derived neurotrophic/neuroprotective factors in FBN-ARO-KO+GCI mice following FGFR3 neutralization, astrocytes were further isolated from FLOX+GCI, KO+GCI, KO+GCI+Vehicle, and KO+GCI+FGFR3 Ab mice at 7 d after FGFR3 antibody intracerebroventricular injection. First, an Adult Brain Dissociation Kit (Miltenyi Biotec, catalog #130-107-677) was used to dissociate brain tissue into single-cell suspensions according to the manufacturer's instructions. Briefly, mice were killed under anesthesia with the brain quickly removed and stored in cold D-PBS. Brain tissues were cut into 0.5 cm pieces using a scalpel, and then transferred into gentleMACS C tubes, which contained 1950 µl of enzyme mix 1 solution; 30 µl of enzyme mix 2 was added into C tubes afterward. The tightly closed C tubes were then attached onto a gentleMACS Octo Dissociator with Heater for tissue dissociation. The obtained samples were filtered with a MACS SmartStrainer (70 µm) and subjected to debris removal and red blood cell removal.

The single-cell suspension obtained from above steps was subjected to magnetic labeling with an Anti-ACSA-2 MicroBead Kit (Miltenyi Biotec, catalog #130-097-678) according to the manufacturer's instructions. Briefly, the cell suspension was blocked with 10 µl of FcR blocking reagent per 10^7^ total cells at 4°C for 10 min; 10 µl of Anti-ACSA-2 MicroBeads per 10^7^ total cells was added and incubated at 4°C for 15 min. The cells were washed by adding 2 ml of PB buffer per 10^7^ total cells and resuspended in 500 µl PB buffer per 10^7^ total cells. The cell suspension was applied to an MS column (Miltenyi Biotec, catalog #130-042-201) to get purified astrocytes. The purity of astrocytes obtained by this procedure was determined by flow cytometry. The cell population was presented in a dot plot with four quadrants. The percentage of ACSA-2-positive cells was defined as astrocyte purity, which was 94%, and is consistent with previous reports (Feldmann et al., 2014).

Protein lysates of the purified astrocytes were made for further Western blotting analysis. Primary antibodies used here include the following: anti-GFAP (Abcam, catalog #53554, 1:1500), anti-vimentin (Santa Cruz Biotechnology, catalog #sc-7557, 1:200), anti-S100β (Sigma Millipore, catalog #AMAB91038, 1:1000), anti-C3D (R&D Systems, catalog #AF2655, 1:1000), anti-FKBP5 (Thermo Fisher Scientific, catalog #PA1-020, 1:1000), anti-GBP2 (Abcam, catalog #ab203238, 1:1000), anti-S100A10 (Invitrogen, catalog #MA5-24769, 1:1000), anti-PTX3 (Abcam, catalog #ab125007, 1:1000), anti-TGM1 (Abcam, catalog #ab103814, 1:1000), anti-GLT-1 (Abcam, catalog #ab106289, 1:1000), anti-Aromatase (Invitrogen, catalog #PA1-16532, 1:1000), anti-p-STAT3 (Cell Signaling Technology, catalog #9131S, 1:1000), anti-STAT3 (Cell Signaling Technology, catalog #9139S, 1:1000), anti-BDNF (EMD Millipore, catalog #2865371, 1:1000), anti-β-actin (Sigma Millipore, catalog #014M4759, 1:5000), and anti-GAPDH (Santa Cruz Biotechnology, catalog #H2114, 1:2000).

##### Experimental design and statistical analyses

All experiments in the current study were performed on age-matched FLOX control and FBN-ARO-KO mice. Both intact males and ovariectomized females were used, and sham animals were used as controls. We used independent groups of animals to conduct the biochemical/histologic experiments and behavioral tests. Eight to 11 animals per group were used for behavioral tests; otherwise, 3–6 independent samples from each group were analyzed. Investigators were blinded to the groups for the behavioral assessments. A Student's *t* test was conducted when only comparing two groups. In experiments with two interaction factors and requiring multiple group comparisons, two-way ANOVA was performed followed by Tukey's all pairwise comparisons test to determine group difference. All the data were analyzed with SigmaStat 3.5 software. Data represented in bar graphs were expressed as mean ± SE. *p* < 0.05 was considered statistically significant.

## Results

### Loss of forebrain neuron-derived E2 leads to attenuated astrocyte activation and aromatization

It is known that aromatase can be induced in reactive astrocytes of injured brains (Garcia-Segura et al., 1999; Q. G. Zhang et al., 2014). Therefore, we first examined astrocyte activation and astrocytic aromatase expression in the hippocampal CA1 region of ovariectomized female FLOX and FBN-ARO-KO mice at different time points (3, 7, and 14 d) after GCI by performing GFAP and aromatase double staining (Fig. 1*Aa*). Quantification of GFAP intensity in the hippocampal CA1 region showed that GFAP levels were strongly increased in FLOX mice after GCI (*F* = 82.404, *p* < 0.001 for FBN-ARO-KO; *F* = 48.592, *p* < 0.001 for GCI; *F* = 13.292, *p* < 0.001 for FBN-ARO-KO and GCI interaction; *p* < 0.001 for 3 d, *p* < 0.001 for 7 d, *p* < 0.001 for 14 d; *n* = 4, two-way ANOVA), suggesting robust activation and reactivity of hippocampal astrocytes after ischemia (Fig. 1*Ab*). Interestingly, we observed the highest GFAP level at 7 d after GCI compared with 3 and 14 d, suggesting that the strongest astrocyte activation occurs at this time point in our model (Fig. 1*Ab*). Importantly, we found that GFAP intensity in FBN-ARO-KO+GCI mice was robustly decreased compared with FLOX+GCI group at all three time points (*p* < 0.001 for 3, 7, and 14 d; *n* = 4, two-way ANOVA). This finding indicates that loss of neuron-derived E2 causes astrocytes to be less activated after GCI compared with astrocytes from FLOX+GCI mice. GFAP and aromatase double staining further showed that aromatase was specifically localized in hippocampal CA1 neurons in FLOX+Sham mice, and that aromatase expression is strongly decreased in FBN-ARO-KO+Sham mice compared with FLOX+Sham mice. Aromatase was not detected in the resting astrocytes from either group. However, it was robustly induced in astrocytes of FLOX+GCI mice (*F* = 1390.119, *p* < 0.001 for FBN-ARO-KO; *F* = 413.034, *p* < 0.001 for GCI; *F* = 237.575, *p* < 0.001 for FBN-ARO-KO and GCI interaction; *p* < 0.001 for 7 d vs 3 d, *p* = 0.026 for 14 d vs 3 d; *n* = 4, two-way ANOVA). In contrast, aromatase levels in astrocytes from FBN-ARO-KO+GCI mice were significantly decreased compared with their FLOX+GCI controls (Fig. 1*Ab*; *p* < 0.001 for 3, 7, and 14 d; *n* = 4, two-way ANOVA).

**Figure 1.**
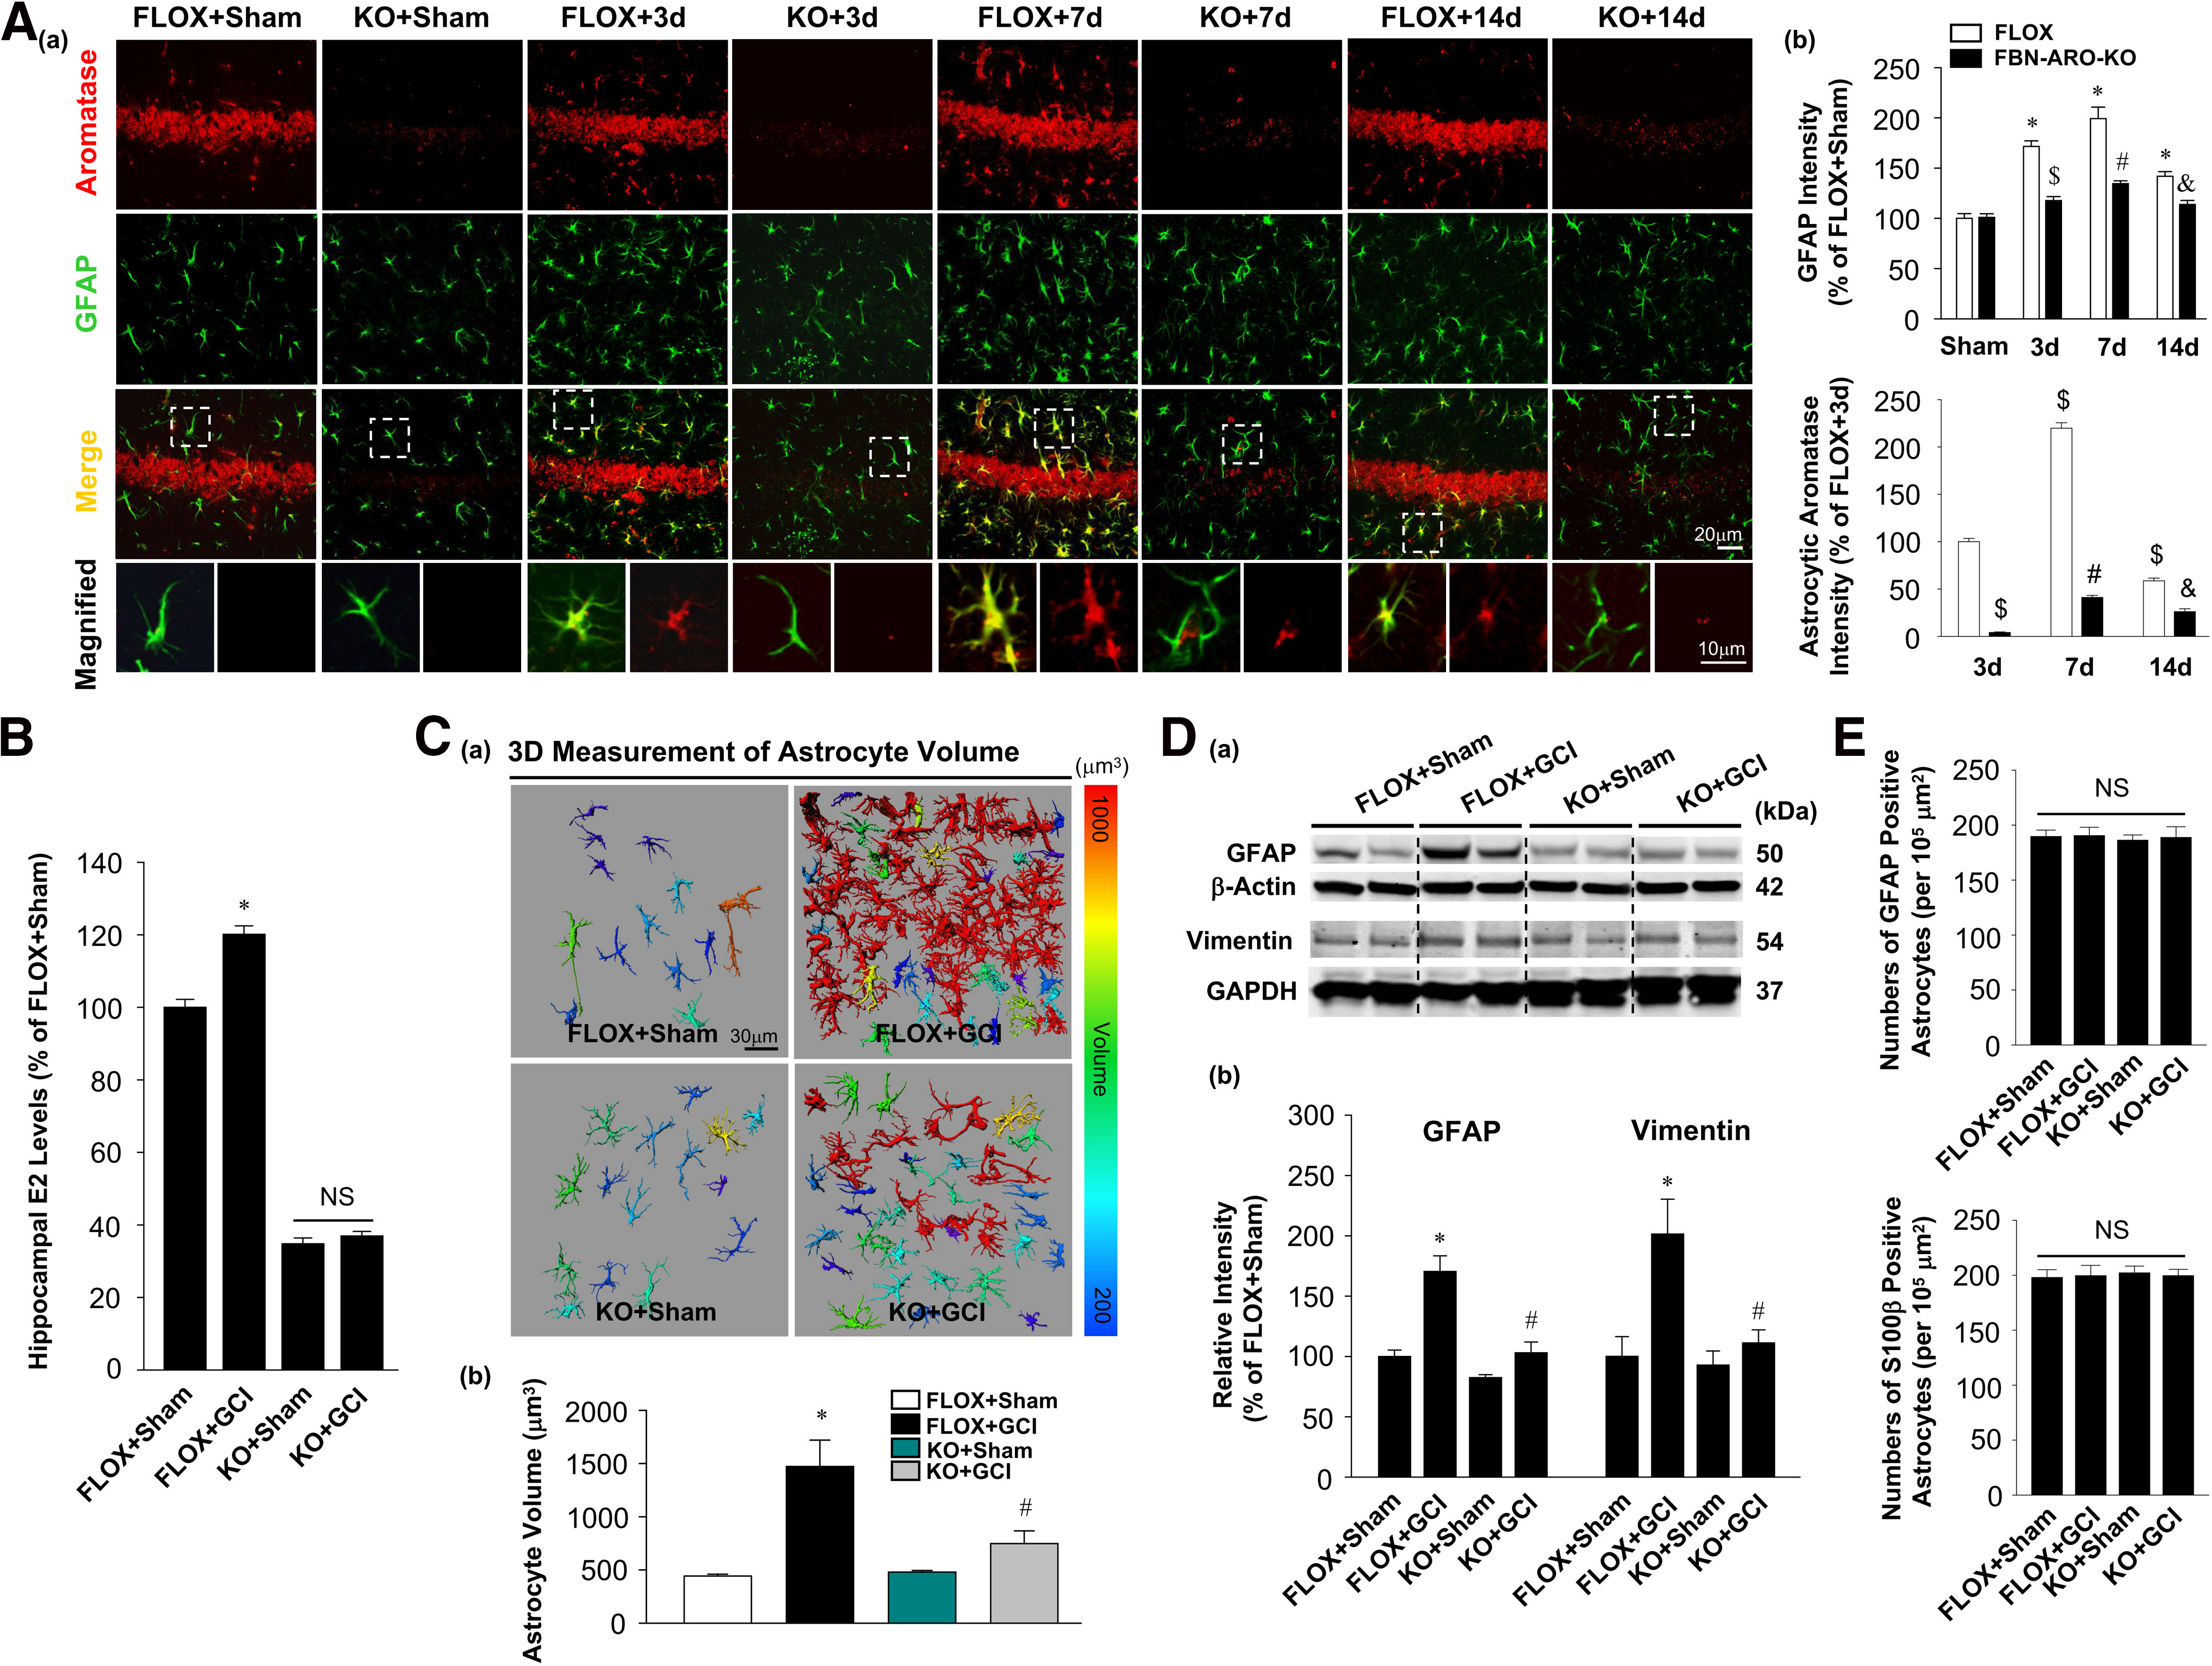
Attenuated astrocyte activation and aromatization in ovariectomized female FBN-ARO-KO mice after GCI. ***A***, IHC analysis for alterations in astrocyte reactivity and aromatase induction in hippocampal CA1 region at 3, 7, and 14 d after GCI. ***B***, Measurement of hippocampal E2 levels with high-sensitivity E2 ELISA kit at 7 d after GCI. ***Ca***, Representative 3D images of hippocampal CA1 astrocytes with cell body volumes distinguished with different colors. ***Cb***, Astrocyte volumes from the indicated groups were measured and quantitatively analyzed. ***D***, Astrocyte activation was confirmed by examining the expression of two typical astrocyte markers, GFAP and vimentin, with Western blot analysis. ***E***, Astrocyte numbers in hippocampal CA1 region were counted with both GFAP and S100β immunostaining and expressed as cell numbers per 10^5^ µm^2^. Values are mean ± SEM of determinations from each group. *N* = 3-5. *p < 0.05 versus FLOX+Sham. ^$^*p* < 0.05 versus FLOX + 3 d. ^#^*p* < 0.05 versus FLOX + 7 d. ^&^*p* < 0.05 versus FLOX + 14 d. NS, no significant difference.

We next measured hippocampal E2 levels in ovariectomized female FLOX and FBN-ARO-KO mice 7 d after GCI using a high-sensitivity ELISA kit. The results revealed that, in FLOX mice, there was a significant increase in hippocampal E2 levels at 7 d after GCI compared with FLOX+Sham controls (Fig. 1*B*; *F* = 1542.173, *p* < 0.001 for FBN-ARO-KO; *F* = 34.889, *p* < 0.001 for GCI; *F* = 22.669, *p* < 0.001 for FBN-ARO-KO and GCI interaction; *p* < 0.001, *n* = 4, two-way ANOVA). Examination of FBN-ARO-KO mice revealed that FBN-ARO-KO+Sham mice displayed a ∼66% loss of hippocampal E2 levels compared with FLOX+Sham controls (*p* < 0.001, *n* = 4, two-way ANOVA), a finding in agreement with our previous study (Lu et al., 2019). Furthermore, in contrast to FLOX+GCI mice, FBN-ARO-KO+GCI mice failed to show any significant increase in hippocampal E2 production after GCI (Fig. 1*B*; *p* = 0.328, *n* = 4, two-way ANOVA**)**.

To further analyze and quantitate the alterations of astrocyte morphology/reactivity, we constructed 3D images of astrocytes in the hippocampal CA1 region and measured the cell body volumes of the astrocytes using Imaris software (Ardalan et al., 2017) (Fig. 1*C*). The results revealed that there was no difference in astrocyte volume between FLOX+Sham and FBN-ARO-KO+Sham mice (*F* = 6.182, *p* = 0.024 for FBN-ARO-KO; *F* = 22.102, *p* < 0.001 for GCI; *F* = 7.591, *p* = 0.014 for FBN-ARO-KO and GCI interaction; *p* = 0.136, *n* = 5, two-way ANOVA), indicating a resting state in both groups. However, astrocyte volumes of FLOX+GCI mice were strongly increased compared with FLOX+Sham controls (*p* = 0.008, *n* = 5, two-way ANOVA), indicating a robust induction of reactive astrocytes. In contrast, astrocytes volumes in FBN-ARO-KO+GCI mice were not significantly elevated (*p* = 0.095, *n* = 5, two-way ANOVA) comparing with their sham control, and were significantly lower than FLOX+GCI mice (*p* = 0.03, *n* = 5, two-way ANOVA). This finding suggests that induction of reactive astrocytes after global brain ischemia is significantly compromised in FBN-ARO-KO mice. To further confirm the results, we conducted Western blot analysis to examine the expression of two typical astrocyte markers, GFAP and vimentin (Fig. 1*D*). Both GFAP (∼70% increase, *F* = 19.358, *p* = 0.001 for FBN-ARO-KO; *F* = 22.181, *p* < 0.001 for GCI; *F* = 6.643, *p* = 0.028 for FBN-ARO-KO and GCI interaction; *p* = 0.007, *n* = 4, two-way ANOVA) and vimentin (∼101% increase, *F* = 6.963, *p* = 0.03 for FBN-ARO-KO; *F* = 10.542, *p* = 0.012 for GCI; *F* = 5.065, *p* = 0.045 for FBN-ARO-KO and GCI interaction; *p* = 0.038, *n* = 3, two-way ANOVA) levels were robustly elevated in the hippocampus of FLOX+GCI versus FLOX+Sham controls at 7 d after GCI. In contrast, FBN-ARO-KO+GCI mice did not display significant increase (20% for GFAP, *p* = 0.115, *n* = 4; 18% for vimentin, *p* = 0.312, *n* = 3, two-way ANOVA) versus FBN-ARO-KO+Sham controls, indicating strongly diminished reactive astrogliosis in the FBN-ARO-KO mice after GCI. To determine whether a change in astrocyte number might contribute to these alterations, we counted astrocyte numbers in the hippocampal CA1 region using immunostaining for GFAP, as well as for S100β, another typical marker of astrocytes (Fig. 1*E*). Analysis for GFAP- and S100β-positive cells showed no differences among the indicated groups, suggesting that only astrocyte activation, not astrocyte loss or proliferation, was diminished after neuronal E2 depletion in our GCI model.

### FBN-ARO-KO mice exhibit enhanced neuronal damage and greater cognitive deficits after GCI

Next, we investigated the neuronal damage and functional outcome of ovariectomized female FBN-ARO-KO mice at 7 d after GCI reperfusion. First, double staining in the hippocampal CA1 region for NeuN, a neuronal marker, and F-Jade C, a marker of neuronal degeneration, was performed (Schmued et al., 2005), and the number of F-Jade C-positive neurons per 250 µm of the hippocampal CA1 region was counted. It revealed that FBN-ARO-KO+GCI mice had significantly increased F-Jade C-positive hippocampal pyramidal neurons compared with FLOX+GCI mice, suggesting enhanced neuronal degeneration (Fig. 2*A*; *F* = 20.534, *p* < 0.001 for FBN-ARO-KO; *F* = 1616.096, *p* < 0.001 for GCI; *F* = 20.534, *p* < 0.001 for FBN-ARO-KO and GCI interaction; *p* = 0.002, *n* = 5, two-way ANOVA). No apparent F-Jade C staining was observed in FLOX and FBN-ARO-KO sham mice. Further examination of alterations in neuronal structure by MAP2 staining showed that FBN-ARO-KO+GCI mice had less MAP2 intensity (*F* = 42.487, *p* < 0.001 for FBN-ARO-KO; *F* = 422.714, *p* < 0.001 for GCI; *F* = 17.086, *p* < 0.001 for FBN-ARO-KO and GCI interaction; *p* < 0.001, *n* = 5, two-way ANOVA) and greater dispersion (*F* = 29.739, *p* < 0.001 for FBN-ARO-KO; *F* = 283.714, *p* < 0.001 for GCI; *F* = 24.332, *p* < 0.001 for FBN-ARO-KO and GCI interaction; *p* < 0.001, *n* = 5, two-way ANOVA) than FLOX+GCI mice (Fig. 2*B*), suggesting poorer neuronal structural integrity in FBN-ARO-KO mice compared with FLOX mice after GCI.

**Figure 2.**
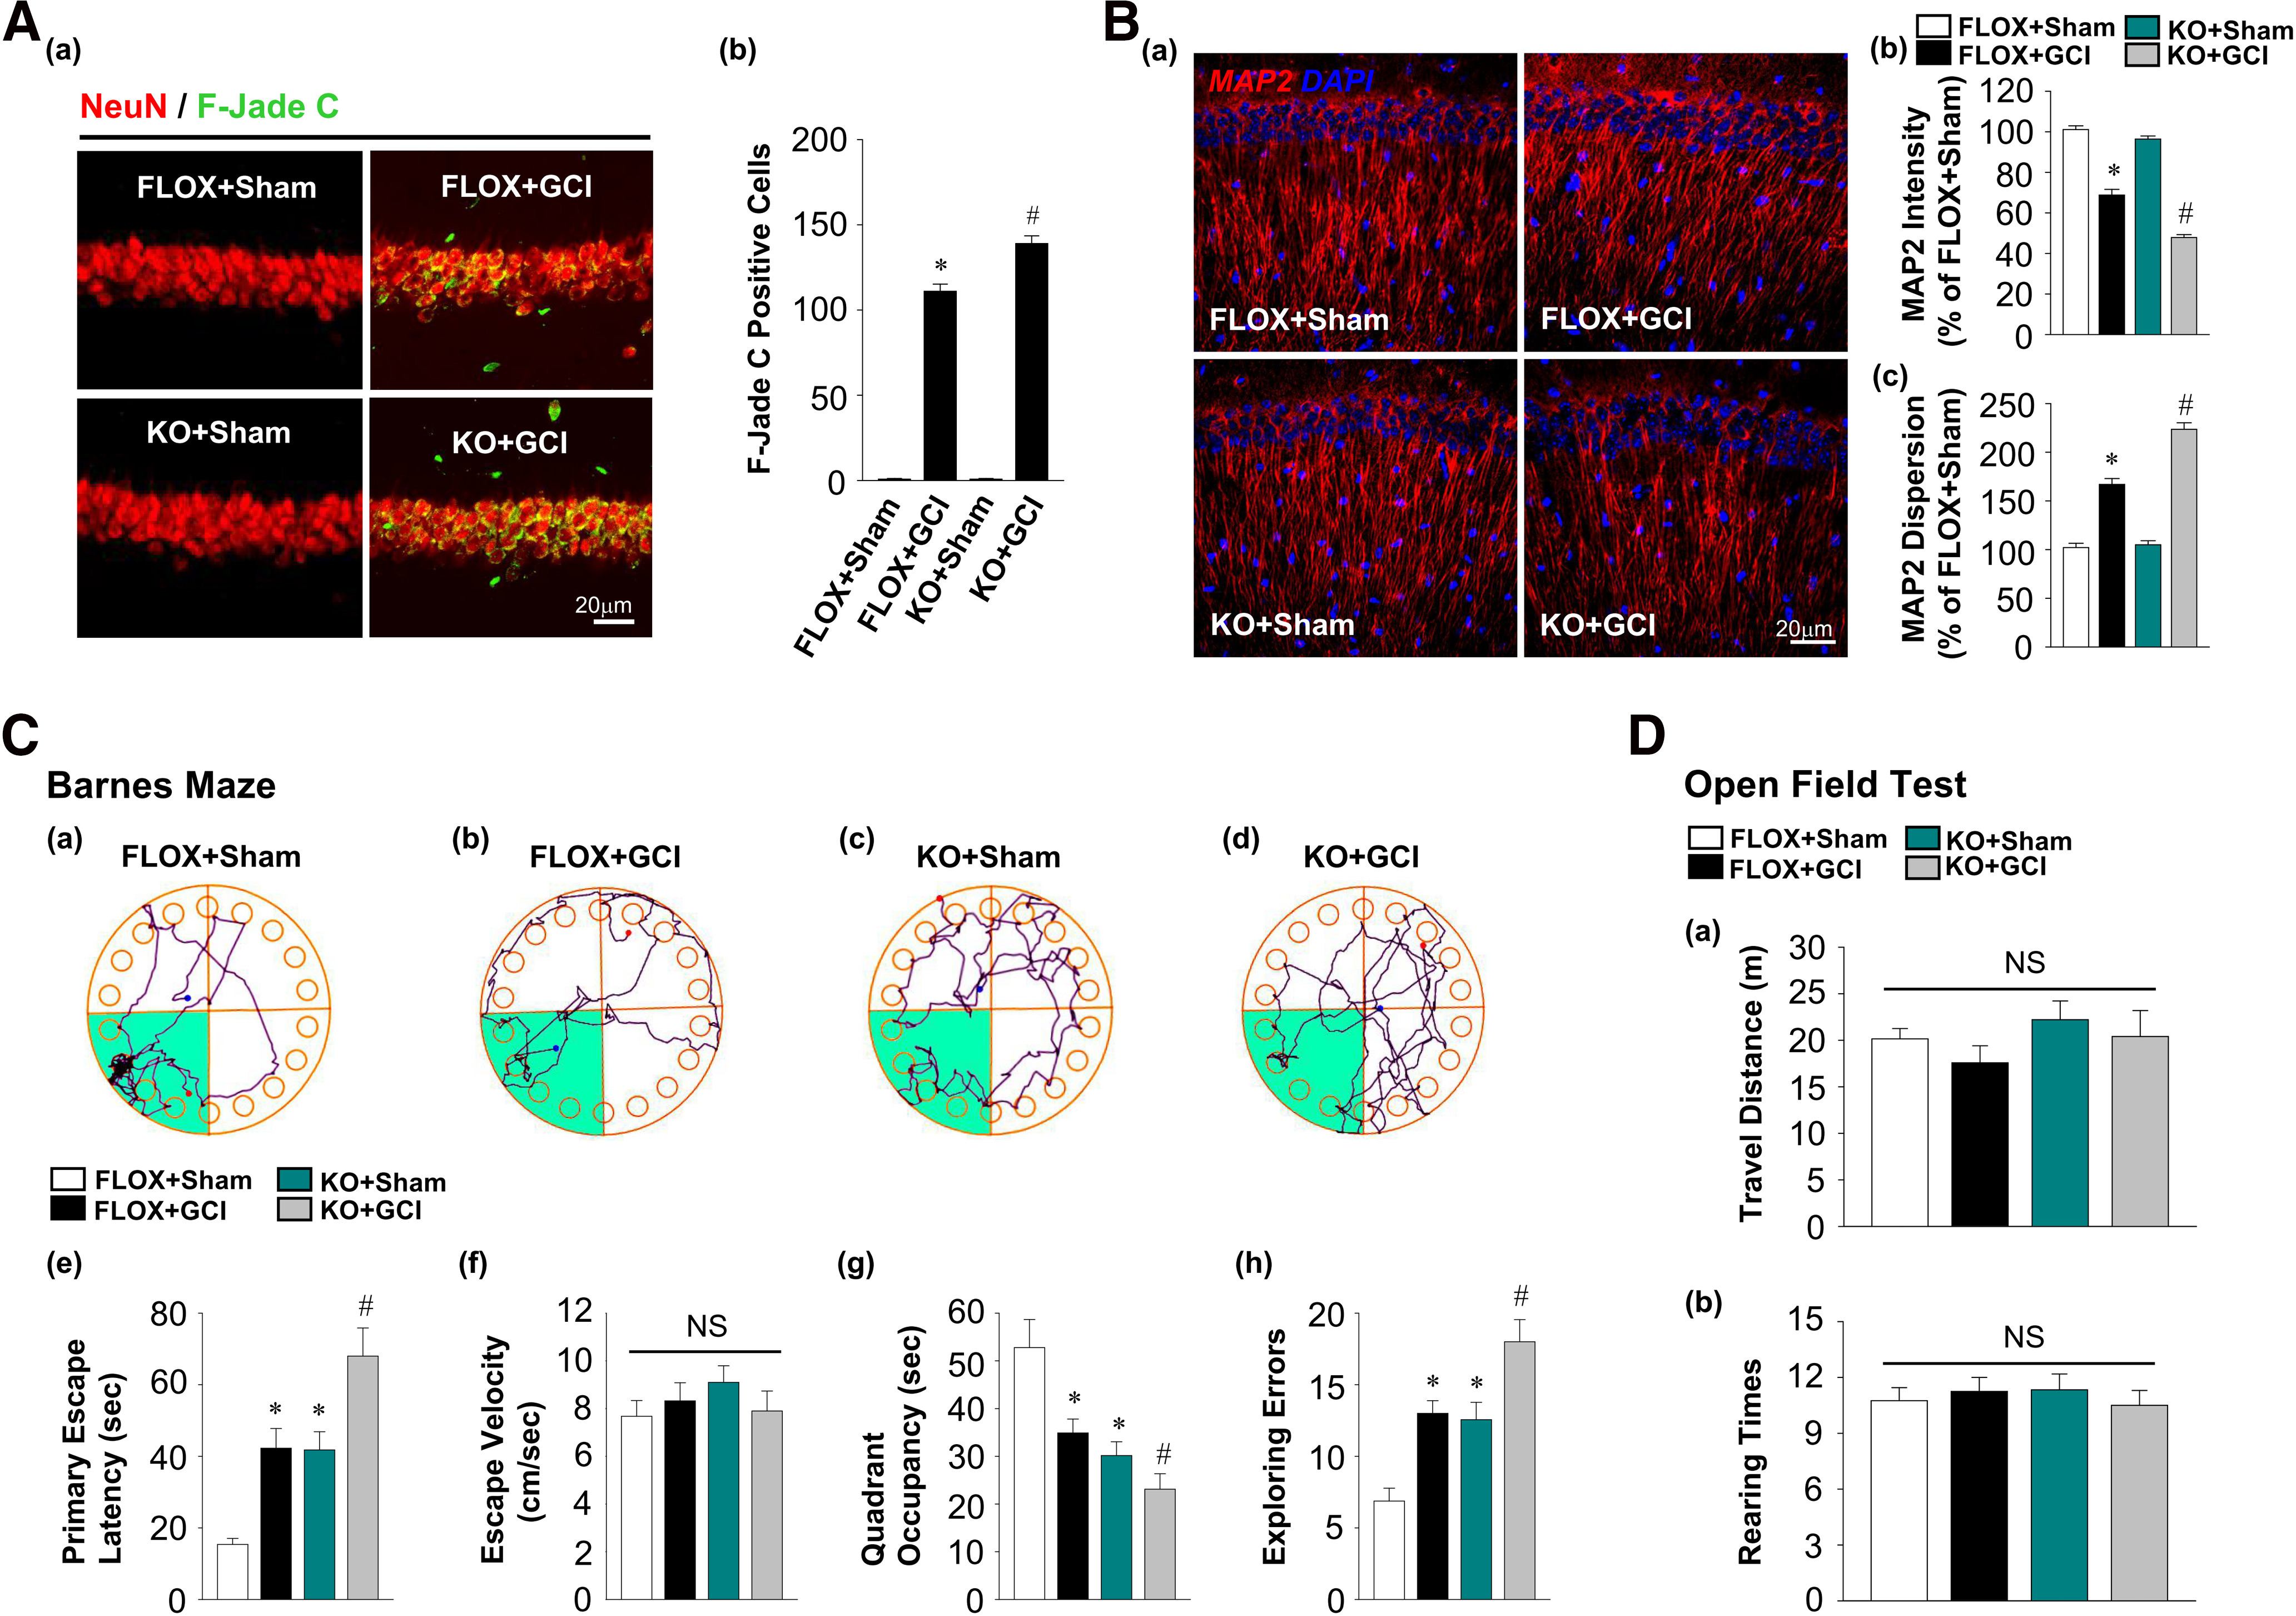
Ovariectomized female FBN-ARO-KO mice exhibit worse neuronal damage and cognitive deficits 7 d after GCI injury. ***Aa***, IHC analysis for degenerating neurons by F-Jade C, a typical neurodegenerative marker, with NeuN double staining. ***Ab***, The number of F-Jade C-positive neurons per 250 um was counted. ***B***, MAP2 staining was performed to further evaluate hippocampal CA1 dendrite morphology following aggravated neuronal damage in FBN-ARO-KO mice. ***C***, Barnes Maze Test was used to assess the spatial reference memory. Representative track plots of FLOX+Sham (***Ca***), FLOX+GCI (***Cb***), KO+Sham (***Cc***), and KO+GCI (***Cd***) on the probe trial were recorded. Primary escape latency (***Ce***), escape velocity (***Cf***), quadrant occupancy (***Cg***), and exploring errors (***Ch***) during probe trial were analyzed. ***D***, Open field test was conducted to determine the locomotor ability, in which the travel distance and rearing times were recorded and analyzed. Values are mean ± SEM of determinations from each group. *N* = 5 for ***A***, ***B***; *N* = 8 or 9 for ***C***, ***D***. *p < 0.05 versus FLOX+Sham. ^#^*p* < 0.05 versus FLOX+GCI. NS, no significant difference.

We next examined functional outcome in FBN-ARO-KO+GCI mice by performing behavioral tests. First, the Barnes Maze Test was conducted to assess hippocampal-dependent spatial reference memory (Fig. 2*C*). Results in the probe trial showed that FLOX+GCI mice displayed a significant increase in escape latency (*F* = 22.64, *p* < 0.001 for FBN-ARO-KO; *F* = 23.468, *p* < 0.001 for GCI; *F* = 3.55, *p* = 0.035 for FBN-ARO-KO and GCI interaction; *p* = 0.002, *n* = 8, two-way ANOVA) and exploring errors (*F* = 20.679, *p* < 0.001 for FBN-ARO-KO; *F* = 24.264, *p* < 0.001 for GCI; *F* = 8.4, *p* = 0.027 for FBN-ARO-KO and GCI interaction; *p* < 0.001, *n* = 8, two-way ANOVA), and a robust decrease in quadrant occupancy (*F* = 19.562, *p* < 0.001 for FBN-ARO-KO; *F* = 10.247, *p* = 0.003 for GCI; *F* = 9.136, *p* = 0.018 for FBN-ARO-KO and GCI interaction; *p* = 0.017, *n* = 8, two-way ANOVA) compared with FLOX+Sham mice, indicative of impaired spatial reference memory retention. FBN-ARO-KO+Sham mice also displayed cognitive deficits compared with FLOX+Sham mice, a finding consistent with our previous study (Lu et al., 2019). Interestingly, FBN-ARO-KO+GCI mice exhibited an even greater increase in escape latency, exploring errors, and decrease in quadrant occupancy compared with FLOX+GCI mice (*p* = 0.018, *p* = 0.014, and *p* = 0.017 respectively, *n* = 8, two-way ANOVA). Identical escape velocities among all groups demonstrated that the altered parameters discussed above were not because of speed variations. We also used the Open Field Test to evaluate locomotor function by recording the total travel distance and rearing times in the open arena (Fig. 2*D*). However, no differences in these two parameters were observed among the indicated groups, suggesting that loss of forebrain neuronal E2 does not affect locomotor ability under normal and GCI conditions.

### RNA-Seq analysis reveals unique gene profiles and pathways regulated by neuron-derived E2 after GCI

To identify gene profiles and pathways regulated by forebrain neuronal E2 after GCI injury, we performed global transcriptome analysis. 

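The RNA-Seq data comprise 4 hippocampus libraries, 2 from FLOX+GCI and 2 from FBN-ARO-KO+GCI ovariectomized female mice. All mice underwent 20 min of common carotid artery occlusion followed by 24 h of reperfusion. FBN-ARO-KO mice lack Cyp19a1, the gene for aromatase, in forebrain neurons, and FLOX mice are their controls. Whether the libraries of a group come from separate mice is not stated in the text of the paper, and they were treated here as replicates 1 and 2. The authors aligned 50 nt single-end reads to the mouse genome build mm9 with TopHat, counted reads per gene symbol with HTSeq and deposited these counts without normalization. The strand setting of the counting is not stated, so a gene that overlaps another on the opposite strand can share its reads. The counts on genes totaled 24774433 and 24333396 in FLOX+GCI replicates 1 and 2, and 33076795 and 30114003 in FBN-ARO-KO+GCI replicates 1 and 2. At this depth, the smallest share that can be shown, taken as 3 counts, was between 0.0907 and 0.123 CPM (counts scaled by library size), which covers counting error only. The 14527 genes kept by edgeR's filterByExpr were compared between genotypes with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. The standard error of a log2 fold change was approximated from the test's F statistic. Across these genes, log2 CPM correlated at 0.990 between the FLOX+GCI libraries, at 0.992 between the FBN-ARO-KO+GCI libraries, and at between 0.986 and 0.992 for pairs of opposite genotype. The chi-square per degree of freedom between the 2 libraries of a genotype was 10.5 for FLOX+GCI and 12.3 for FBN-ARO-KO+GCI. This is more spread than counting error gives, so neither pair is a single library sequenced again. It does not tell separate mice from separate preparations of the same RNA. Pairs of opposite genotype were not tested in this way. Because the groups share replicate numbers, the comparison was also fitted with the replicate number as a block. The deviations of same-numbered libraries from their group means correlated at 0.129 across genes, and at 0.154 after the trend over GC content and length was removed from each library. Cyp19a1, on chromosome 9 of mm9 from 54013744 to 54115917, was the targeted gene. It had 4 and 1 counts in FLOX+GCI and 2 and 2 counts in FBN-ARO-KO+GCI, too few at this depth to show whether the libraries differ. No Y-linked gene of Ddx3y, Eif2s3y, Uty and Kdm5d had a count (0 in each library), and Xist had between 8223 and 13010 counts.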

Twenty-four hours after GCI reperfusion, RNA samples were isolated from the hippocampus of ovariectomized female FLOX+GCI and FBN-ARO-KO+GCI mice and subjected to RNA-Seq analysis as described previously (Sareddy et al., 2015). A representative heat map depicting gene changes across the groups is shown in Figure 3*A*. Significant genes with adjusted *p* value < 0.05 were selected for analysis. 

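Of the 14527 genes tested, 2 had an adjusted p under 0.05 with edgeR's quasi-likelihood test, both lower in FBN-ARO-KO+GCI, and 2403 had an unadjusted p under 0.05. The long noncoding RNA AA465934, which has no entry in the mm9 annotation and neighbors Slfn14 in the RefSeq annotation, had 169 and 150 counts in FLOX+GCI and 16 and 11 in FBN-ARO-KO+GCI. Its CPM was 6.41 ± 0.466 (SD, n = 2) in FLOX+GCI and 0.429 ± 0.0758 (SD, n = 2) in FBN-ARO-KO+GCI. This is a log2 fold change of -3.88 (standard error 0.26, adjusted p = 0.0155 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Xaf1, on chromosome 11 of mm9 from 72115131 to 72127235, encodes a protein associated with XIAP. It had a CPM of 10.8 ± 0.694 (SD, n = 2) in FLOX+GCI and 2.37 ± 0.0651 (SD, n = 2) in FBN-ARO-KO+GCI. Its log2 fold change was -2.19 (standard error 0.17, adjusted p = 0.0221 from the same edgeR test). For both genes the difference exceeded the spread between replicates. With 1 library left out in turn, the log2 fold change stayed between -4.08 and -3.72 for AA465934 and between -2.24 and -2.12 for Xaf1.

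The number of genes differed between tests. With the replicate number as a block, 184 genes had an adjusted p under 0.05, 42 higher and 142 lower in FBN-ARO-KO+GCI, AA465934 and Xaf1 among them. DESeq2 called 292 genes, 215 higher and 77 lower, out of the 5728 that its independent filtering kept. That filtering removed AA465934 and Xaf1. The likelihood ratio test of edgeR called 294 genes. The log2 ratio between genotypes followed the GC content of the transcript, with a Spearman's rho of -0.61 across 12424 genes, which are not independent replicates. The 2 FBN-ARO-KO+GCI libraries differed along GC content in the same way, with a rho of -0.55 for replicate 2 against replicate 1, while the rho within FLOX+GCI was 0.12. The median GC content was 42.3% for the genes called higher under the block and 55.3% for those called lower, against 50.6% for all tested genes. In a fit chosen after this trend was seen, which removes each library's trend over GC content and length, 2 genes were called without the block and 1 with it. AA465934 was called in both fits, but it has no GC content or length in the annotation used and was therefore not corrected. The adjusted p of Xaf1 under the block with the correction was 0.0661.

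**Figure D1:**
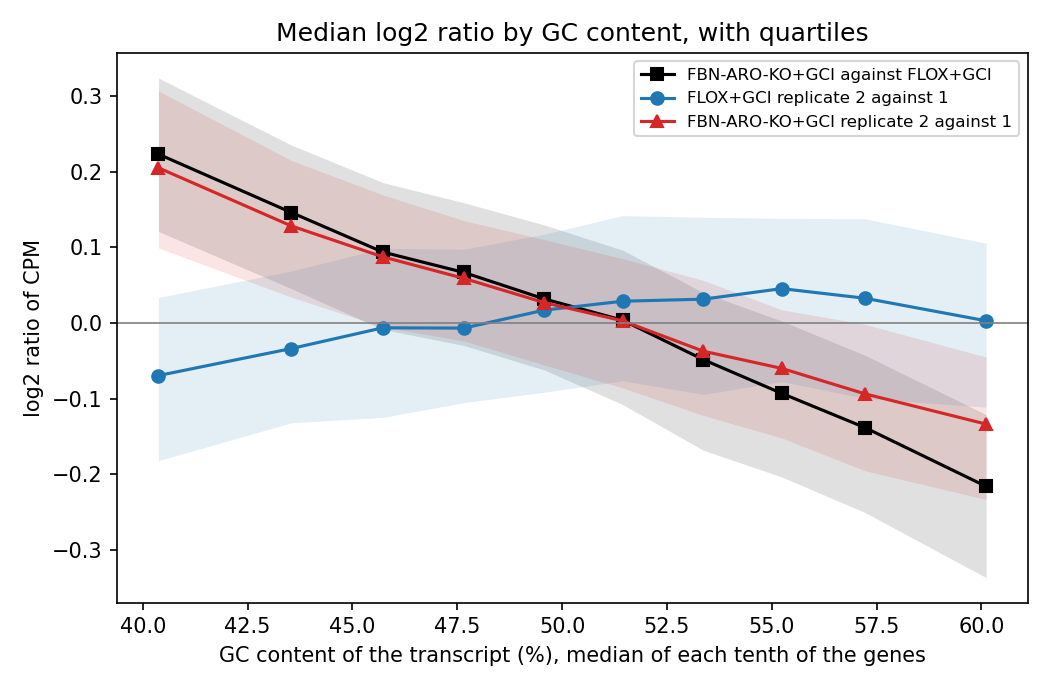
Median log2 ratio of CPM (y axis) against the GC content of the transcript in percent (x axis), for 12424 genes split into 10 parts by GC content. Black squares compare FBN-ARO-KO+GCI with FLOX+GCI, blue circles and red triangles compare replicate 2 with replicate 1 within FLOX+GCI and FBN-ARO-KO+GCI, and shading spans the quartiles of the genes. The ratio between genotypes falls from 0.22 at a GC content of 40.4% to -0.22 at 60.1%, and that within FBN-ARO-KO+GCI from 0.21 to -0.13.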

Differentially expressed genes were subjected to pathway analysis using Ingenuity Pathway Analysis software, and the top canonical pathways identified are shown in Figure 3*B*. We observed that some of the key pathways that regulate astrocyte reactivity, such as RhoA signaling, actin-based motility by Rho signaling, signaling by Rho family GTPases, and NRF2-mediated oxidative stress response, were significantly altered in FBN-ARO-KO+GCI mice. However, it should be noted that RhoA signaling also plays roles in nonastrocyte cells, particularly neurons, and E2 can also regulate Rho signaling in neurons (Kramar et al., 2009).

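The gene sets of Ingenuity Pathway Analysis were not used here. In their place, a list of 86 NRF2 response genes was written before the data were examined. The edgeR test covered 78 of them, and none was among the 2 genes with an adjusted p under 0.05. At an unadjusted p under 0.05 there were 18 NRF2 response genes, 7 of them higher in FBN-ARO-KO+GCI, and the odds ratio against all other tested genes was 1.52 (one-sided Fisher's exact test, p = 0.0840). Adjusted over the list alone, 3 NRF2 response genes passed 0.05. With the replicate block, 5 passed the adjusted threshold over all genes, 1 of them higher, with an odds ratio of 5.46 (one-sided Fisher's exact test, p = 0.00309). After the added correction for GC content and length, 0 members passed, with or without the block, while 11 had an unadjusted p under 0.05 without it. For unadjusted calls, the odds ratio was 1.13 with the block (one-sided Fisher's exact test, p = 0.386) and 1.28 with the correction (p = 0.27 from the same exact test). By this exact test it passed 0.05 with library totals only (1.84, p = 0.0157), with every gene of at least 1 count (1.66, p = 0.0409) and with edgeR's likelihood ratio test (1.63, p = 0.0493). The members with the smallest adjusted p were Junb, Blvrb and Fkbp5. Junb fell from 51.1 ± 9.19 CPM (SD, n = 2) in FLOX+GCI to 30.2 ± 2.35 CPM (SD, n = 2) in FBN-ARO-KO+GCI, a log2 fold change of -0.76 (standard error 0.14). Blvrb, for biliverdin reductase B, had a log2 fold change of -0.84 (standard error 0.15), and Fkbp5 was higher by 0.42 (standard error 0.08). With edgeR's quasi-likelihood test the adjusted p of each of these 3 genes was 0.238, and with the replicate block it was 0.00487 for Junb, 0.0253 for Blvrb and 0.0420 for Fkbp5.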

**Figure 3.**
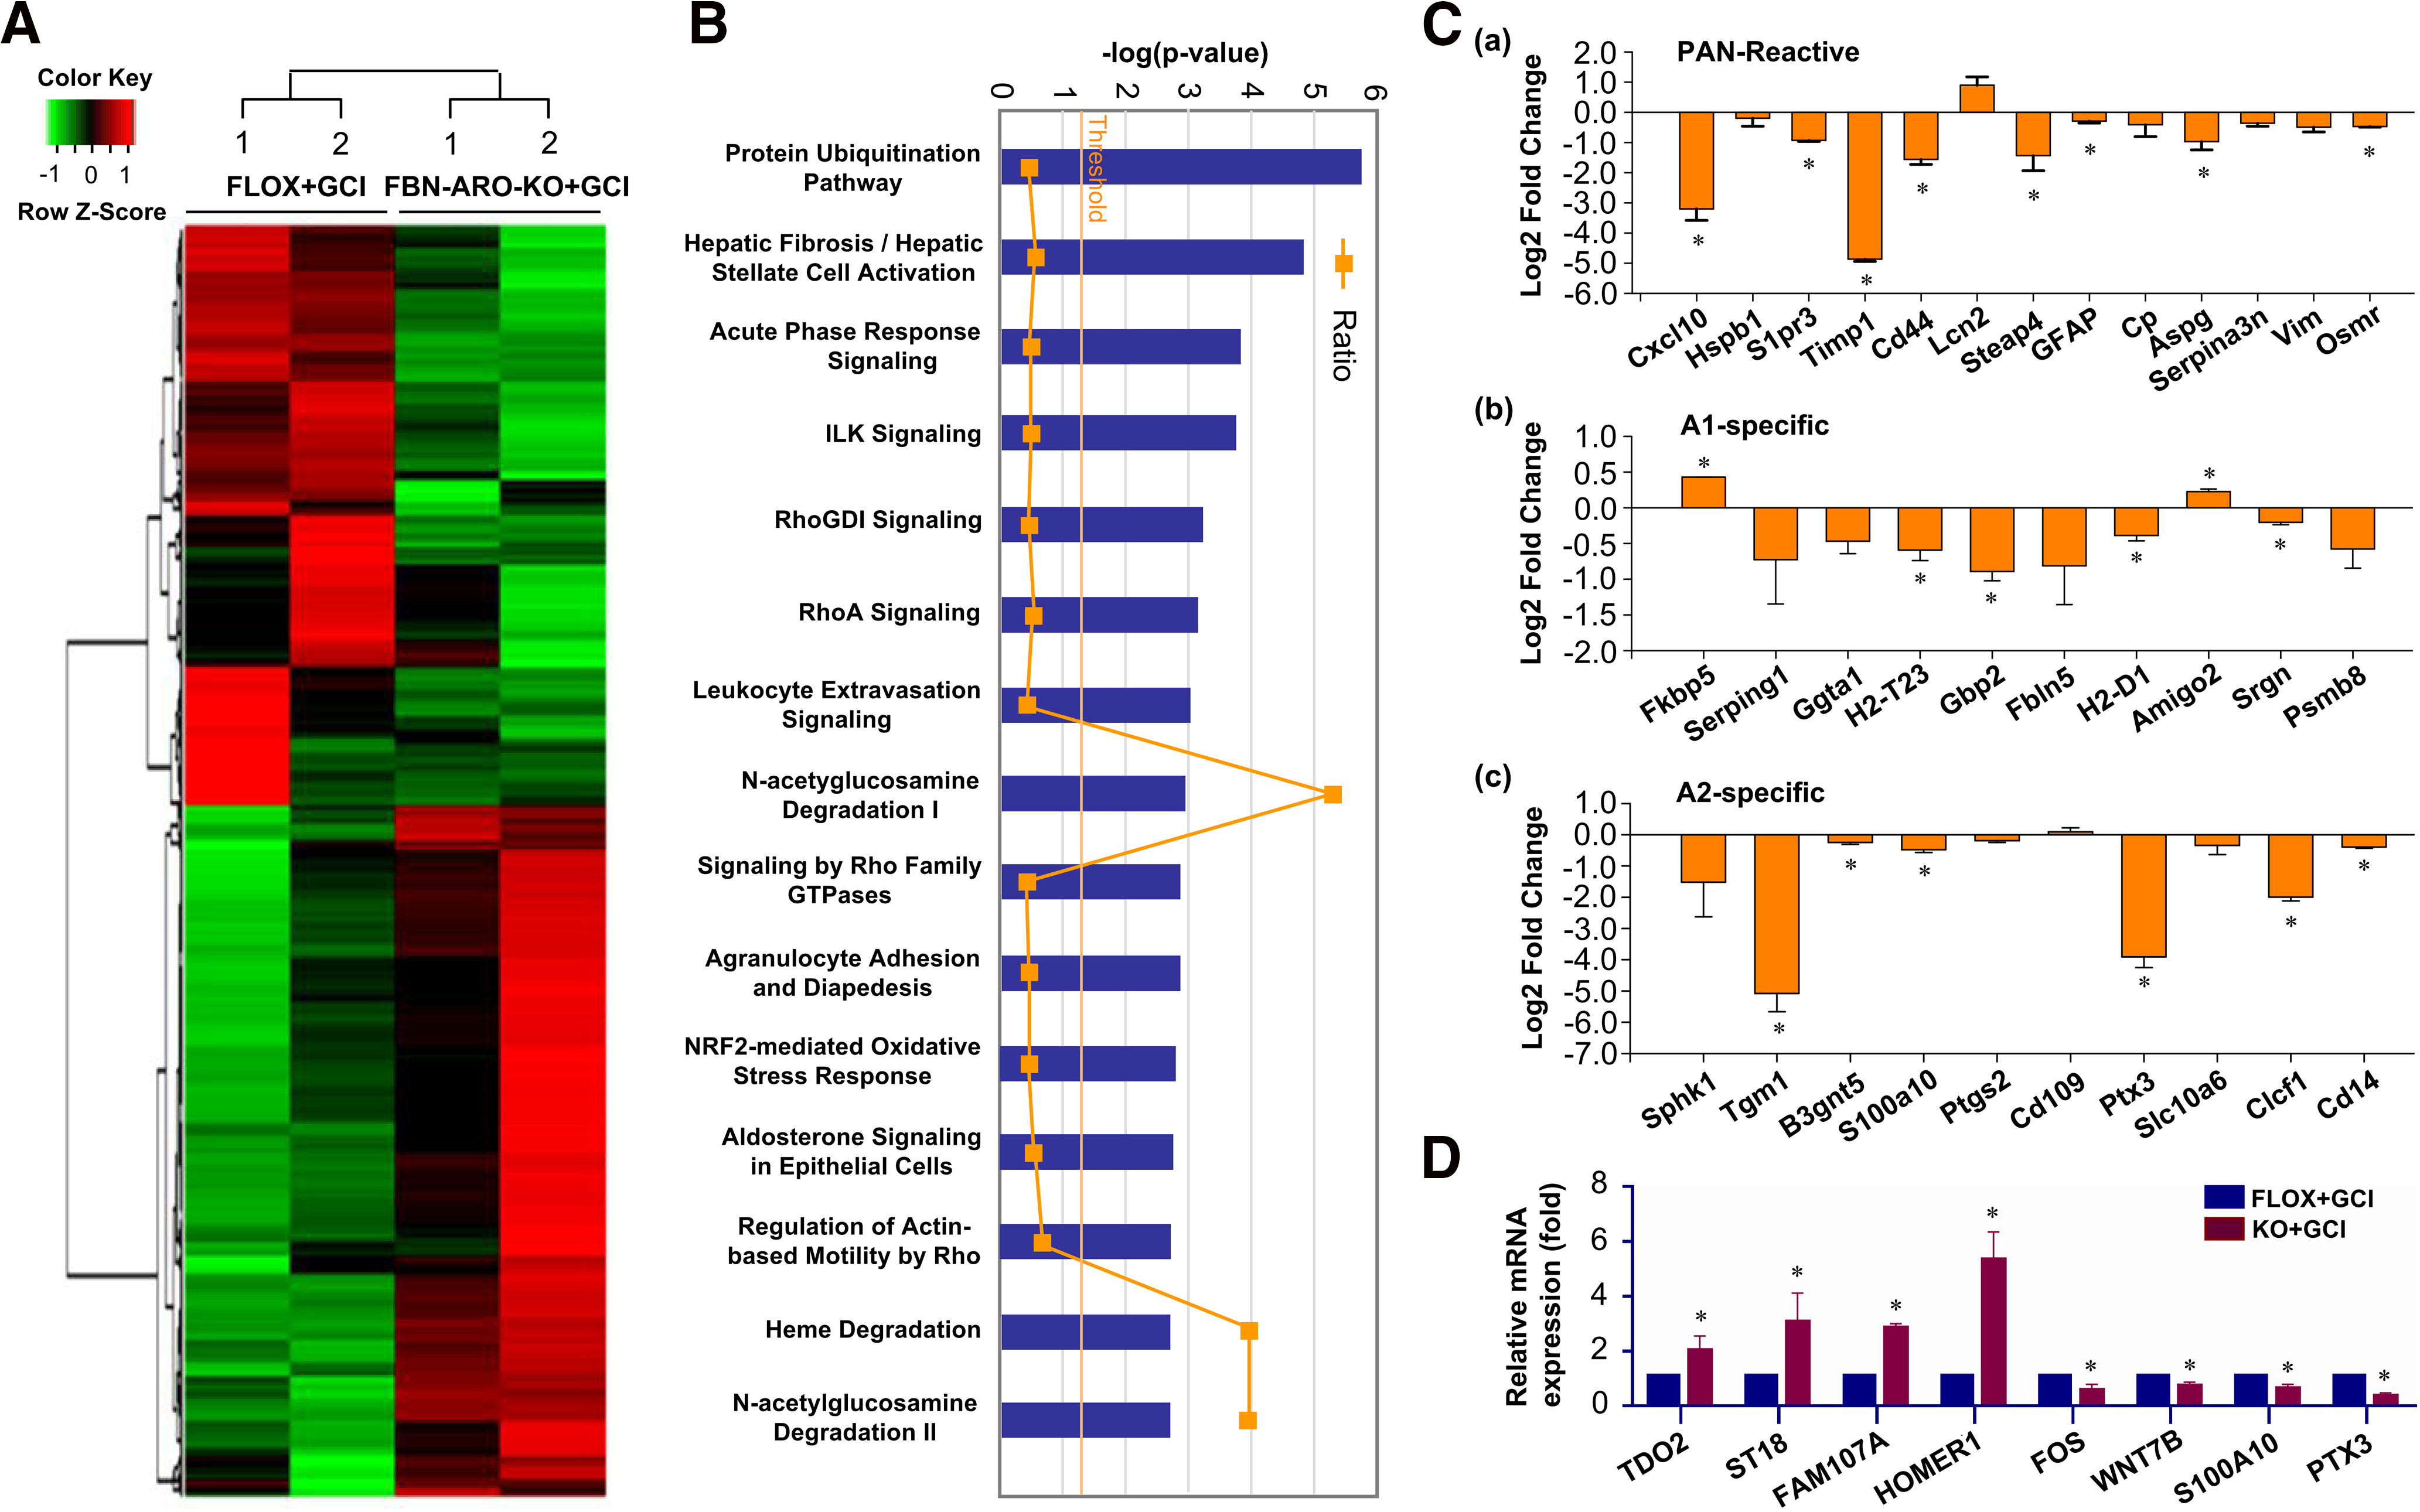
RNA-sequencing analysis of hippocampal transcriptome alterations in ovariectomized female FBN-ARO-KO mice after GCI. ***A***, Representative heat map of differentially expressed genes from FLOX+GCI and FBN-ARO-KO+GCI groups at 24 h after GCI insult. ***B***, Differentially expressed genes with adjusted *p* value < 0.05 were examined by Ingenuity Pathway Analysis, and the top canonical pathways are shown. ***C***, Top astrocyte pan-reactive (***Ca***), A1-specific (***Cb***), and A2-specific (***Cc***) transcripts that were altered in FBN-ARO-KO mice. ***D***, Selected differentially expressed genes that are associated with neuroprotective astrocyte activation, neuroinflammation, and apoptosis were confirmed by qRT-PCR. Values are mean ± SEM of determinations from each group. *p < 0.05 versus FLOX+GCI.

To determine whether there were changes in transcription of genes involved in astrocyte reactivity, we screened astrocyte-associated gene profiles for the pan-reactive, proinflammatory A1-type and neuroprotective A2-type astrocyte phenotypes. The results revealed a significant downregulation of top pan-reactive astrocyte transcripts in FBN-ARO-KO+GCI mice (Fig. 3*Ca*), as well as strong downregulation of most of the astrocyte A2-specific transcripts in FBN-ARO-KO+GCI mice (Fig. 3*Cc*). 

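The 12 of the 13 pan-reactive transcripts of Fig. 3Ca that passed the filter on low counts had a median log2 fold change of -0.48 in FBN-ARO-KO+GCI. Of these, 11 were lower and 1, Lcn2, was higher (log2 fold change 0.92). As a list they were shifted against all other tested genes, whose median was -0.01 (two-sided camera test with an inter-gene correlation of 0.01, p = 0.000223). The replicate block gave a median of -0.42 (the same camera test and inter-gene correlation, p = 3.77e-06). The alternative that moved this test most was camera with the correlation between genes estimated from the data (p = 0.236). No transcript had an adjusted p under 0.05 over all genes, the smallest being 0.238, while 7 had an unadjusted p under 0.05 and 3 passed when adjusted over the list alone. Those 3 were Cxcl10, S1pr3 and Vim. Cxcl10 had 10 and 26 counts in FLOX+GCI and 2 and 3 in FBN-ARO-KO+GCI. When set against 3 counts in each FBN-ARO-KO+GCI library, this is 7.54-fold lower, and 4.14-fold lower without FLOX+GCI replicate 2. Counting error on the 2 and 3 counts is left out, so neither value is a lower bound. Cxcl10 lies within Art3 on the opposite strand. S1pr3 fell from 20.8 ± 8.49 CPM (SD, n = 2) to 10.8 ± 0.367 CPM (SD, n = 2), and Vim from 69.5 ± 4.25 CPM (SD, n = 2) to 49.5 ± 7.62 CPM (SD, n = 2). With the replicate block, the adjusted p was 0.0324 for Cxcl10, 0.0253 for S1pr3, 0.0437 for Cd44 and 0.0512 for Vim, and no pan-reactive transcript passed under the block with the added correction for GC content and length. Gfap, on chromosome 11 of mm9 from 102748650 to 102762226, had 9918 and 22192 counts in FLOX+GCI and 16654 and 16409 in FBN-ARO-KO+GCI. Its difference between genotypes was smaller than the spread within FLOX+GCI (log2 fold change -0.29, standard error 0.32, adjusted p = 0.655 from edgeR's quasi-likelihood test). Timp1, which lies within Syn1 on the opposite strand, was below the filter, with 5 and 203 counts in FLOX+GCI and 5 and 4 in FBN-ARO-KO+GCI.

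The 7 of the 10 A2-specific transcripts of Fig. 3Cc that passed the filter had a median log2 fold change of -0.40, with 6 lower and 1 higher (camera with an inter-gene correlation of 0.01, p = 0.0270). The replicate block gave a median of -0.37 (camera with the same correlation, p = 0.000393). With the added correction for GC content and length the median was -0.39 (camera with the same correlation, p = 0.00069). With the block as well it was -0.37 (camera with the same correlation, p = 8.09e-05). Camera with the estimated correlation, without block or correction, gave p = 0.28. With the quasi-likelihood test and no block, no A2-specific transcript passed an adjusted p of 0.05 over all genes or over the list alone. At an unadjusted p under 0.05 there was 1. With the replicate block, Ptx3 passed over all genes (adjusted p = 0.00487) and 3 transcripts passed over the list alone. With the block and the added correction for GC content and length, 0 passed over all genes and 1 over the list alone. With every gene of at least 1 count tested, all 10 transcripts had a value, 9 of them lower, and the median was -0.44. Clcf1, below the filter, had 6 and 38 counts in FLOX+GCI and 8 and 6 in FBN-ARO-KO+GCI.

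Of the 23 transcripts of both lists, 19 had more CPM in FLOX+GCI replicate 2 than in replicate 1, and in 12 FLOX+GCI replicate 1 was at or below at least 1 FBN-ARO-KO+GCI library. The groups did not overlap for 10 transcripts, where chance gives 33.3% and all tested genes gave 51.8%. With 1 library left out in turn, the median stayed between -0.90 and -0.30 for the pan-reactive and between -0.69 and -0.03 for the A2-specific transcripts. In both lists the value nearest 0 came without FLOX+GCI replicate 2.

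**Figure D2:**
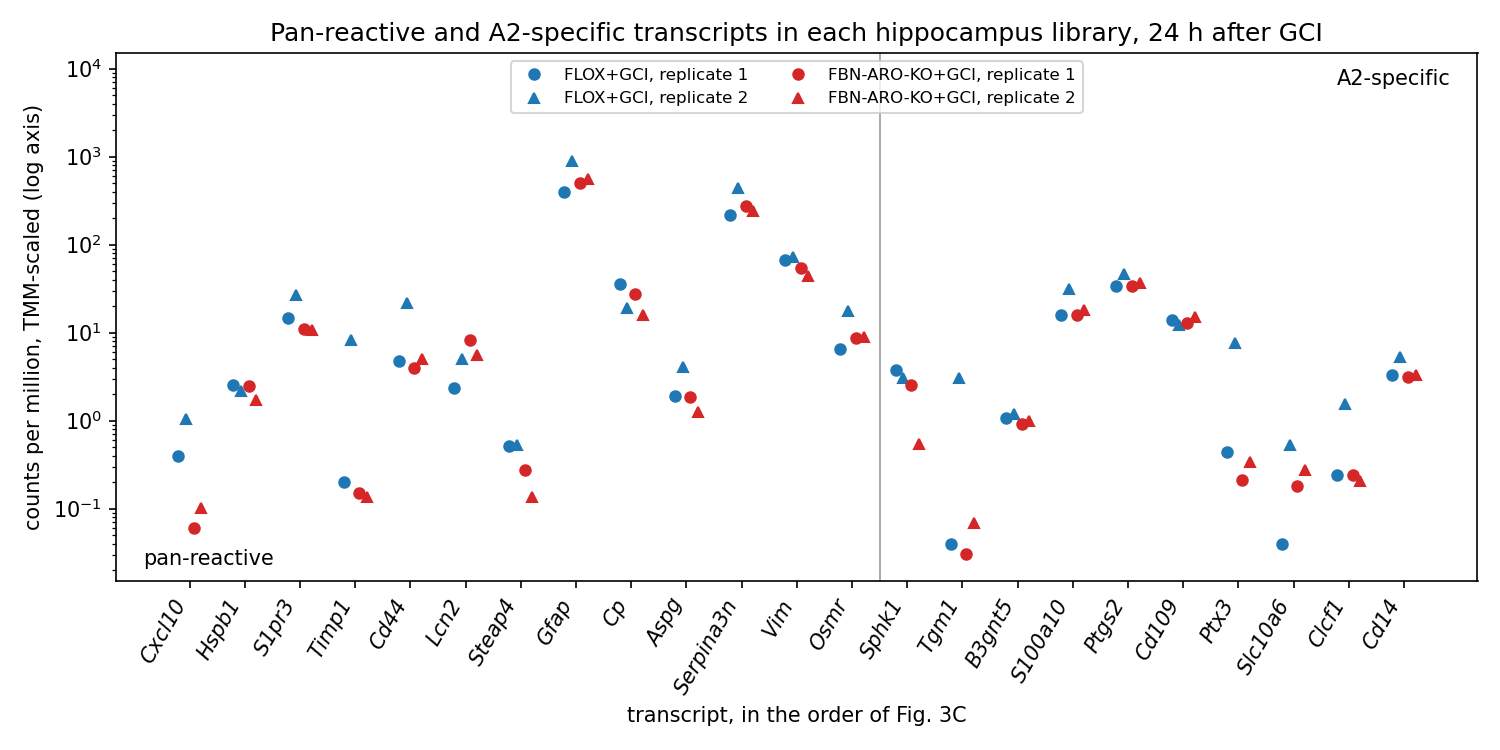
CPM scaled by TMM (y axis, log scale) of the 23 pan-reactive and A2-specific transcripts of Fig. 3C (x axis) in each library. Blue marks FLOX+GCI and red FBN-ARO-KO+GCI, circles mark replicate 1 and triangles replicate 2, and each point is 1 library. FLOX+GCI replicate 2 lies above FLOX+GCI replicate 1 for 19 transcripts and at least 2-fold above it for 11.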

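The 10 A1-specific transcripts of Fig. 3Cb all passed the filter, with a median log2 fold change of -0.51 in FBN-ARO-KO+GCI. Of these, 8 were lower and 2, Fkbp5 and Amigo2, were higher. The list was not shifted past a p of 0.05 against all other tested genes (two-sided camera test with an inter-gene correlation of 0.01, p = 0.0648), and it was with the replicate block, at the same median of -0.51 (p = 0.00319). None passed an adjusted p of 0.05 over all genes, 4 had an unadjusted p under 0.05, and Fkbp5 and Gbp2 passed when adjusted over the list alone (0.0130 and 0.0229). Fkbp5, on chromosome 17 of mm9 from 28536040 to 28654469, rose from 109.3 ± 9.95 CPM (SD, n = 2) in FLOX+GCI to 147 ± 0.274 CPM (SD, n = 2) in FBN-ARO-KO+GCI. The only A1-specific transcript past 0.05 over all genes with the replicate block was Fkbp5, as it was with DESeq2 (adjusted p = 0.00383) and edgeR's likelihood ratio test (adjusted p = 0.00454), and it did not pass under the added correction for GC content and length (adjusted p = 0.293). Gbp2 fell from 4.12 ± 0.208 CPM (SD, n = 2) to 2.22 ± 0.285 CPM (SD, n = 2), a log2 fold change of -0.89 (standard error 0.22, adjusted p = 0.238 from edgeR's quasi-likelihood test). Amigo2 was higher by 0.22 on the log2 scale (standard error 0.09, adjusted p = 0.281 from the same test). H2-T23 and H2-D1 belong to a family of similar genes whose reads the counting could split, and had log2 fold changes of -0.59 and -0.39. For 4 of the 10 transcripts, Serping1, H2-T23, Fbln5 and Srgn, the libraries of the groups overlapped. With 1 library left out in turn, the median of the list stayed between -0.69 and -0.16.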

Some of the astrocyte A1-specific transcripts also showed significant alterations in FBN-ARO-KO+GCI mice, with several showing a significant decrease, while a few showed a significant increase (Fig. 3*Cb*). Finally, we used qRT-PCR to validate key genes implicated to regulate astrocyte activation, neuroinflammation, and apoptosis (Fig. 3*D*). The results confirmed significant upregulation of genes implicated in neuroinflammation (*t* = −2.268, *p* = 0.047, *n* = 6 for TDO2; *t* = −17.714, *p* < 0.001, *n* = 6 for Fam107a; *t* = −4.552, *p* = 0.001, *n* = 6 for Homer1; unpaired *t* test) and apoptosis (*t* = −2.138, *p* = 0.038, *n* = 6 for ST18, unpaired *t* test), and robust downregulation of genes regulating astrocyte “A2” phenotype (*t* = 3.281, *p* = 0.046, *n* = 3 for Fos; *t* = 40, *p* = 0.008, *n* = 5 for S100A10; *t* = 57, *p* = 0.002, *n* = 6 for PTX3; unpaired *t* test) and synapse maturation (*t* = 3.948, *p* = 0.029, *n* = 3 for WNT7B; unpaired *t* test). 

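In the RNA-Seq libraries, all 8 genes of Fig. 3D had the direction that the qRT-PCR gave, with higher Tdo2, St18, Fam107a and Homer1 and lower Fos, Wnt7b, S100a10 and Ptx3 in FBN-ARO-KO+GCI. For 7 of the 8, all but S100a10, the libraries of the 2 groups did not overlap, which chance gives for 33.3% of genes and which held for 51.8% of all genes tested. These 7 genes had an unadjusted p under 0.05 and passed 0.05 when adjusted over the 8 genes alone. None had an adjusted p under 0.05 over all genes with edgeR's quasi-likelihood test. With the replicate block 6 did, all but Wnt7b and S100a10, and with DESeq2 St18, Fam107a, Homer1 and Wnt7b did, the only 4 of the 8 to which its independent filtering left an adjusted p. Under the added correction for GC content and length 0 of the 8 passed, with or without the block, and 6 had an unadjusted p under 0.05 without it. Fam107a, on chromosome 14 of mm9 from 9128788 to 9150537, rose from 573 ± 85.3 CPM (SD, n = 2) to 835 ± 93.0 CPM (SD, n = 2). Its log2 fold change was 0.54 (standard error 0.12, adjusted p = 0.238 from edgeR's quasi-likelihood test, 0.00557 with the replicate block). St18, on chromosome 1 from 6477312 to 6851021, rose from 36.0 ± 0.976 to 53.1 ± 2.80 CPM (SD, n = 2 each), a log2 fold change of 0.56. Homer1, on chromosome 13 from 94073712 to 94174917, had a log2 fold change of 0.52. Tdo2, on chromosome 3 from 81761012 to 81780124, had 140 and 94 counts in FLOX+GCI and 342 and 212 in FBN-ARO-KO+GCI, a log2 fold change of 0.90. Fos, on chromosome 12 from 86814840 to 86818223, fell from 25.0 ± 5.03 to 15.3 ± 2.27 CPM (SD, n = 2 each), a log2 fold change of -0.71. Wnt7b, on chromosome 15 from 85365869 to 85412251, had a log2 fold change of -0.49. After the correction for GC content and length, log2 fold changes were 0.55 for Fam107a, 0.37 for St18, 0.22 for Homer1 and 0.73 for Tdo2. They were -0.64 for Fos and -0.27 for Wnt7b. With 1 library left out in turn, these 6 genes kept their direction, with log2 fold changes from 0.37 to 1.21 for the genes that rose and from -0.90 to -0.28 for those that fell. The paper took these 8 genes from its RNA-Seq profile and then measured them by qRT-PCR (Fig. 3D).

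**Figure D3:**
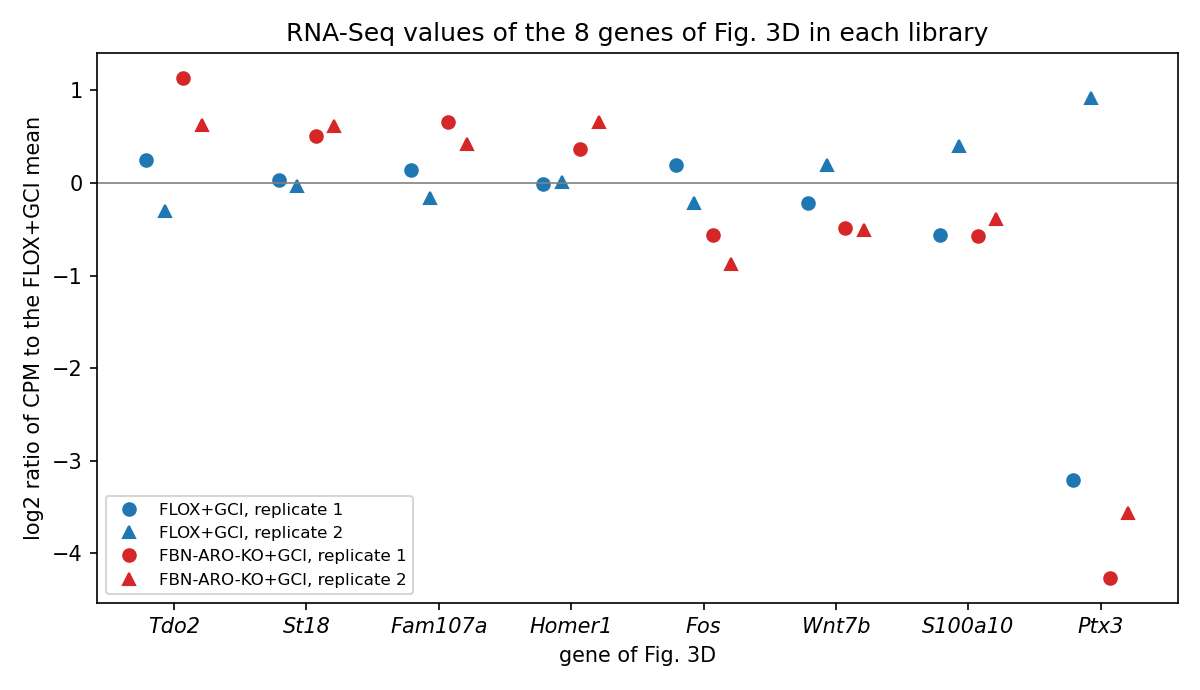
Log2 ratio of CPM to the FLOX+GCI mean (y axis) for the 8 genes of Fig. 3D (x axis) in each RNA-Seq library. Blue marks FLOX+GCI and red FBN-ARO-KO+GCI, circles mark replicate 1 and triangles replicate 2, and each point is 1 library. The groups do not overlap for 7 of the 8 genes, and for Ptx3 the libraries of FLOX+GCI lie far apart, with 11 and 189 counts.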

The results suggest that neuronal E2 regulates transcription of genes and pathways involved in astrocyte activation and neuroprotection after global brain ischemia.

### Loss of forebrain neuronal E2 leads to reduced astrocyte A2 phenotype

To further validate the astrocyte phenotypes (PAN, A1, and A2) at 7 d after GCI, we isolated astrocytes from the ovariectomized female brains with an Anti-ACSA-2 MicroBead Kit and collected protein lysates from the purified astrocytes for Western blot analysis. First, PAN-specific astrocyte phenotype was determined using three typical markers: GFAP, vimentin, and S100β (Fig. 4*Aa*). The result displayed a consistent pattern with our previous data using whole hippocampus analysis. As shown in Figure 4*Ab*, FLOX+GCI astrocytes have significantly increased GFAP (*F* = 8.067, *p* = 0.022 for FBN-ARO-KO; *F* = 16.642, *p* = 0.004 for GCI; *F* = 10.332, *p* = 0.012 for FBN-ARO-KO and GCI interaction; *p* < 0.001, *n* = 3, two-way ANOVA), vimentin (*F* = 9.019, *p* = 0.017 for FBN-ARO-KO; *F* = 58.118, *p* < 0.001 for GCI; *F* = 8.866, *p* = 0.018 for FBN-ARO-KO and GCI interaction; *p* < 0.001, *n* = 3, two-way ANOVA), and S100β (*F* = 7.331, *p* = 0.027 for FBN-ARO-KO; *F* = 20.946, *p* = 0.002 for GCI; *F* = 7.631, *p* = 0.025 for FBN-ARO-KO and GCI interaction; *p* = 0.01, *n* = 3, two-way ANOVA) compared with FLOX+Sham control astrocytes, suggesting a robust astrocyte activation following brain ischemia. In contrast, FBN-ARO-KO+GCI astrocytes had a pronounced decrease in all of these markers compared with FLOX+GCI astrocytes (*p* = 0.033 for GFAP, *p* = 0.025 for vimentin, *p* = 0.035 for S100β, *n* = 3, two-way ANOVA), indicating attenuated astrocyte reactivity after loss of neuronal-derived E2.

**Figure 4.**
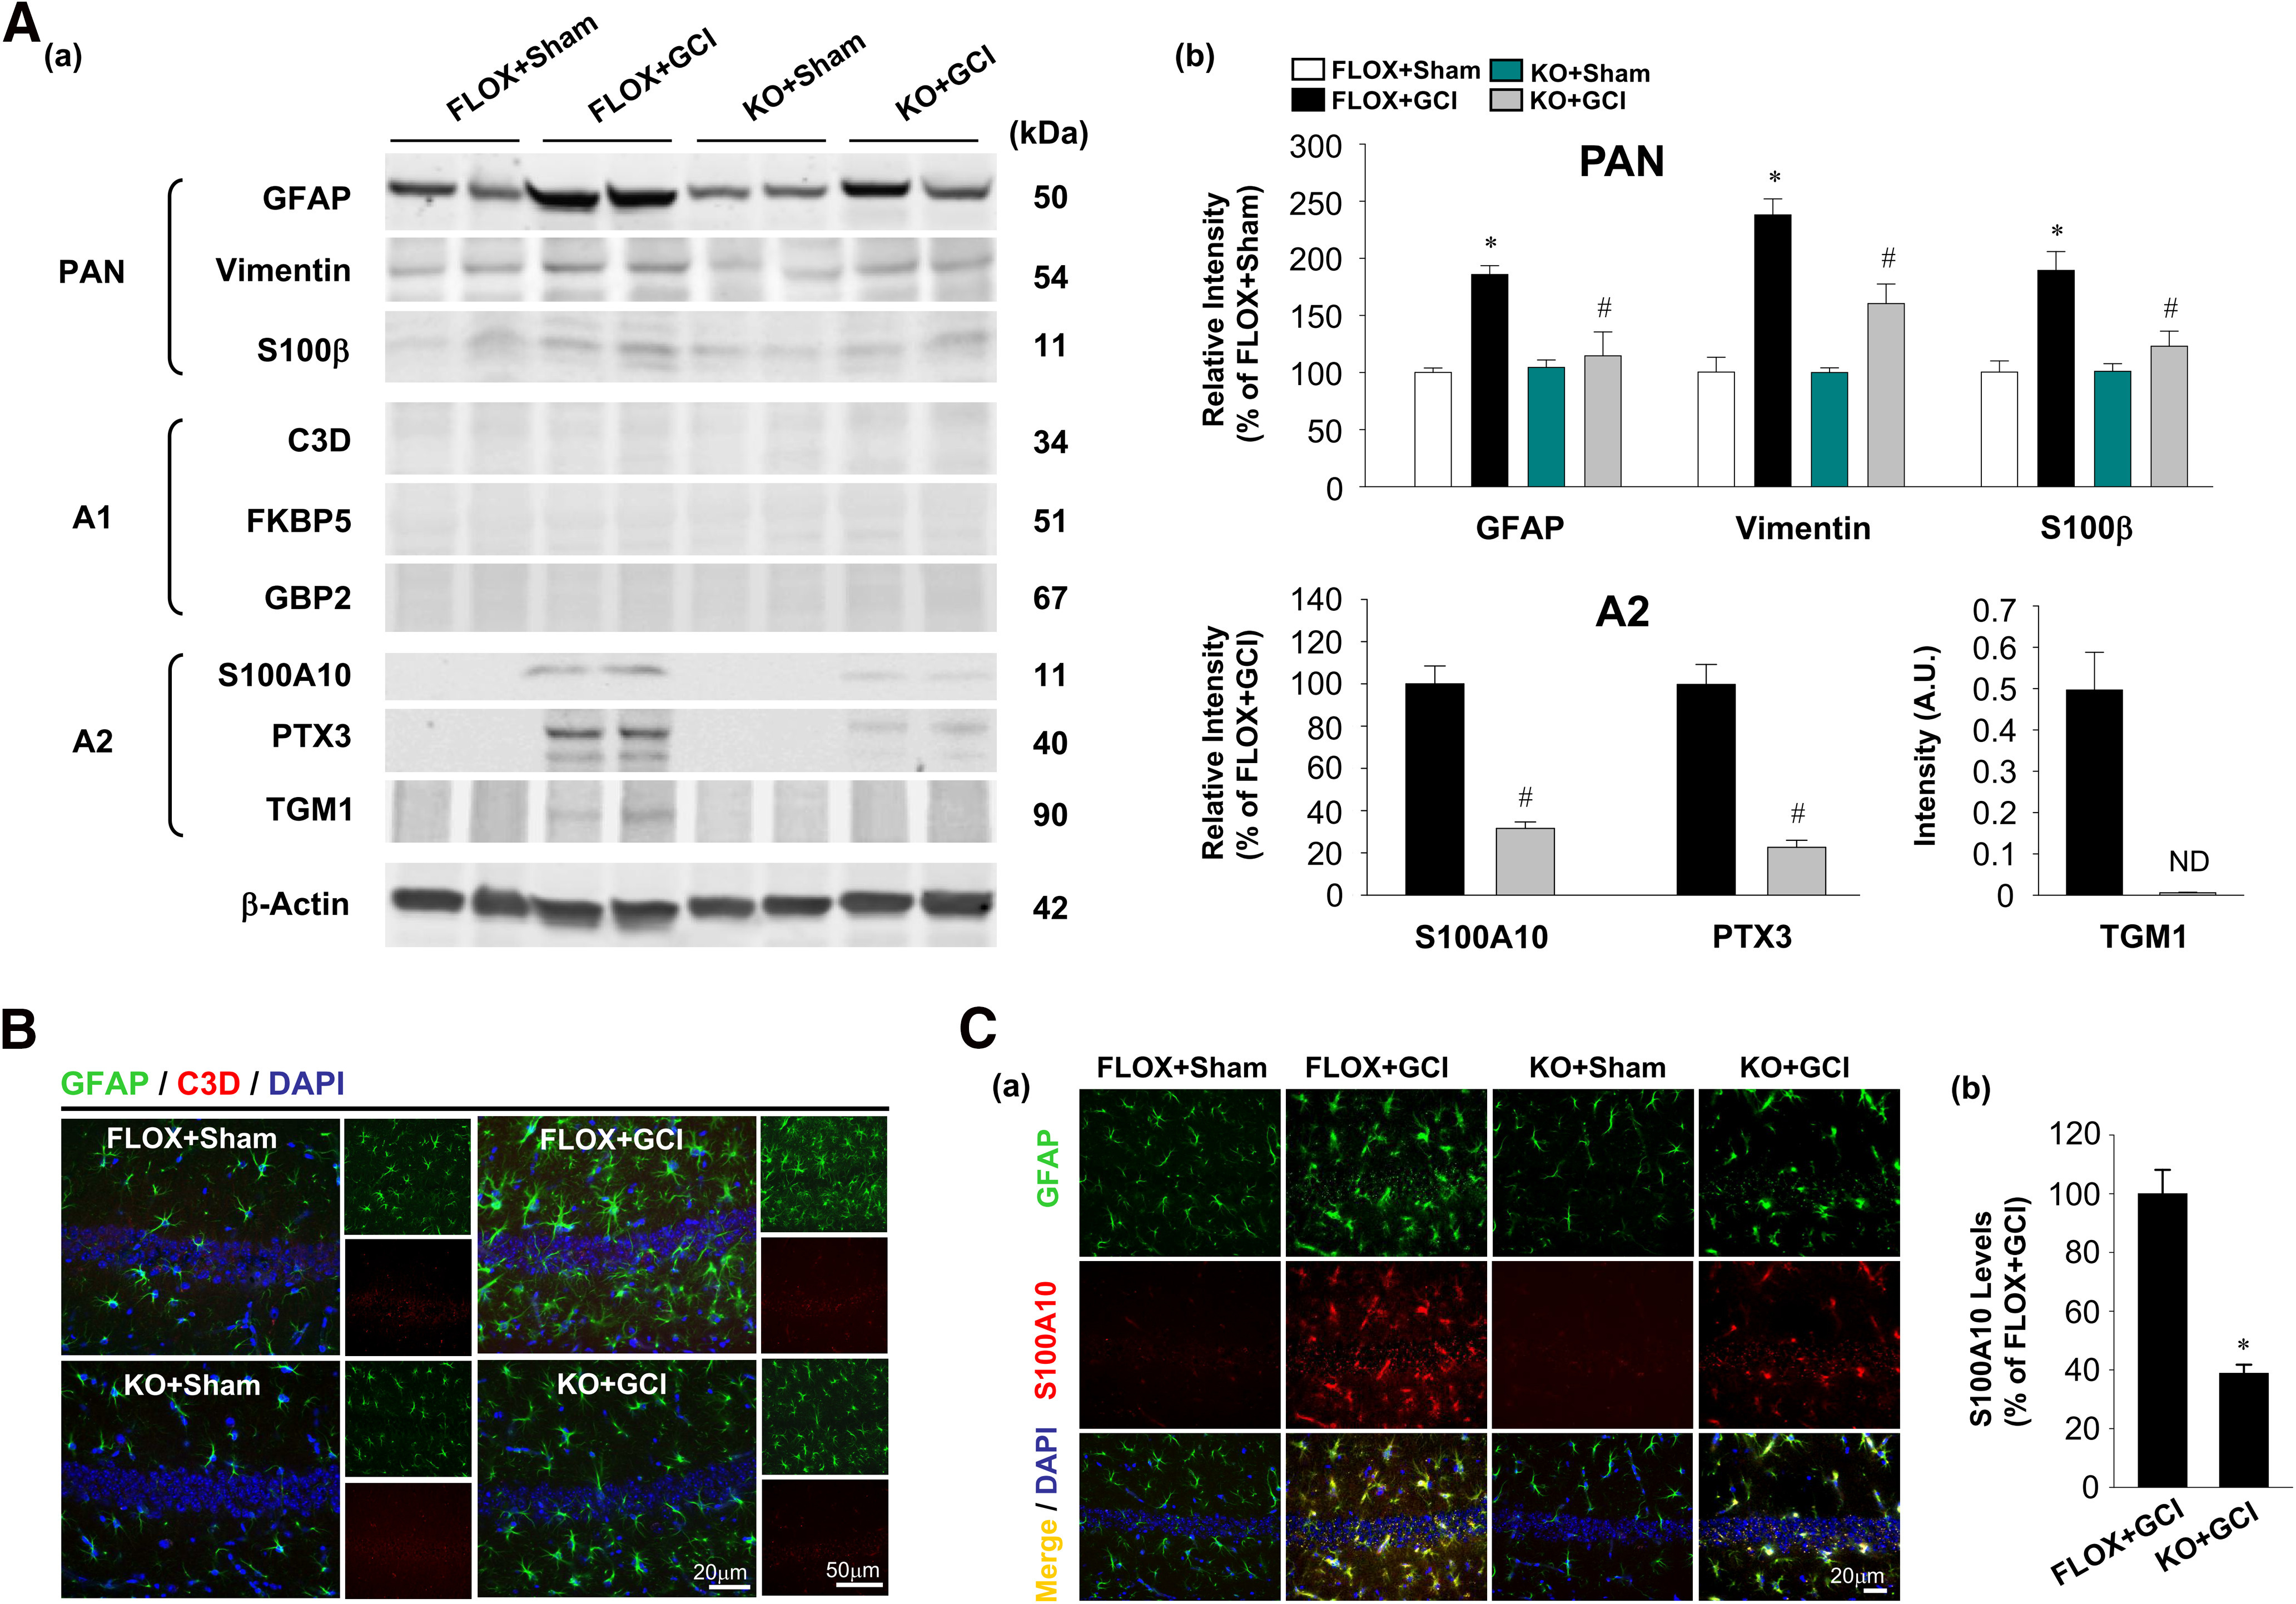
Ovariectomized female FBN-ARO-KO mice have diminished astrocyte A2 phenotype 7 d after GCI. ***Aa***, Astrocyte PAN-reactive, A1-specific, and A2-specific phenotypes were determined by Western blot analysis with purified astrocyte lysates from ovariectomized female brains 7 d after GCI reperfusion. ***Ab***, Levels of the examined markers for different astrocyte phenotypes were quantitatively analyzed. *N* = 3. ***B***, IHC analysis for astrocyte A1 phenotype by double staining of the selected astrocyte A1 marker C3D with GFAP. ***Ca***, IHC examination for astrocyte A2 phenotype using A2-specific marker S100A10 and GFAP double staining. ***Cb***, Percentage changes of S100A10 in FBN-ARO-KO+GCI mice versus FLOX+GCI mice were quantified. *N* = 4. Values are mean ± SEM of determinations from each group. *p < 0.05 versus FLOX+Sham. ^#^*p* < 0.05 versus FLOX+GCI. ND, Nondetectable.

Next, induction of the astrocyte A1 phenotype was examined by Western blot analysis using antibodies to three A1-selective markers, C3D, FKBP5, and GBP2. However, as shown in Figure 4*Aa*, we did not detect expression of these A1-selective marker proteins in any of the groups, suggesting that the A1 phenotype is not induced in FLOX+GCI or FBN-ARO-KO+GCI astrocytes in our ischemia model (Fig. 4*Aa*). 

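At the transcript level 24 h after GCI, S100a10, on chromosome 3 of mm9 from 93359002 to 93368565, had 399 and 766 counts in FLOX+GCI replicates 1 and 2 and 522 and 526 in FBN-ARO-KO+GCI. Its CPM was 23.5 ± 10.7 (SD, n = 2) in FLOX+GCI and 16.9 ± 1.56 (SD, n = 2) in FBN-ARO-KO+GCI, a difference smaller than the spread within FLOX+GCI. The log2 fold change of S100a10 was -0.48 (standard error 0.28, adjusted p = 0.401 from edgeR's quasi-likelihood test, 0.197 with the replicate block). Ptx3, on chromosome 3 from 66023809 to 66029728 within Veph1 on the opposite strand, had 11 and 189 counts in FLOX+GCI and 7 and 10 in FBN-ARO-KO+GCI. This is a log2 fold change of -3.87 (standard error 1.18, adjusted p = 0.245 from the same edgeR test, 0.00487 with the replicate block, 0.246 with the block and the added correction for GC content and length). Tgm1, on chromosome 14 from 56318846 to 56332329, had 1 and 75 counts in FLOX+GCI and 1 and 2 in FBN-ARO-KO+GCI, too few to pass the filter. Set against 3 counts, its mean was 16.0-fold lower in FBN-ARO-KO+GCI, which is not a lower bound, since counting error is left out. FLOX+GCI replicate 1 alone was itself under 3 counts. Without FLOX+GCI replicate 2, the log2 fold change was 0.08 for S100a10 and -0.68 for Ptx3.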

We next examined induction of the astrocyte A2 phenotype using antibodies specific to S100A10, PTX3, and TGM1: A2-selective genes that showed significant changes in our RNA-sequencing analysis results. Interestingly, all three markers, which were not expressed in FLOX and FBN-ARO-KO Sham astrocytes, had strong induction in FLOX+GCI astrocytes (Fig. 4*Aa*,*Ab*). In contrast, astrocytes from FBN-ARO-KO+GCI mice had robust downregulation of the A2-selective marker proteins S100A10 (*t* = 7.618, *p* = 0.002, *n* = 3, unpaired *t* test) and PTX3 (*t* = 7.702, *p* = 0.002, *n* = 3, unpaired *t* test). Furthermore, while TGM1 expression was robustly expressed in the FLOX+GCI group, its expression was not detectible in the FBN-ARO-KO+GCI group (Fig. 4*Aa*,*Ab*). These results indicate that FBN-ARO-KO+GCI mice have strongly reduced A2 astrocyte polarization compared with FLOX+GCI mice.

Finally, we next sought to confirm the above results with IHC analysis. Double immunostaining was performed in ovariectomized female mice at 7 d after GCI in the hippocampal CA1 region for GFAP and C3D, the selected marker of A1 astrocyte. C3D expression was not detected in any of the indicated groups (Fig. 4*B*), consistent with the lack of expression observed in purified astrocytes described above. In contrast, S100A10, the marker of A2 astrocyte, was demonstrated to be strongly induced and colocalized with GFAP in hippocampal astrocytes of FLOX+GCI mice at 7 d after GCI. Examination of FBN-ARO-KO+GCI mice revealed a significant reduction of S100A10 level in the hippocampal CA1 region compared with FLOX+GCI mice (Fig. 4*C*; *t* = 7.077, *p* < 0.001, *n* = 4, unpaired *t* test), suggesting a compromised A2 astrocyte induction after GCI in mice deficient in forebrain neuronal E2.

### Depletion of forebrain neuronal E2 invokes compromised astrocyte functions

Reactive astrocyte induction after cerebral ischemia has been implicated to be neuroprotective, due in part to enhanced production of neurotrophic factors, as well as astrocyte glutamate transporters that clear excess neurotoxic glutamate generated after cerebral ischemia (Z. Liu and Chopp, 2016). Therefore, we next examined expression of the astrocytic neurotrophins BDNF and IGF-1 in the hippocampal CA1 region using double IHC analysis with antibodies for either BDNF or IGF-1 and GFAP. Three astrocytes in each hippocampal CA1 region were randomly selected for analysis. Astrocytic BDNF and IGF-1 intensities were quantitatively analyzed and expressed as percent change of each group versus FLOX+Sham. The results in Figure 5*A* revealed that BDNF expression in hippocampal astrocytes was strongly increased in FLOX+GCI mice at 7 d after GCI compared with FLOX+Sham (*F* = 58.198, *p* < 0.001 for FBN-ARO-KO; *F* = 319.94, *p* < 0.001 for GCI; *F* = 47.658, *p* < 0.001 for FBN-ARO-KO and GCI interaction; *p* < 0.001, *n* = 4, two-way ANOVA). In contrast, in the less activated astrocytes in FBN-ARO-KO+GCI mice, astrocytic BDNF levels were significantly diminished compared with FLOX+GCI mice (*p* < 0.001, *n* = 4, two-way ANOVA). No difference in astrocyte-localized BDNF was found in the resting astrocytes between FLOX+Sham and FBN-ARO-KO+Sham (*p* = 0.265, *n* = 4, two-way ANOVA). Similarly, astrocytic IGF-1 expression in the hippocampal CA1 region of FBN-ARO-KO+GCI mice at 7 d after GCI was significantly attenuated compared with FLOX+GCI mice (Fig. 5*B*; *F* = 26.398, *p* < 0.001 for FBN-ARO-KO; *F* = 73.146, *p* < 0.001 for GCI; *F* = 22.93, *p* < 0.001 for FBN-ARO-KO and GCI interaction; *p* < 0.001, *n* = 4, two-way ANOVA). There was no difference in astrocytic IGF-1 expression between FLOX sham versus FBN-ARO-KO sham mice (*p* = 0.809, *n* = 4, two-way ANOVA). Finally, we examined for differences in astrocyte expression of the astrocytic GLT-1 at 7 d following GCI injury. Double IHC analysis for GLT-1 and GFAP revealed that GLT-1 levels were robustly upregulated in FLOX+GCI-reactive astrocytes in the hippocampal CA1 region compared with the resting astrocytes in FLOX+Sham mice (Fig. 5*C*; *F* = 52.427, *p* < 0.001 for FBN-ARO-KO; *F* = 341.915, *p* < 0.001 for GCI; *F* = 32.038, *p* < 0.001 for FBN-ARO-KO and GCI interaction; *p* < 0.001, *n* = 4, two-way ANOVA). In contrast, FBN-ARO-KO+GCI mice displayed a pronounced reduction of astrocytic GLT-1 levels compared with FLOX+GCI mice (*p* < 0.001, *n* = 4, two-way ANOVA). To further confirm the GLT-1 results, we performed Western blot analysis. Similar results were obtained to the IHC analysis, with GLT-1 protein levels significantly decreased in hippocampal lysate from FBN-ARO-KO+GCI mice than FLOX+GCI mice (Fig. 5*D*; *F* = 14.85, *p* = 0.006 for FBN-ARO-KO; *F* = 20.495, *p* < 0.001 for GCI; *F* = 10.067, *p* = 0.011 for FBN-ARO-KO and GCI interaction; *n* = 6 or 7, *p* = 0.026, two-way ANOVA). These results support our behavioral and transcriptomic data and suggest that neuron-derived E2 is critical for hippocampal astrocyte activation and upregulation of neuroprotective astrocyte-derived neurotrophins and GLT-1 after GCI.

**Figure 5.**
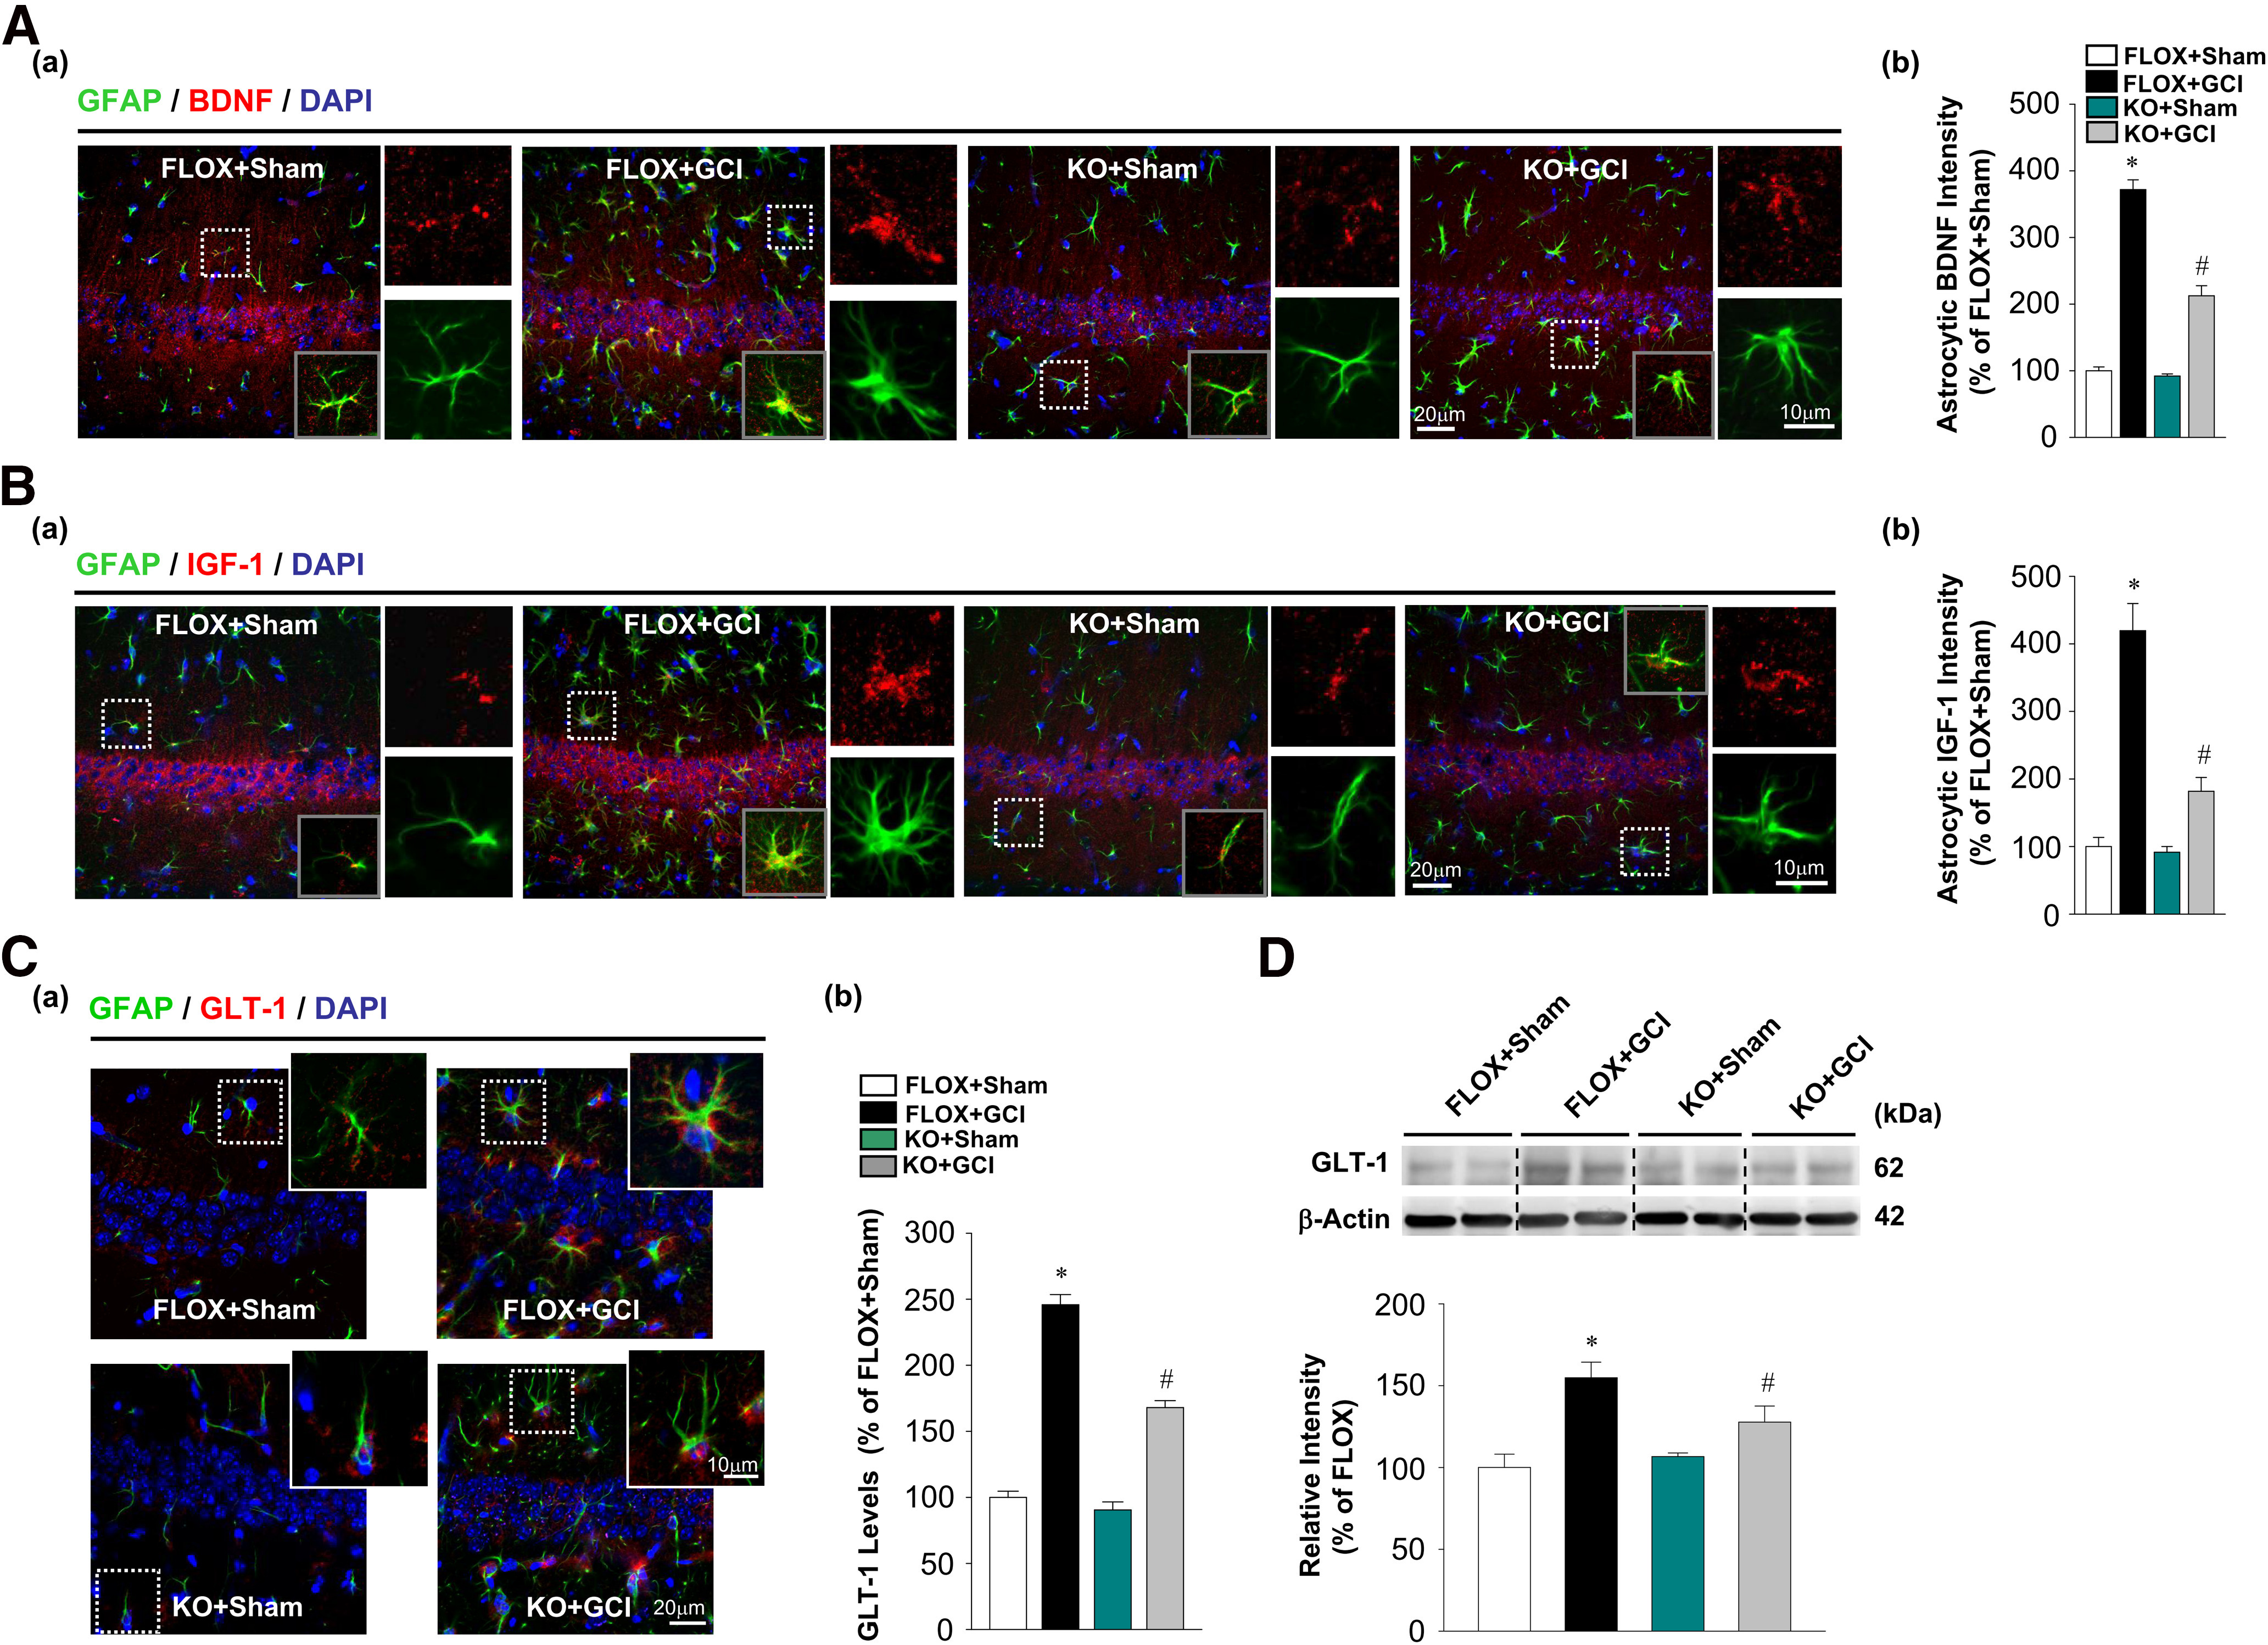
Loss of neuronal E2 attenuates the expression of astrocytic neurotrophins and glutamate transporter in ovariectomized female FBN-ARO-KO mice 7 d after GCI. ***Aa***, Levels of astrocyte-derived BDNF were determined by GFAP and BDNF costaining. ***Ab***, BDNF intensity in astrocytes was further quantitatively analyzed. ***Ba***, Immunofluorescent image of IGF-1 and GFAP demonstrated a pronounced reduction of IGF-1 expression in astrocytes in FBN-ARO-KO+GCI mice when comparing with FLOX+GCI control. ***Bb***, IGF-1 intensity in astrocytes was further quantitatively analyzed. ***Ca***, Levels of glutamate transporter in astrocytes following compromised astrocyte reactivity in FBN-ARO-KO+GCI mice were interrogated by GLT-1 and GFAP costaining. ***Cb***, GLT-1 production was quantified. ***D***, GLT-1 alterations were further validated by Western blot analysis. Values are mean ± SEM of determinations from each group. *N* = 4 or 5. *p < 0.05 versus FLOX+Sham. ^#^*p* < 0.05 versus FLOX+GCI.

To examine whether these astrocyte-derived factors have similar alterations at other stages after GCI, we also evaluated BDNF, IGF-1, and GLT-1 levels in hippocampal astrocytes at 3 d (Fig. 6*A*) and 14 d (Fig. 6*C*) after GCI with double IHC analysis for GFAP and each factor. Interestingly, BDNF, IGF-1, and GLT-1 expression in FBN-ARO-KO+GCI astrocytes was also robustly decreased at both of these two time points compared with FLOX+GCI mice (Fig. 6*B*, 3 d; *t* = 6.936, *p* < 0.001 for BDNF; *t* = 6.392, *p* < 0.001 for IGF-1; *t* = 7.559, *p* < 0.001 for GLT-1; *n* = 4, unpaired *t* test; Fig. 6*D*, 14 d; *t* = 3.461, *p* = 0.013 for BDNF; *t* = 4.208, *p* = 0.006 for IGF-1; *t* = 6.636, *p* < 0.001 for GLT-1; *n* = 4, unpaired *t* test). These results indicate that astrocyte dysfunction occurs at early stage of GCI injury along with the diminished astrocyte activation and may cause persistent ischemic brain damage. Therefore, hippocampal neuronal injuries at these two stages were evaluated with F-Jade C and NeuN costaining (Fig. 6*E*,*F*). As expected, we observed elevated F-Jade C intensity in FBN-ARO-KO hippocampus at 3 d after GCI compared with the FLOX+GCI (*t* = −5.513, *p* = 0.001, *n* = 4, unpaired *t* test), which was even more enhanced at 14 d (*t* = −9.504, *p* < 0.001, *n* = 4, unpaired *t* test). These findings demonstrate that compromised astrocyte function after loss of neuron-derived E2 contributes to enhanced ischemic brain injury.

**Figure 6.**
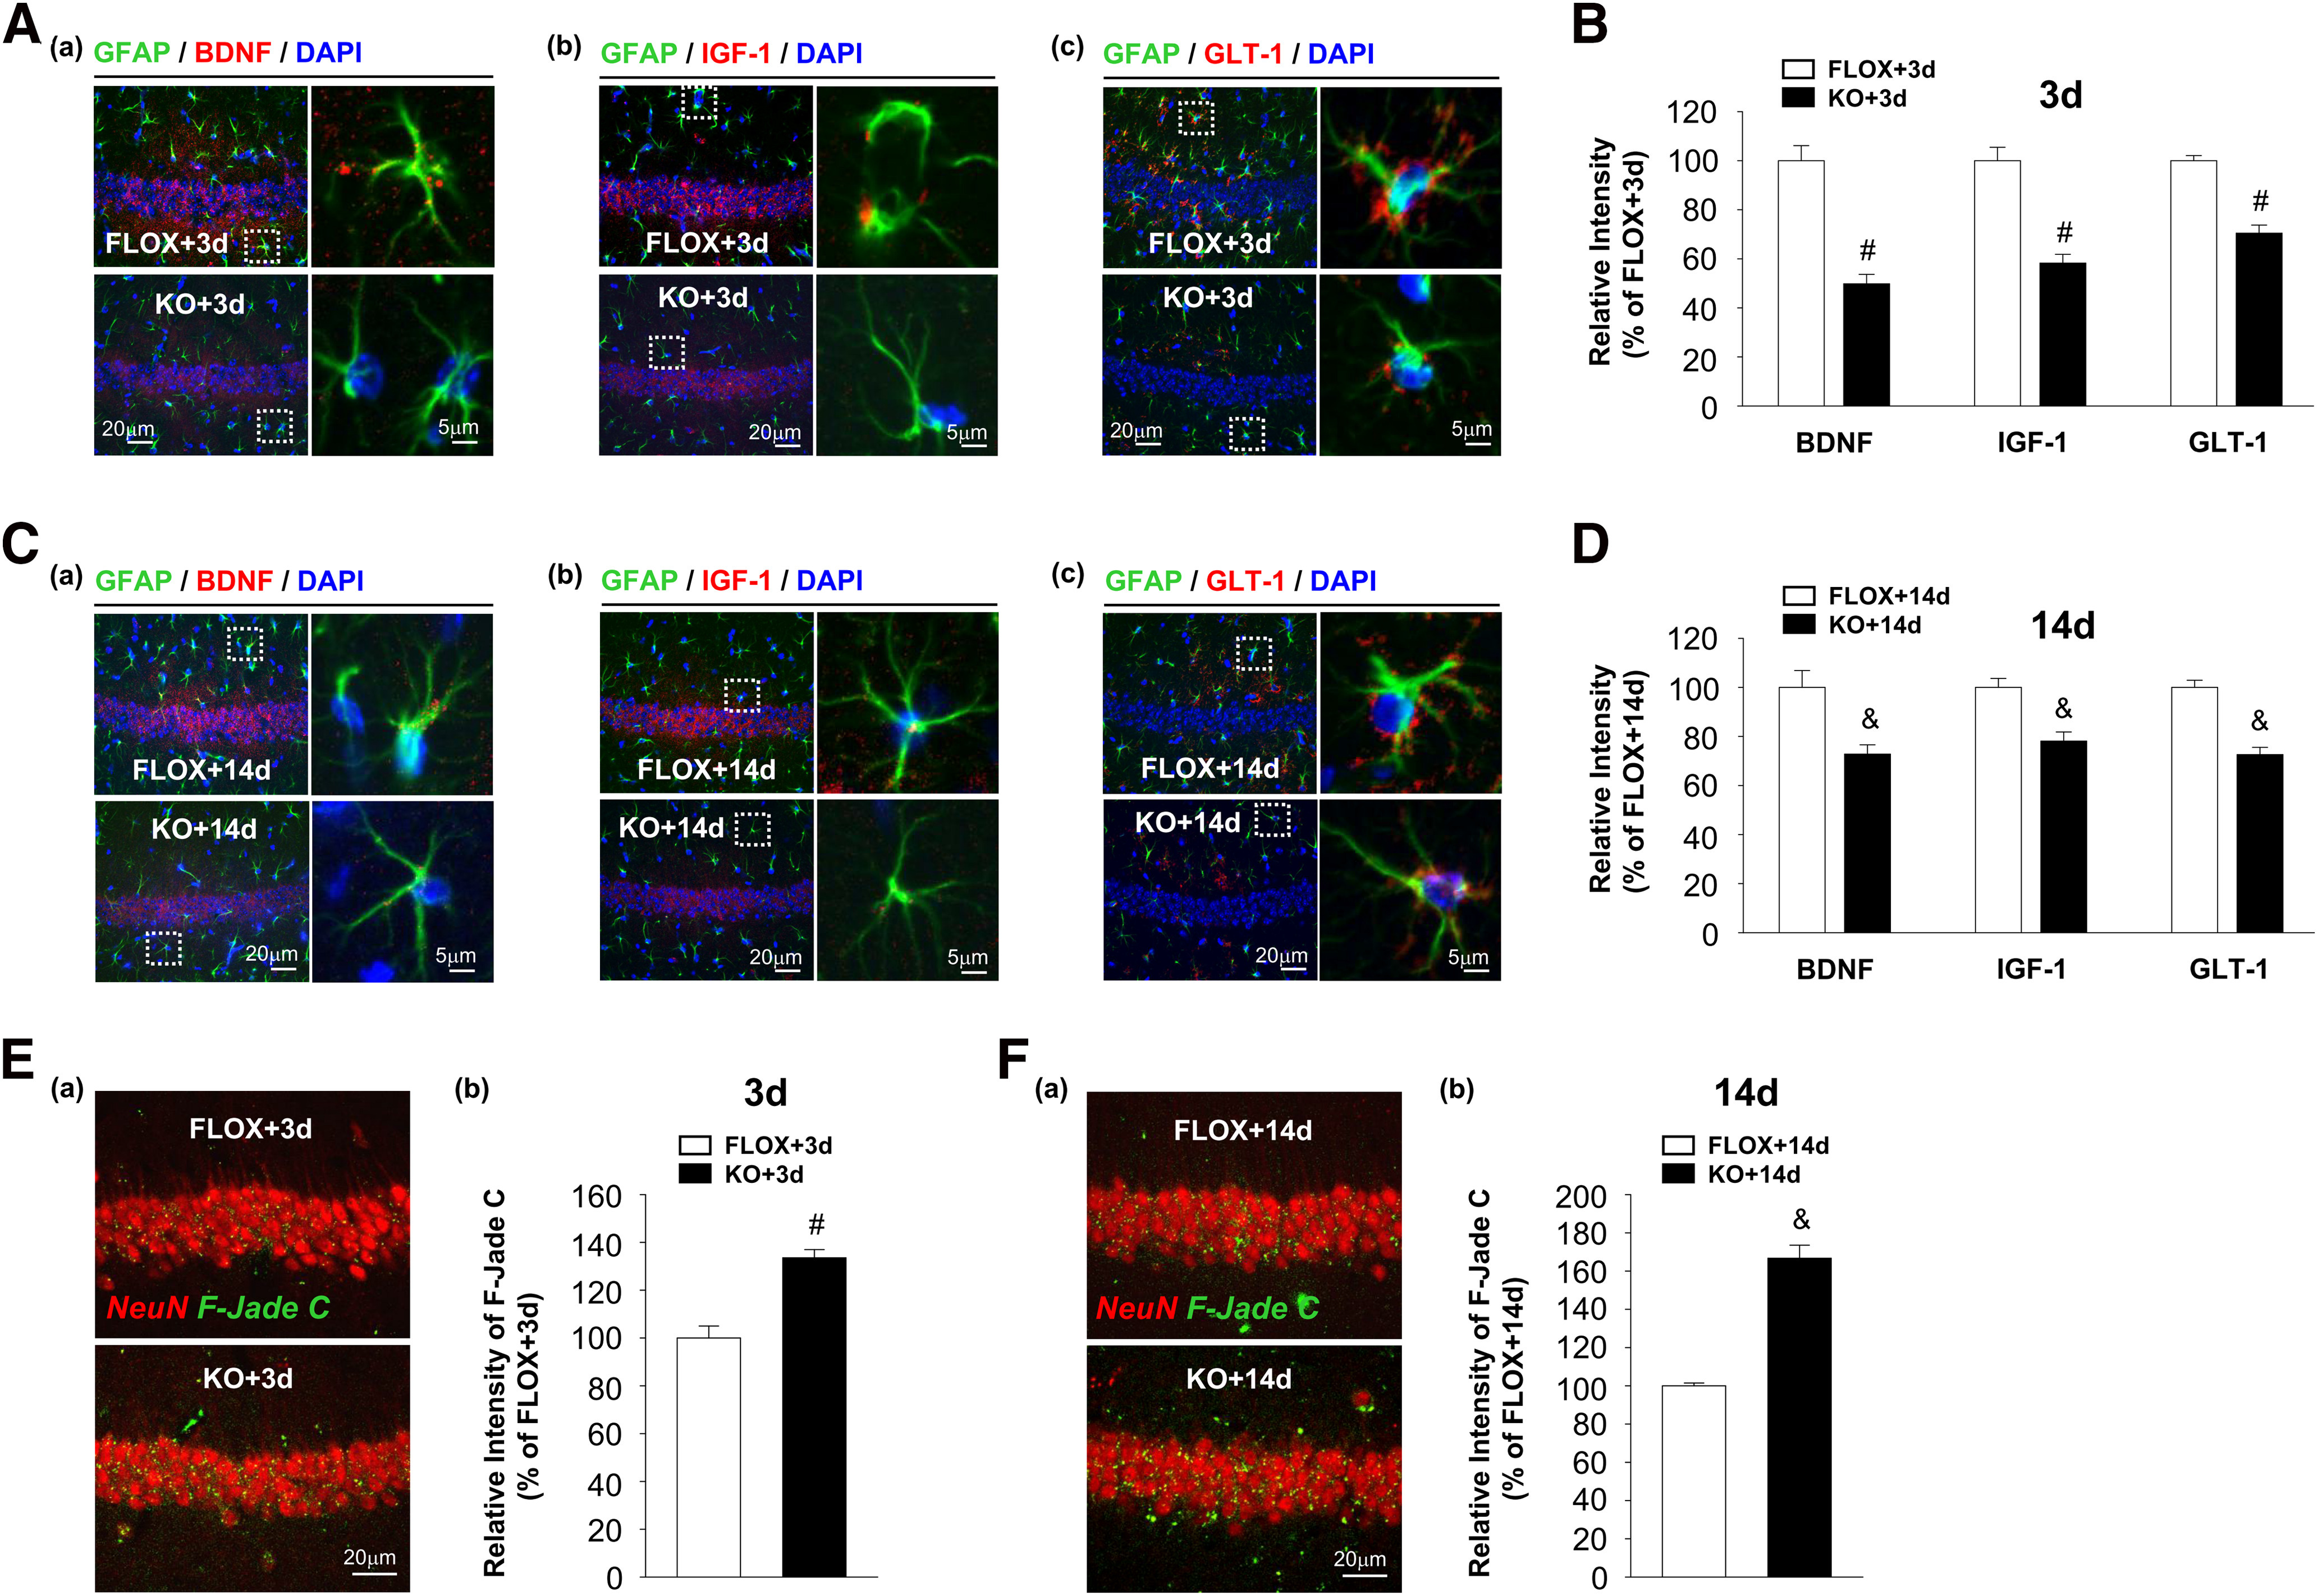
Depletion of neuronal E2 leads to compromised astrocyte functions and enhanced neuronal damage at 3 and 14 d after GCI in ovariectomized female FBN-ARO-KO mice. ***A***, ***B***, Alterations of astrocyte-derived BDNF (***Aa***), IGF-1 (***Ab***), and GLT-1 (***Ac***) in hippocampal CA1 region at 3 d after GCI were examined by IHC analysis. Intensities of astrocytic BDNF, IGF-1, and GLT-1 were quantitatively analyzed (***B***). ***C***, ***D***, BDNF (***Ca***), IGF-1 (***Cb***), and GLT-1 (***Cc***) expressions in astrocytes of hippocampal CA1 at 14 d after GCI were examined by IHC, and their relative changes in FBN-ARO-KO mice versus FLOX+GCI mice were quantified (***D***). ***E***, ***F***, Neuronal damage in hippocampal CA1 region at 3 d (***Ea***) and 14 d (***Fa***) after GCI was evaluated by NeuN and F-Jade C double staining. Relative intensities of F-Jade C at 3d (***Eb***) and 14d (***Fb***) were quantitatively analyzed. Values are mean ± SEM of determinations from each group. *N* = 4 or 5. ^#^*p* < 0.05 versus FLOX + 3 d. ^&^*p* < 0.05 versus FLOX + 14 d.

### Male FBN-ARO-KO mice exhibit similar deficits in astrocyte activation as observed in ovariectomized female mice after GCI

To address whether neuronal-derived E2 has similar functions in males, we next examined astrocyte reactivity, astrocyte polarization, hippocampal neuronal damage, and hippocampal-dependent cognitive function in intact male FBN-ARO-KO mice at 7 d after GCI. Double staining of aromatase and GFAP revealed that aromatase was specifically localized in hippocampal CA1 neurons in FLOX+Sham mice, which was profoundly decreased in FBN-ARO-KO+Sham mice (Fig. 7*Aa*). Aromatase was not detected in the resting astrocytes from either group. In contrast, aromatase was strongly induced in hypertrophic astrocytes of FLOX+GCI mice. Furthermore, the FBN-ARO-KO+GCI astrocytes appeared significantly less hypertrophic compared with astrocytes from FLOX+GCI mice, as manifested by robustly attenuated GFAP expression in FBN-ARO-KO+GCI mice (*F* = 60.266, *p* < 0.001 for FBN-ARO-KO; *F* = 370.573, *p* < 0.001 for GCI; *F* = 49.677, *p* < 0.001 for FBN-ARO-KO and GCI interaction; *p* < 0.001, *n* = 4, two-way ANOVA; Fig. 7*Ab*). In addition, aromatase expression in FBN-ARO-KO+GCI mice was strongly decreased compared with FLOX+GCI mice (*F* = 1624.577, *p* < 0.001 for FBN-ARO-KO; *F* = 74.823, *p* < 0.001 for GCI; *F* = 15.289, *p* = 0.002 for FBN-ARO-KO and GCI interaction; *p* < 0.001, *n* = 4, two-way ANOVA; Fig. 7*Ab*). These findings suggest that similar to the results in ovariectomized female mice, there is diminished astrocyte activation and aromatization in male FBN-ARO-KO mice after GCI.

**Figure 7.**
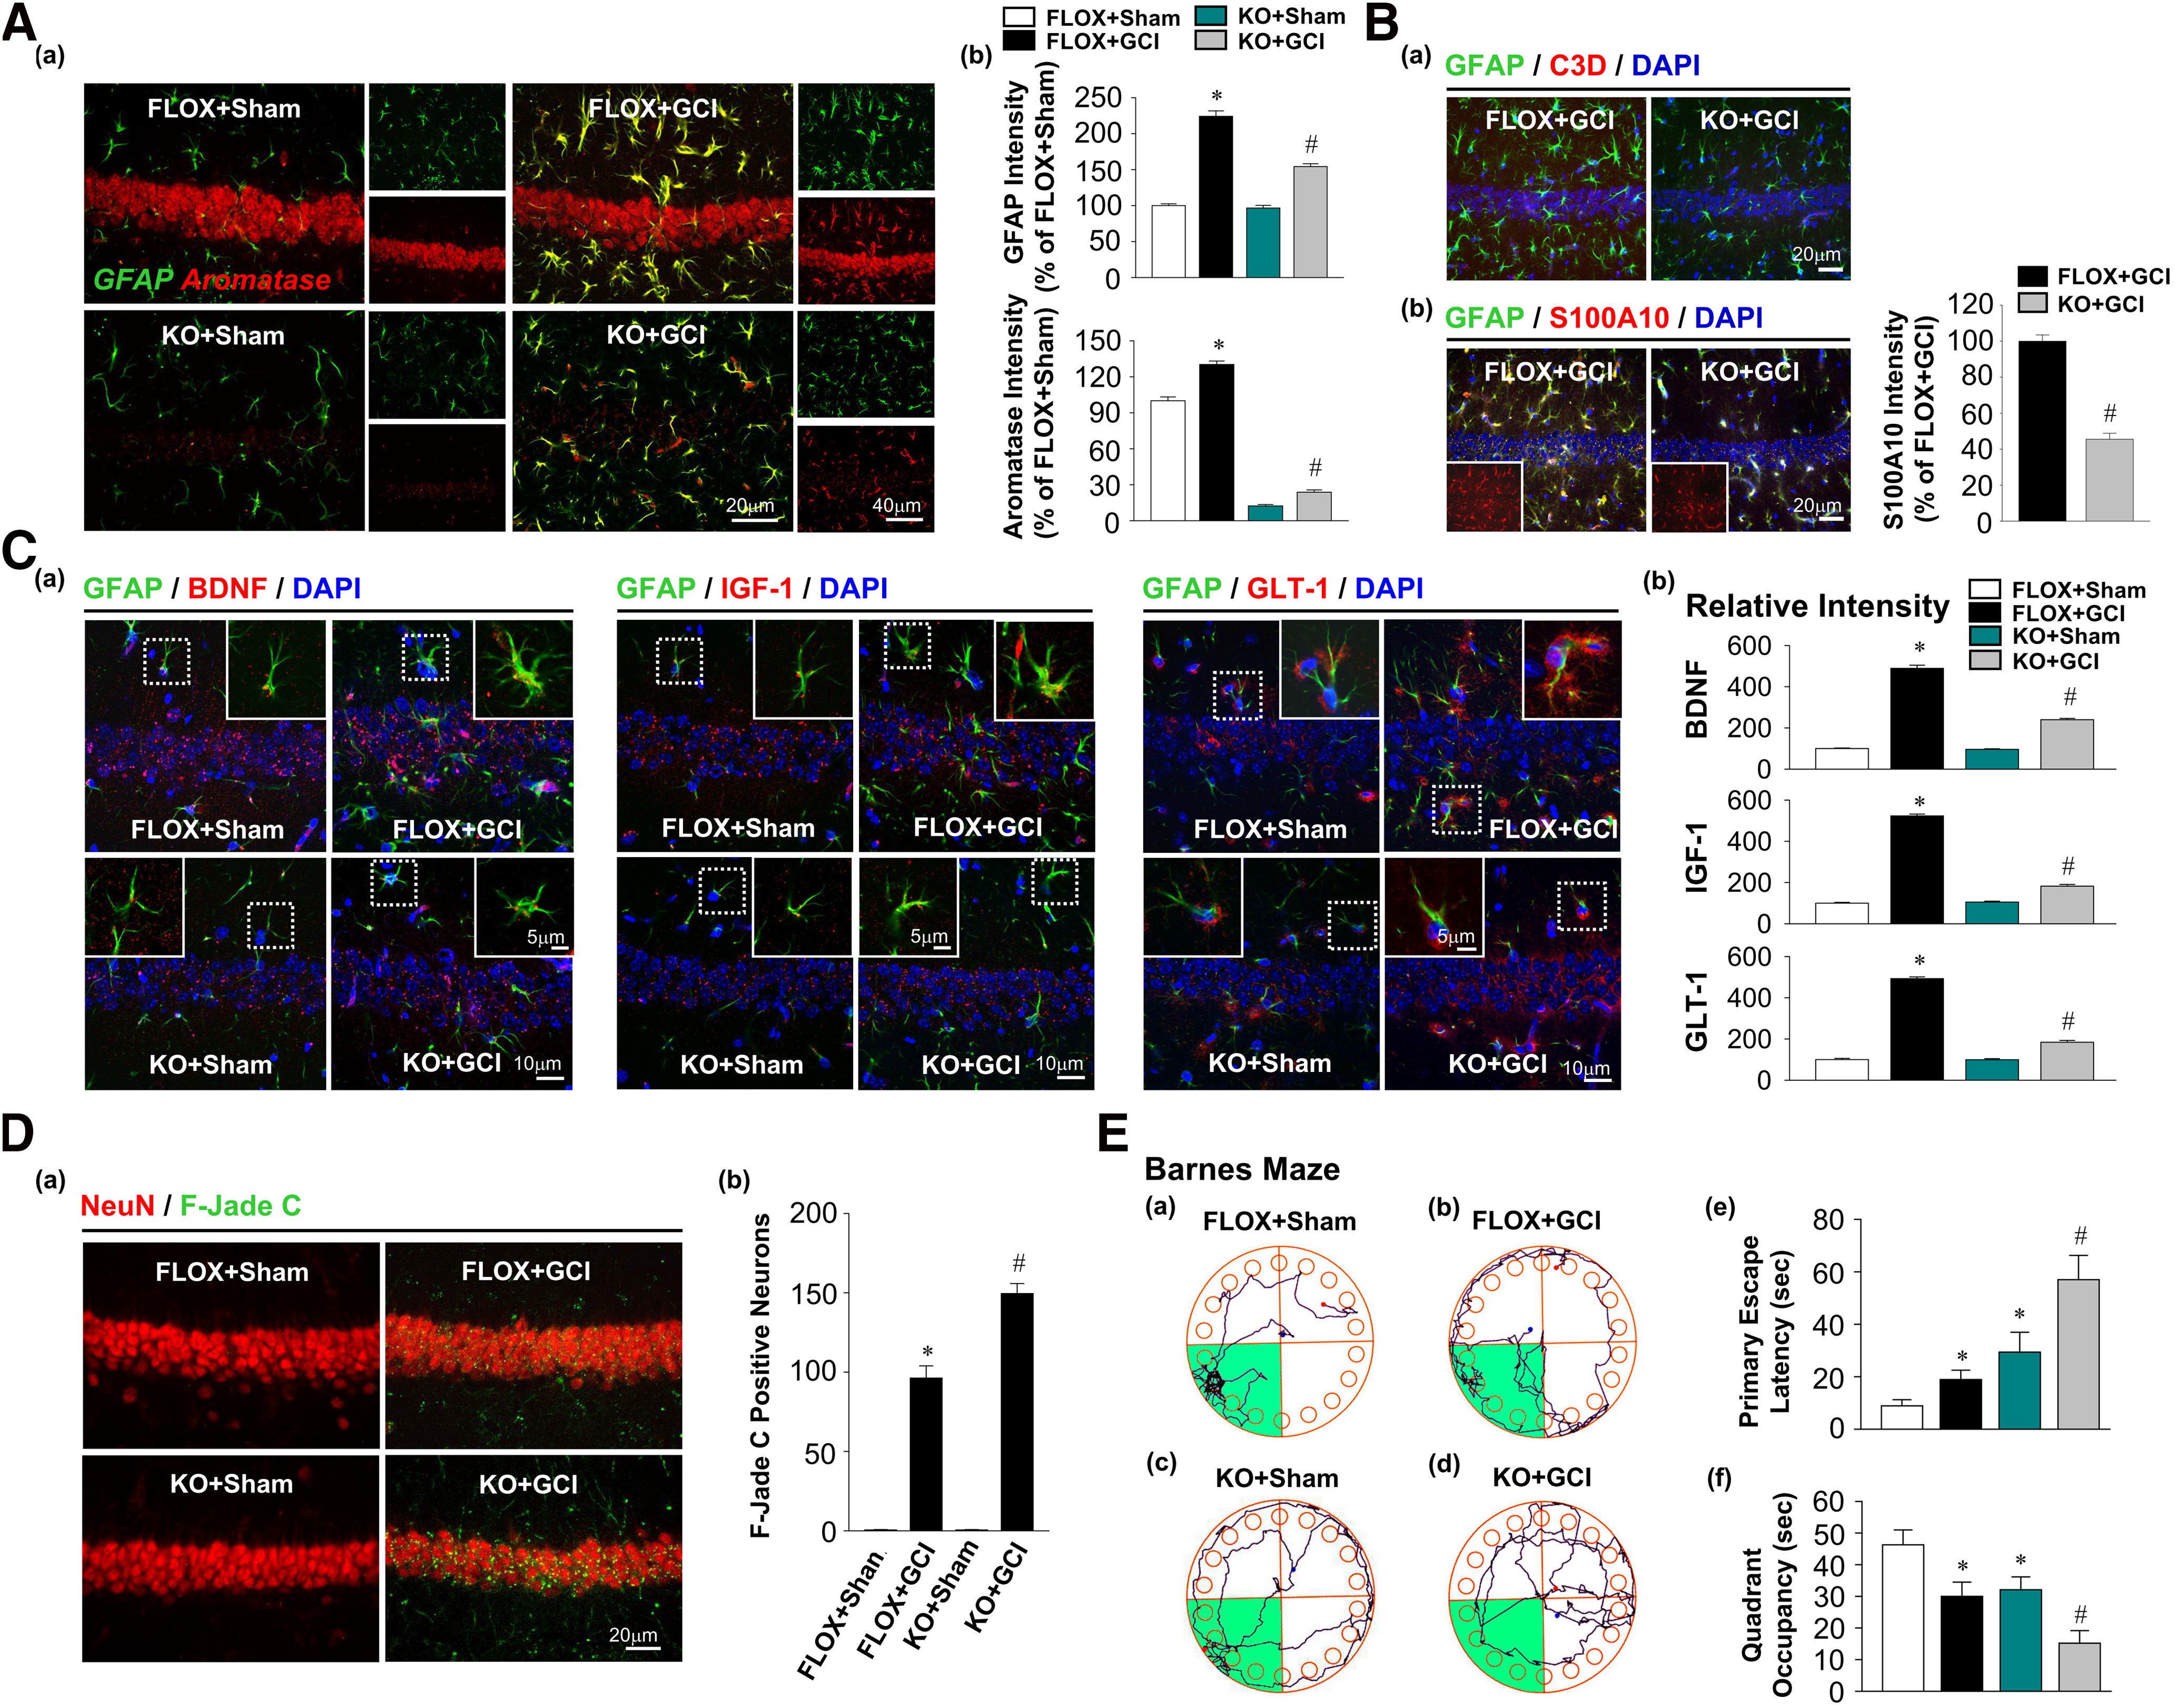
Male FBN-ARO-KO mice exhibit strong neurodegeneration and cognitive impairment 7 d after GCI injury. ***Aa***, Astrocyte activation and aromatization in hippocampal CA1 region were examined by GFAP and aromatase double staining. ***Ab***, GFAP levels in each group were quantified as a parameter of astrocyte reactivity after GCI injury. Total aromatase levels in hippocampal CA1 region were further measured. ***B***, Astrocyte A1 and A2 phenotypes after GCI were examined by IHC analysis with the markers of C3D (***Ba***) and S100A10 (***Bb***), respectively. ***Ca***, BDNF, IGF-1, and GLT-1 production in astrocytes following the altered astrocyte activation was determined by IHC analysis. ***Cb***, Their relative changes of intensities in astrocytes were quantified. ***Da***, Representative double staining for NeuN and F-Jade C to evaluate neuronal degeneration in each group. ***Db***, F-Jade C-positive neurons were counted. ***E***, Spatial reference memory was assessed by Barnes Maze behavioral test. ***Ea-Ed***, Tracking plots in probe trial. Primary escape latency (***Ee***) and quadrant occupancy (***Ef***) of animals from each group in probe trial were recorded. Values are mean ± SEM of determinations from each group. *N* = 4 for ***A-C***; *N* = 8-11 for ***D***. *p < 0.05 versus FLOX+Sham. ^#^*p* < 0.05 versus FLOX+GCI.

Next, we determined the reactive astrocyte phenotype by double IHC analysis for GFAP and either the A1 marker C3D or the A2 marker S100A10. The results revealed that there was no detectable C3D expression in either the FLOX+GCI or FBN-ARO-KO+GCI hippocampus at 7 d after GCI, suggesting that no “A1” astrocytes were induced, a finding similar to that observed in ovariectomized female mice (Fig. 7*Ba*). However, double IHC revealed a pronounced decrease in the astrocyte “A2” marker S100A10 in the hippocampus of FBN-ARO-KO+GCI male mice compared with FLOX+GCI male mice (*t* = 11.373, *p* < 0.001, *n* = 4, unpaired *t* test; Fig. 7*Bb*). We next assessed expression of astrocytic neurotrophins and glutamate transporter GLT-1. Similar to the results in ovariectomized female mice, double IHC analysis confirmed pronounced reductions in both BDNF (*F* = 212.013, *p* < 0.001 for FBN-ARO-KO; *F* = 939.454, *p* < 0.001 for GCI; *F* = 199.614, *p* < 0.001 for FBN-ARO-KO and GCI interaction; *p* < 0.001, *n* = 4, two-way ANOVA) and IGF-1 (*F* = 614.323, *p* < 0.001 for FBN-ARO-KO; *F* = 1361.41, *p* < 0.001 for GCI; *F* = 650.955, *p* < 0.001 for FBN-ARO-KO and GCI interaction; *p* < 0.001, *n* = 4, two-way ANOVA) levels in hippocampal astrocytes of male FBN-ARO-KO+GCI mice compared with male FLOX+GCI mice (Fig. 7*C*). A significant reduction in astrocytic GLT-1-immunoreactive protein levels was also observed in FBN-ARO-KO+GCI mice compared with male FLOX+GCI mice (*F* = 472.203, *p* < 0.001 for FBN-ARO-KO; *F* = 1126.799, *p* < 0.001 for GCI; *F* = 468.854, *p* < 0.001 for FBN-ARO-KO and GCI interaction; *p* < 0.001, *n* = 4, two-way ANOVA; Fig. 7*C*). Further examination for neuronal damage in hippocampal CA1 region by F-Jade C staining revealed that the number of degenerating neurons in male FBN-ARO-KO+GCI mice was significantly increased compared with male FLOX+GCI mice (Fig. 7*D*; *F* = 28.6, *p* < 0.001 for FBN-ARO-KO; *F* = 604.186, *p* < 0.001 for GCI; *F* = 28.6, *p* < 0.001 for FBN-ARO-KO and GCI interaction; *p* = 0.002, *n* = 4, two-way ANOVA). Finally, examination of hippocampal-dependent spatial reference memory by Barnes Maze Test revealed that male FBN-ARO-KO mice exhibited an enhanced memory deficit compared with male FLOX mice at 7 d after GCI (Fig. 7*E*), as evidenced by an increased escape latency (*F* = 18.884, *p* < 0.001 for FBN-ARO-KO; *F* = 7.801, *p* = 0.009 for GCI; *F* = 4.702, *p* = 0.021 for FBN-ARO-KO and GCI interaction; *p* = 0.007, *n* = 11, two-way ANOVA) and decreased exploring time (*F* = 10.831, *p* = 0.002 for FBN-ARO-KO; *F* = 14.217, *p* < 0.001 for GCI; *F* = 3.92, *p* = 0.045 for FBN-ARO-KO and GCI interaction; *p* = 0.023, *n* = 11, two-way ANOVA) in the target quadrant.

Similarly, as observed in females, we found strongly decreased GFAP expression and aromatase induction in astrocytes in male FBN-ARO-KO+GCI mice at both 3 d (Fig. 8*A*; *t* = 10.207, *p* < 0.001, *n* = 4, unpaired *t* test) and 14 d (Fig. 8*B*; *t* = 13.037, *p* < 0.001, *n* = 4, unpaired *t* test) after GCI, indicative of diminished astrocyte activation and aromatization. Further investigation for astrocyte-derived BDNF, IGF-1, and GLT-1 in the hippocampal CA1 region also showed significant downregulation in male FBN-ARO-KO mice at both 3 d (Fig. 8*C*,*D*; *t* = 7.73, *p* < 0.001 for BDNF; *t* = 10.185, *p* < 0.001 for IGF-1; *t* = 22.435, *p* < 0.001 for GLT-1; *n* = 4, unpaired *t* test) and 14 d (Fig. 8*E*,*F*; *t* = 5.356, *p* = 0.002 for BDNF; *t* = 6.008, *p* < 0.001 for IGF-1; *t* = 15.831, *p* < 0.001 for GLT-1; *n* = 4, unpaired *t* test) following GCI reperfusion. Correspondingly, hippocampal neuronal damage was worse in FBN-ARO-KO+GCI mice at these time points, as evidenced by enhanced F-Jade C intensity in hippocampal CA1 neurons (Fig. 8*G*, 3 d; *t* = −4.381, *p* = 0.005, *n* = 4, unpaired *t* test; Fig. 8*H*, 14 d; *t* = −8.535, *p* < 0.001, *n* = 4, unpaired *t* test).

**Figure 8.**
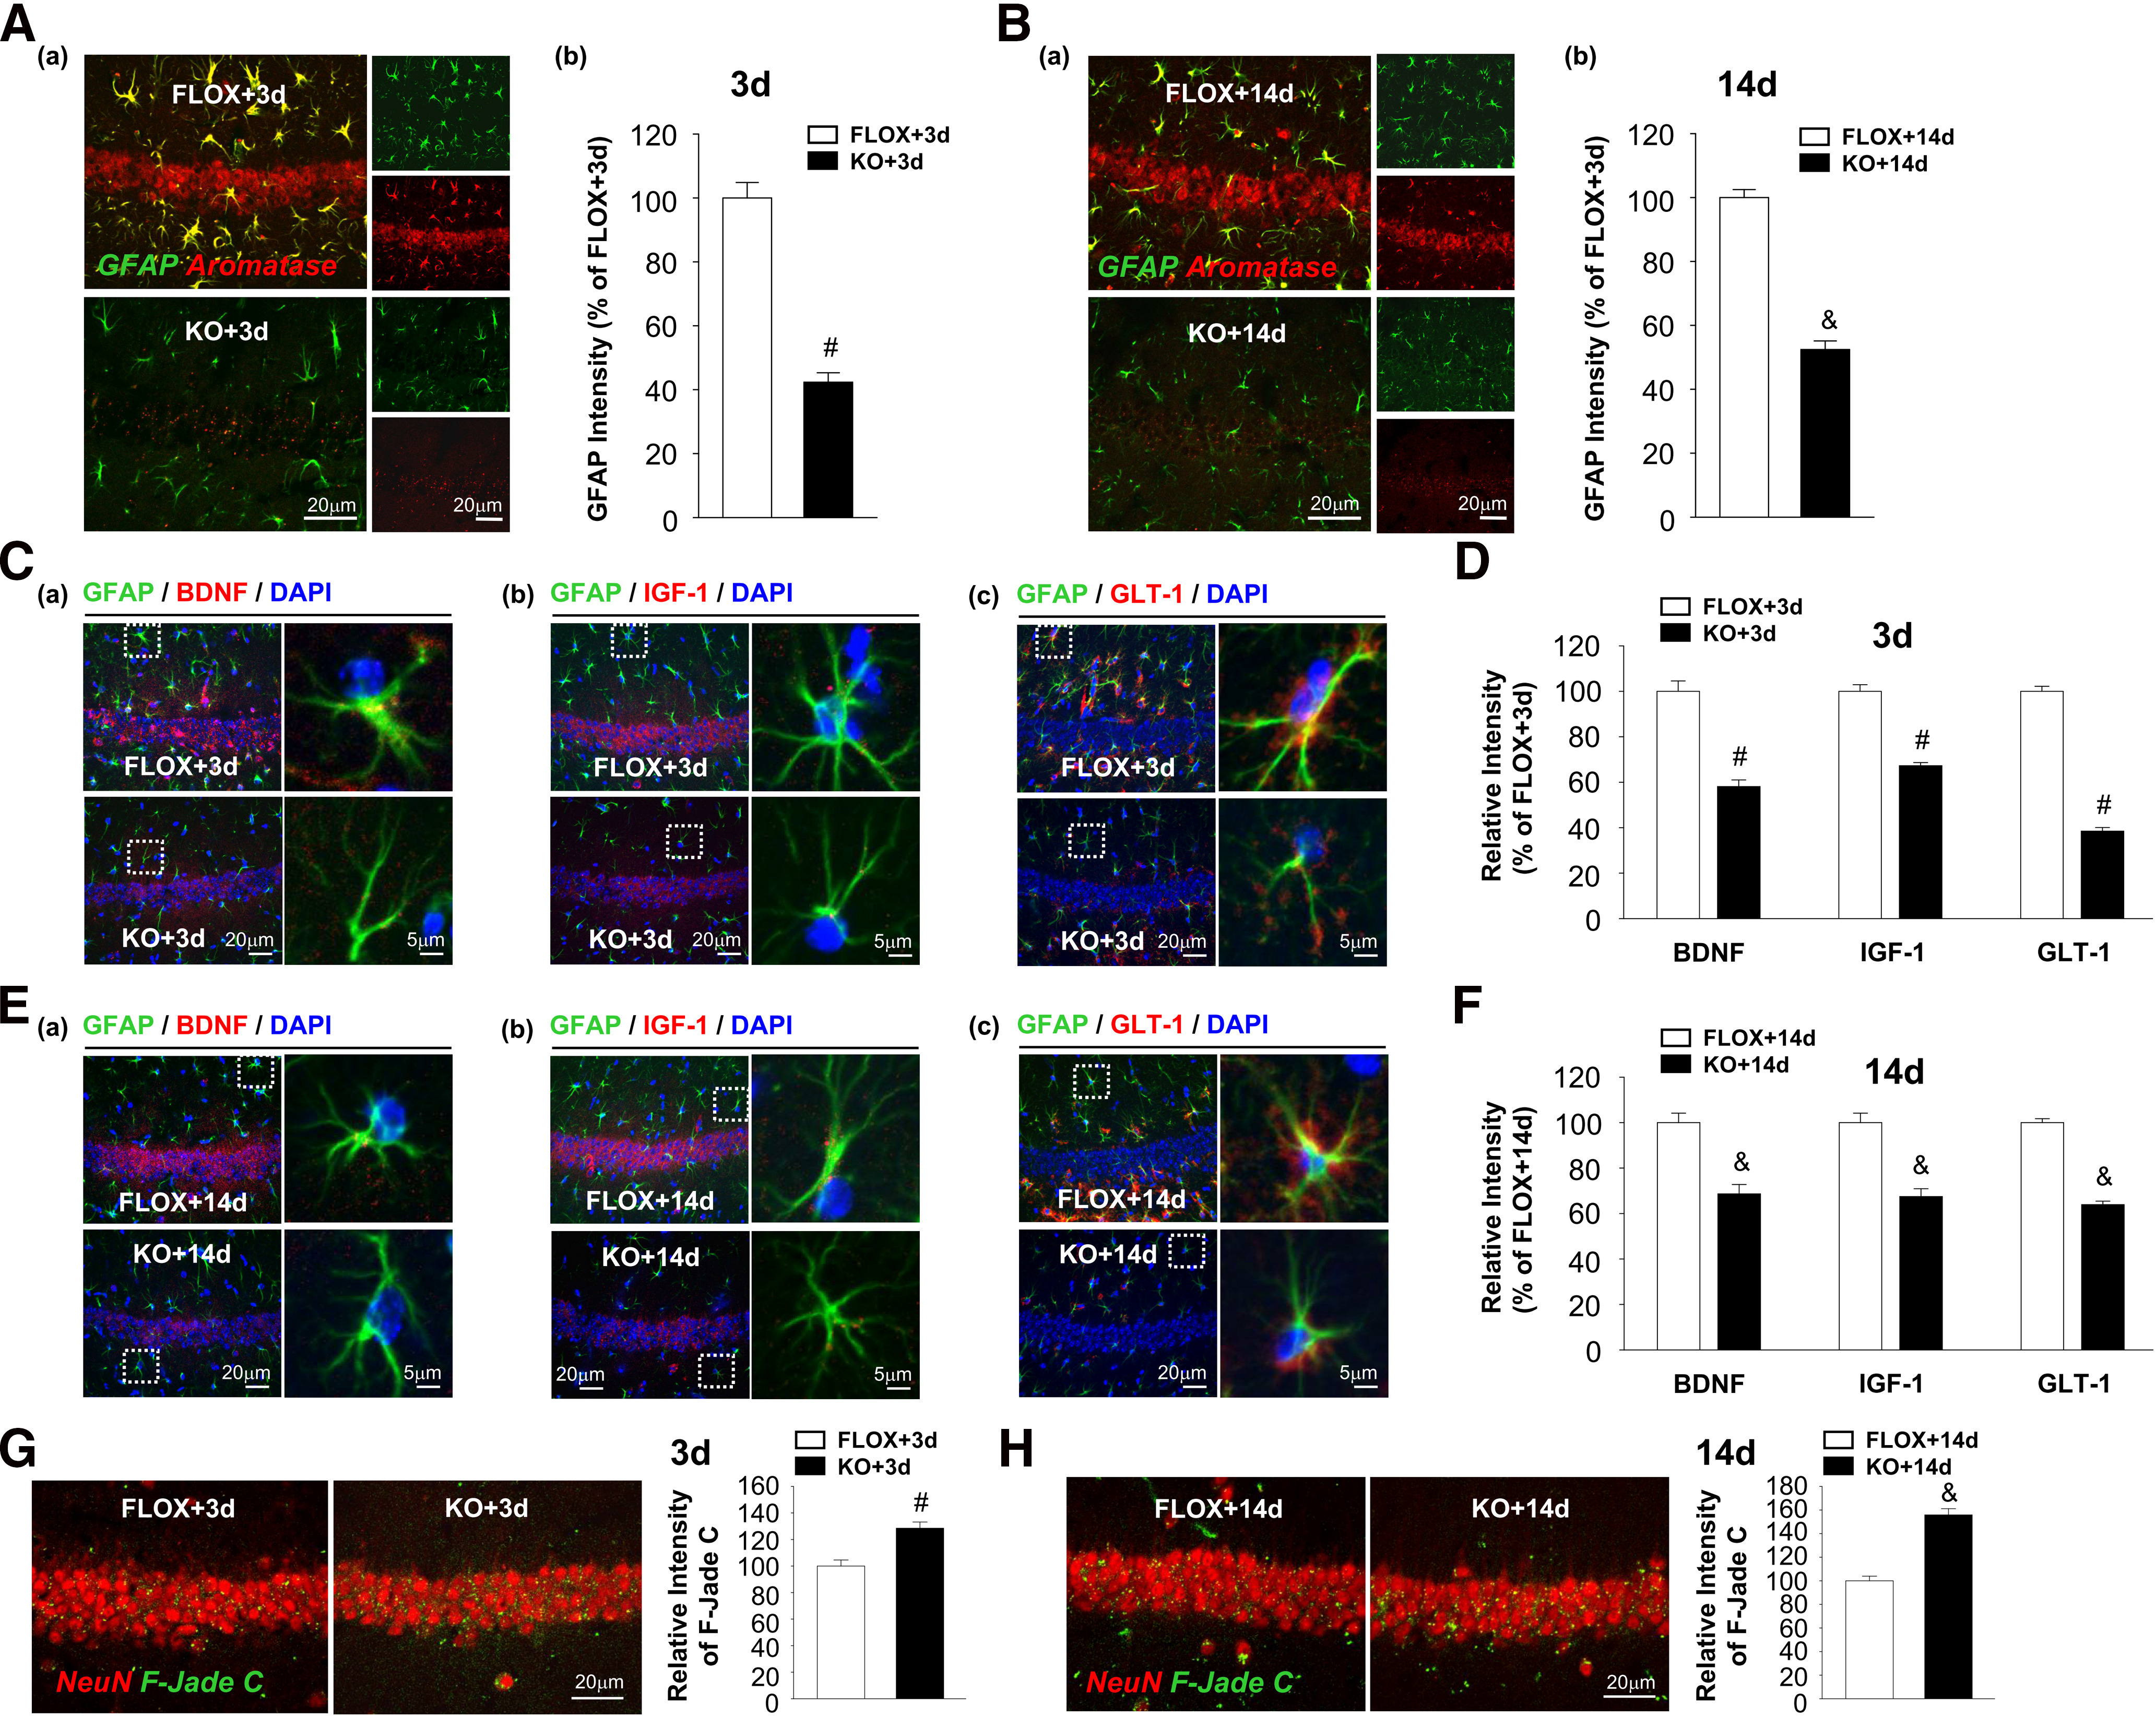
Male FBN-ARO-KO mice display attenuated astrocyte activation, compromised astrocyte functions, and worse neuronal damage at 3 and 14 d after GCI. ***A***, ***B***, GFAP and aromatase double staining to examine astrocyte activation and astrocytic aromatase induction at 3 d (***Aa***) and 14 d (***Ba***) after GCI. Relative changes of GFAP intensities at 3d (***Ab***) and 14d (***Bb***) were quantified. ***C***, Astrocyte-derived BDNF (***Ca***), IGF-1 (***Cb***), and GLT-1 (***Cc***) levels at 3 d after GCI were explored by IHC analysis. ***D***, Their relative intensities in KO + 3 d mice versus FLOX + 3 d mice. ***E***, ***F***, BDNF (***Ea***), IGF-1 (***Eb***), and GLT-1 (***Ec***) levels in hippocampal astrocytes at 14 d after GCI were determined with IHC, and expressed as relative changes of KO + 14 d mice compared with FLOX + 14 d mice (***F***). ***G***, ***H***, Neuronal damage in hippocampal CA1 region at 3 d (***G***) and 14 d (***H***) after GCI was assessed by NeuN and F-Jade C double staining. Values are mean ± SEM of determinations from each group. *N* = 4. ^#^*p* < 0.05 versus FLOX + 3 d. ^&^*p* < 0.05 versus FLOX + 14 d.

### Enhanced neuronal FGF2 signaling mediates the diminishment in astrocyte activation in FBN-ARO-KO mice after GCI

Next, we explored the potential mechanisms underlying how neuronal-derived E2 regulates reactive astrocyte induction after GCI. We focused on neuronal FGF2 signaling, as it has been previously shown to suppress astrocyte activation (Kang et al., 2014; Y. Zhang et al., 2017), and our RNA-Seq results revealed that the FGF2 transcript was markedly increased in the hippocampus of FBN-ARO-KO+GCI mice versus FLOX+GCI mice. This led us to hypothesize that FGF2 signaling might be a key factor that mediates the suppression of reactive astrogliosis in FBN-ARO-KO mice following GCI injury. 

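Fgf2, on chromosome 3 of mm9 from 37211441 to 37304299, had 10 and 6 counts in FLOX+GCI and 21 and 10 in FBN-ARO-KO+GCI, among library totals of between 24333396 and 33076795. Its CPM was 0.321 ± 0.110 (SD, n = 2) in FLOX+GCI and 0.487 ± 0.207 (SD, n = 2) in FBN-ARO-KO+GCI, so the libraries of the 2 groups overlapped. The log2 fold change was 0.61 (standard error 0.55, adjusted p = 0.586 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.59 with the replicate block (adjusted p = 0.603). An increase was not detectable at this depth. With 1 library left out in turn, the log2 fold change stayed between 0.08 and 1.01. On the opposite strand, the gene overlaps Gm12541 over 14409 nt, Cetn4 over 190 nt, and Nudt6 over 468 nt from 37303832 to 37304299. On the same strand it overlaps Bbs12 over 8900 nt and Gm12540 over 319 nt, where the counting could assign reads to neither gene. From this transcript and from earlier work on FGF2 and astrocytes, the paper derives its hypothesis and then turns to FGF2 protein in CA1 neurons.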

First, we examined FGF2 levels in hippocampal CA1 neurons of ovariectomized female mice by double staining with FGF2 and NeuN. We found a significant increase of neuronal FGF2 in FBN-ARO-KO+GCI mice compared with the other groups, especially FLOX+GCI mice (Fig. 9*A*; *F* = 126.745, *p* < 0.001 for FBN-ARO-KO; *F* = 6.092, *p* = 0.025 for GCI; *F* = 46.305, *p* < 0.001 for FBN-ARO-KO and GCI interaction; *p* = 0.008, *n* = 5, two-way ANOVA). Conversely, FLOX+GCI mice actually displayed a further reduction in neuronal FGF2 level compared with FLOX+Sham (*p* < 0.001, *n* = 5, two-way ANOVA), which is consistent with previous reports that reduced neuronal FGF2 facilitates reactive astrogliosis (Y. Zhang et al., 2017). Western blot was further conducted to validate hippocampal FGF2 alterations, which confirmed the robust increase of FGF2 protein levels in FBN-ARO-KO+GCI hippocampus compared with the other groups (Fig. 9*B*). To investigate the interaction of this increased neuronal FGF2 with neighboring astrocytes, we next examined the expression of its major receptor FGFR3 in hippocampal astrocytes by IHC analysis (Fig. 9*C*). Interestingly, we observed weak intensity of FGFR3 in the reactive astrocytes of FLOX+GCI mice, corresponding to the downregulated neuronal FGF2 level. In contrast, strong FGFR3 was expressed in both the resting astrocytes of noninjured sham groups and the less activated astrocytes of FBN-ARO-KO+GCI mice, suggesting that increased FGF2 signaling in FBN-ARO-KO+GCI mice might contribute to the diminished astrogliosis observed in these mice after GCI.

**Figure 9.**
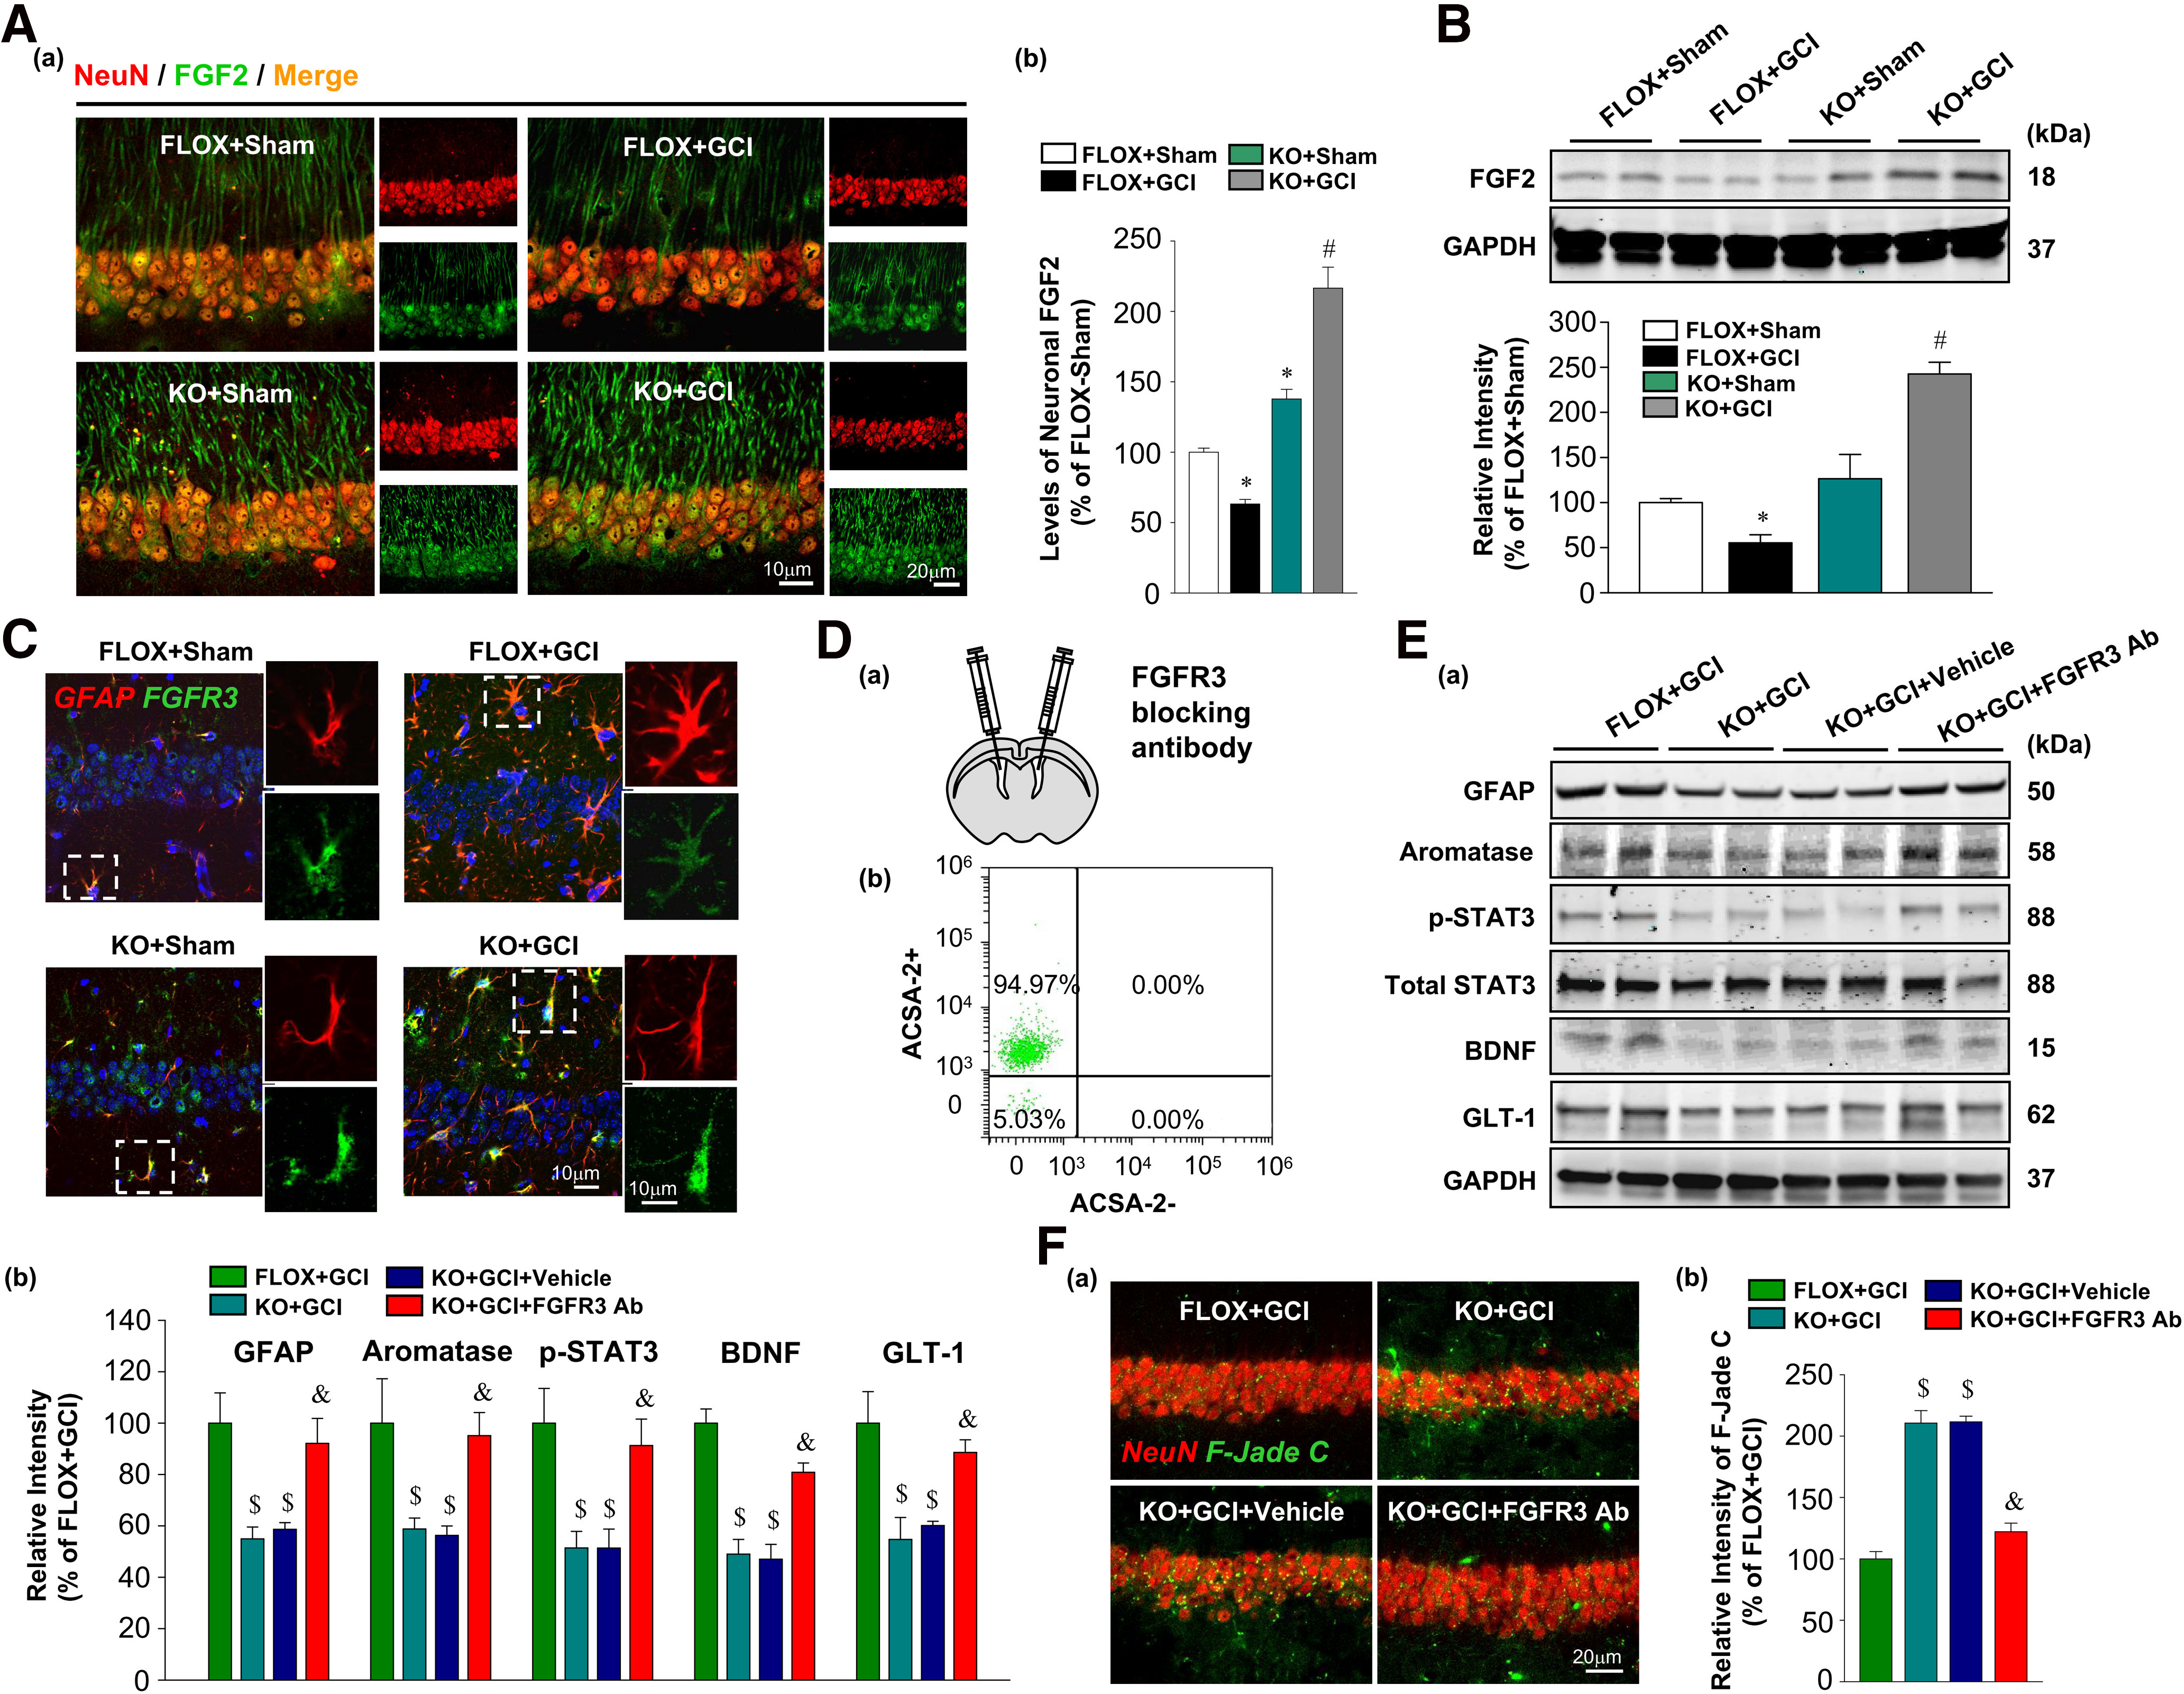
Evidence that upregulation of neuronal FGF2 signaling mediates decreased astrocyte activation in ovariectomized female FBN-ARO-KO mice after GCI. ***Aa***, Representative image of FGF2 and NeuN double staining in hippocampal CA1 region. ***Ab***, Quantitative analysis of neuronal FGF2 levels in each group (*N* = 4 or 5). ***B***, Neuronal FGF2 alterations in hippocampus were confirmed by Western blotting analysis (*N* = 3). ***C***, Representative images of FGFR3 and GFAP double staining showing changes of FGFR3 expression in hippocampal CA1 astrocytes (*N* = 4 or 5). ***Da***, Schematic illustration of FGFR3 neutralization by bilateral intracerebroventricular injection of FGFR3 blocking antibody in FBN-ARO-KO GCI mice. ***Db***, The purity of isolated astrocytes from the ischemic brains was evaluated by flow cytometry analysis. ***E***, To examine the effects of FGFR3 neutralization on astrocyte reactivity and functional restoration in FBN-ARO-KO mice after GCI, levels of GFAP, p-STAT3, BDNF, and GLT-1 in purified astrocytes were determined by Western blotting (***Ea***), and further quantitatively analyzed (***Eb***) (*N* = 3). ***Fa***, IHC analysis for neuronal degeneration by F-Jade C and NeuN double staining in hippocampal CA1 region. ***Fb***, Quantification of F-Jade C levels in CA1 pyramidal neurons, which was presented as relative intensity of each group versus FLOX+GCI (*N* = 4 or 5). Values are mean ± SEM of determinations from each group. *p < 0.05 versus FLOX+Sham. ^#^*p* < 0.05 versus FLOX+GCI. ^$^*p* < 0.05 versus FLOX+GCI. ^&^*p* < 0.05 versus KO+GCI.

To confirm this possibility, we used a previously established FGFR3 antibody neutralizing approach to block cerebral FGF2 signaling in ovariectomized female FBN-ARO-KO+GCI mice (Y. Zhang et al., 2017). FGFR3 antibody was bilaterally infused by intracerebroventricular injection at the time of GCI reperfusion (Fig. 9*Da*). To determine astrocyte reactivity, aromatization, and the specific expression of astrocyte neurotrophic/neuroprotective factors following FGFR3 blockage, we isolated astrocytes from the ischemic brains at 7 d after GCI and determined a 94.97% astrocyte purity through flow cytometry (Fig. 9*Db*). Western blot analysis was subsequently conducted with protein lysate of the purified astrocytes (Fig. 9*E*). It was shown that GFAP levels in purified astrocytes isolated from FBN-ARO-KO+GCI+FGFR3 Ab mice were elevated to ∼92.1% of FLOX+GCI levels (*F* = 11.027, *p* = 0.011 for FBN-ARO-KO; *F* = 9.448, *p* = 0.028 for FGFR3-Blockage; *F* = 8.629, *p* = 0.032 for FBN-ARO-KO and FGFR3-Blockage interaction; *p* = 0.026, *n* = 3, two-way ANOVA), indicating an almost complete rescue of reactive astrogliosis in FBN-ARO-KO+GCI mice after blocking FGF2 signaling. We also observed pronounced aromatase induction in FBN-ARO-KO+GCI astrocytes, to levels ∼95.1% of FLOX+GCI mice (*F* = 12.014, *p* = 0.004 for FBN-ARO-KO; *F* = 10.641, *p* = 0.013 for FGFR3-Blockage; *F* = 8.846, *p* = 0.021 for FBN-ARO-KO and FGFR3-Blockage interaction; *p* = 0.016, *n* = 3, two-way ANOVA). Furthermore, examination of p-STAT3, a hallmark of neuroprotective astrocyte phenotype (Burda and Sofroniew, 2014; Tyzack et al., 2014), revealed that pSTAT3 levels in the purified astrocytes isolated from FBN-ARO-KO+GCI+FGFR3 Ab mice were elevated to ∼91.2% of FLOX+GCI levels (*F* = 9.631, *p* = 0.015 for FBN-ARO-KO; *F* = 7.662, *p* = 0.023 for FGFR3-Blockage; *F* = 6.328, *p* = 0.031 for FBN-ARO-KO and FGFR3-Blockage interaction; *p* = 0.03, *n* = 3, two-way ANOVA). These results demonstrate that the attenuated astrocyte activation and aromatase expression in FBN-ARO-KO+GCI mice were effectively reinstated by blocking FGF2 signaling. Further study by Western blot analysis revealed that FGFR3 neutralization robustly rescued both BDNF (*F* = 67.69, *p* < 0.001 for FBN-ARO-KO; *F* = 14.864, *p* = 0.005 for FGFR3-Blockage; *F* = 12.612, *p* = 0.011 for FBN-ARO-KO and FGFR3-Blockage interaction; *p* = 0.009, *n* = 3, two-way ANOVA) and GLT-1 (*F* = 14.848, *p* = 0.005 for FBN-ARO-KO; *F* = 14.562, *p* = 0.006 for FGFR3-Blockage; *F* = 10.367, *p* = 0.025 for FBN-ARO-KO and FGFR3-Blockage interaction; *p* = 0.026, *n* = 3, two-way ANOVA) expression in purified astrocytes isolated from FBN-ARO-KO+GCI+FGFR3 Ab mice. Collectively, these findings demonstrate that neuroprotective astrocyte activation and functions were significantly restored after FGFR3 neutralization in FBN-ARO-KO mice after GCI.

To determine whether reinstatement of the beneficial astrocyte response after FGFR3 neutralization can lead to reduced neuronal damage in FBN-ARO-KO+GCI mice, we next performed F-Jade C and NeuN costaining. The results showed that F-Jade C intensity in hippocampal CA1 neurons was significantly attenuated in FBN-ARO-KO+GCI mice by FGFR3 neutralization, indicating decreased hippocampal neuronal degeneration (Fig. 9*Fa*,*b*; *F* = 169.025, *p* < 0.001 for FBN-ARO-KO; *F* = 75.747, *p* < 0.001 for FGFR3-Blockage; *F* = 71.694, *p* < 0.001 for FBN-ARO-KO and FGFR3-Blockage interaction; *p* < 0.001, *n* = 4, two-way ANOVA). Together, our results indicate that neuronal-derived E2 regulation of neuroprotective astrogliosis after GCI is due, at least in part, to suppression of neuronal FGF2 signaling.

### *In vivo* exogenous E2 replacement reverses astrocyte dysfunction and neuronal damage in ovariectomized female FBN-ARO-KO mice

We next performed an *in vivo* exogenous E2 rescue experiment to determine whether the neuronal defects in FBN-ARO-KO+GCI mice could be prevented when brain equivalent E2 was reinstated in FBN-ARO-KO+GCI mice. Exogenous E2 was administered in ovariectomized female FBN-ARO-KO mice by minipumps, with a dose that has been previously demonstrated to fully restore the hippocampal E2 levels in FBN-ARO-KO mice (Lu et al., 2019). First, the effect of E2 treatment on hippocampal FGF2 signaling was explored. Double staining for NeuN and FGF2 revealed that the strongly increased neuronal FGF2 expression in FBN-ARO-KO+GCI mice was significantly repressed after E2 rescue to a level close to FLOX+GCI mice (Fig. 10*A*; *F* = 713.65, *p* < 0.001 for FBN-ARO-KO; *F* = 466.031, *p* < 0.001 for E2 treatment; *F* = 421.49, *p* < 0.001 for FBN-ARO-KO and E2 treatment interaction; *p* < 0.001, *n* = 4, two-way ANOVA). No alterations were found with placebo (vehicle) treatment (*p* = 0.723, *n* = 4, two-way ANOVA). The expression of the major FGF2 receptor, FGFR3 in hippocampal astrocytes was further examined by GFAP and FGFR3 double staining (Fig. 10*B*). The results show that FGFR3, which was weakly expressed in the processes of reactive astrocytes in the FLOX+GCI hippocampal CA1 region, was robustly elevated in the whole cell body of less activated astrocytes in FBN-ARO-KO+GCI mice (*F* = 64.532, *p* < 0.001 for FBN-ARO-KO; *F* = 17.246, *p* = 0.001 for E2 treatment; *F* = 16.287, *p* = 0.001 for FBN-ARO-KO and E2 treatment interaction; *p* < 0.001, *n* = 4, two-way ANOVA). In contrast, E2 treatment significantly decreased the astrocytic FGFR3 level (*p* = 0.003, *n* = 4, two-way ANOVA) compared with placebo (vehicle) treatment, confirming the inhibitory role of E2 on FGF2 signaling.

**Figure 10.**
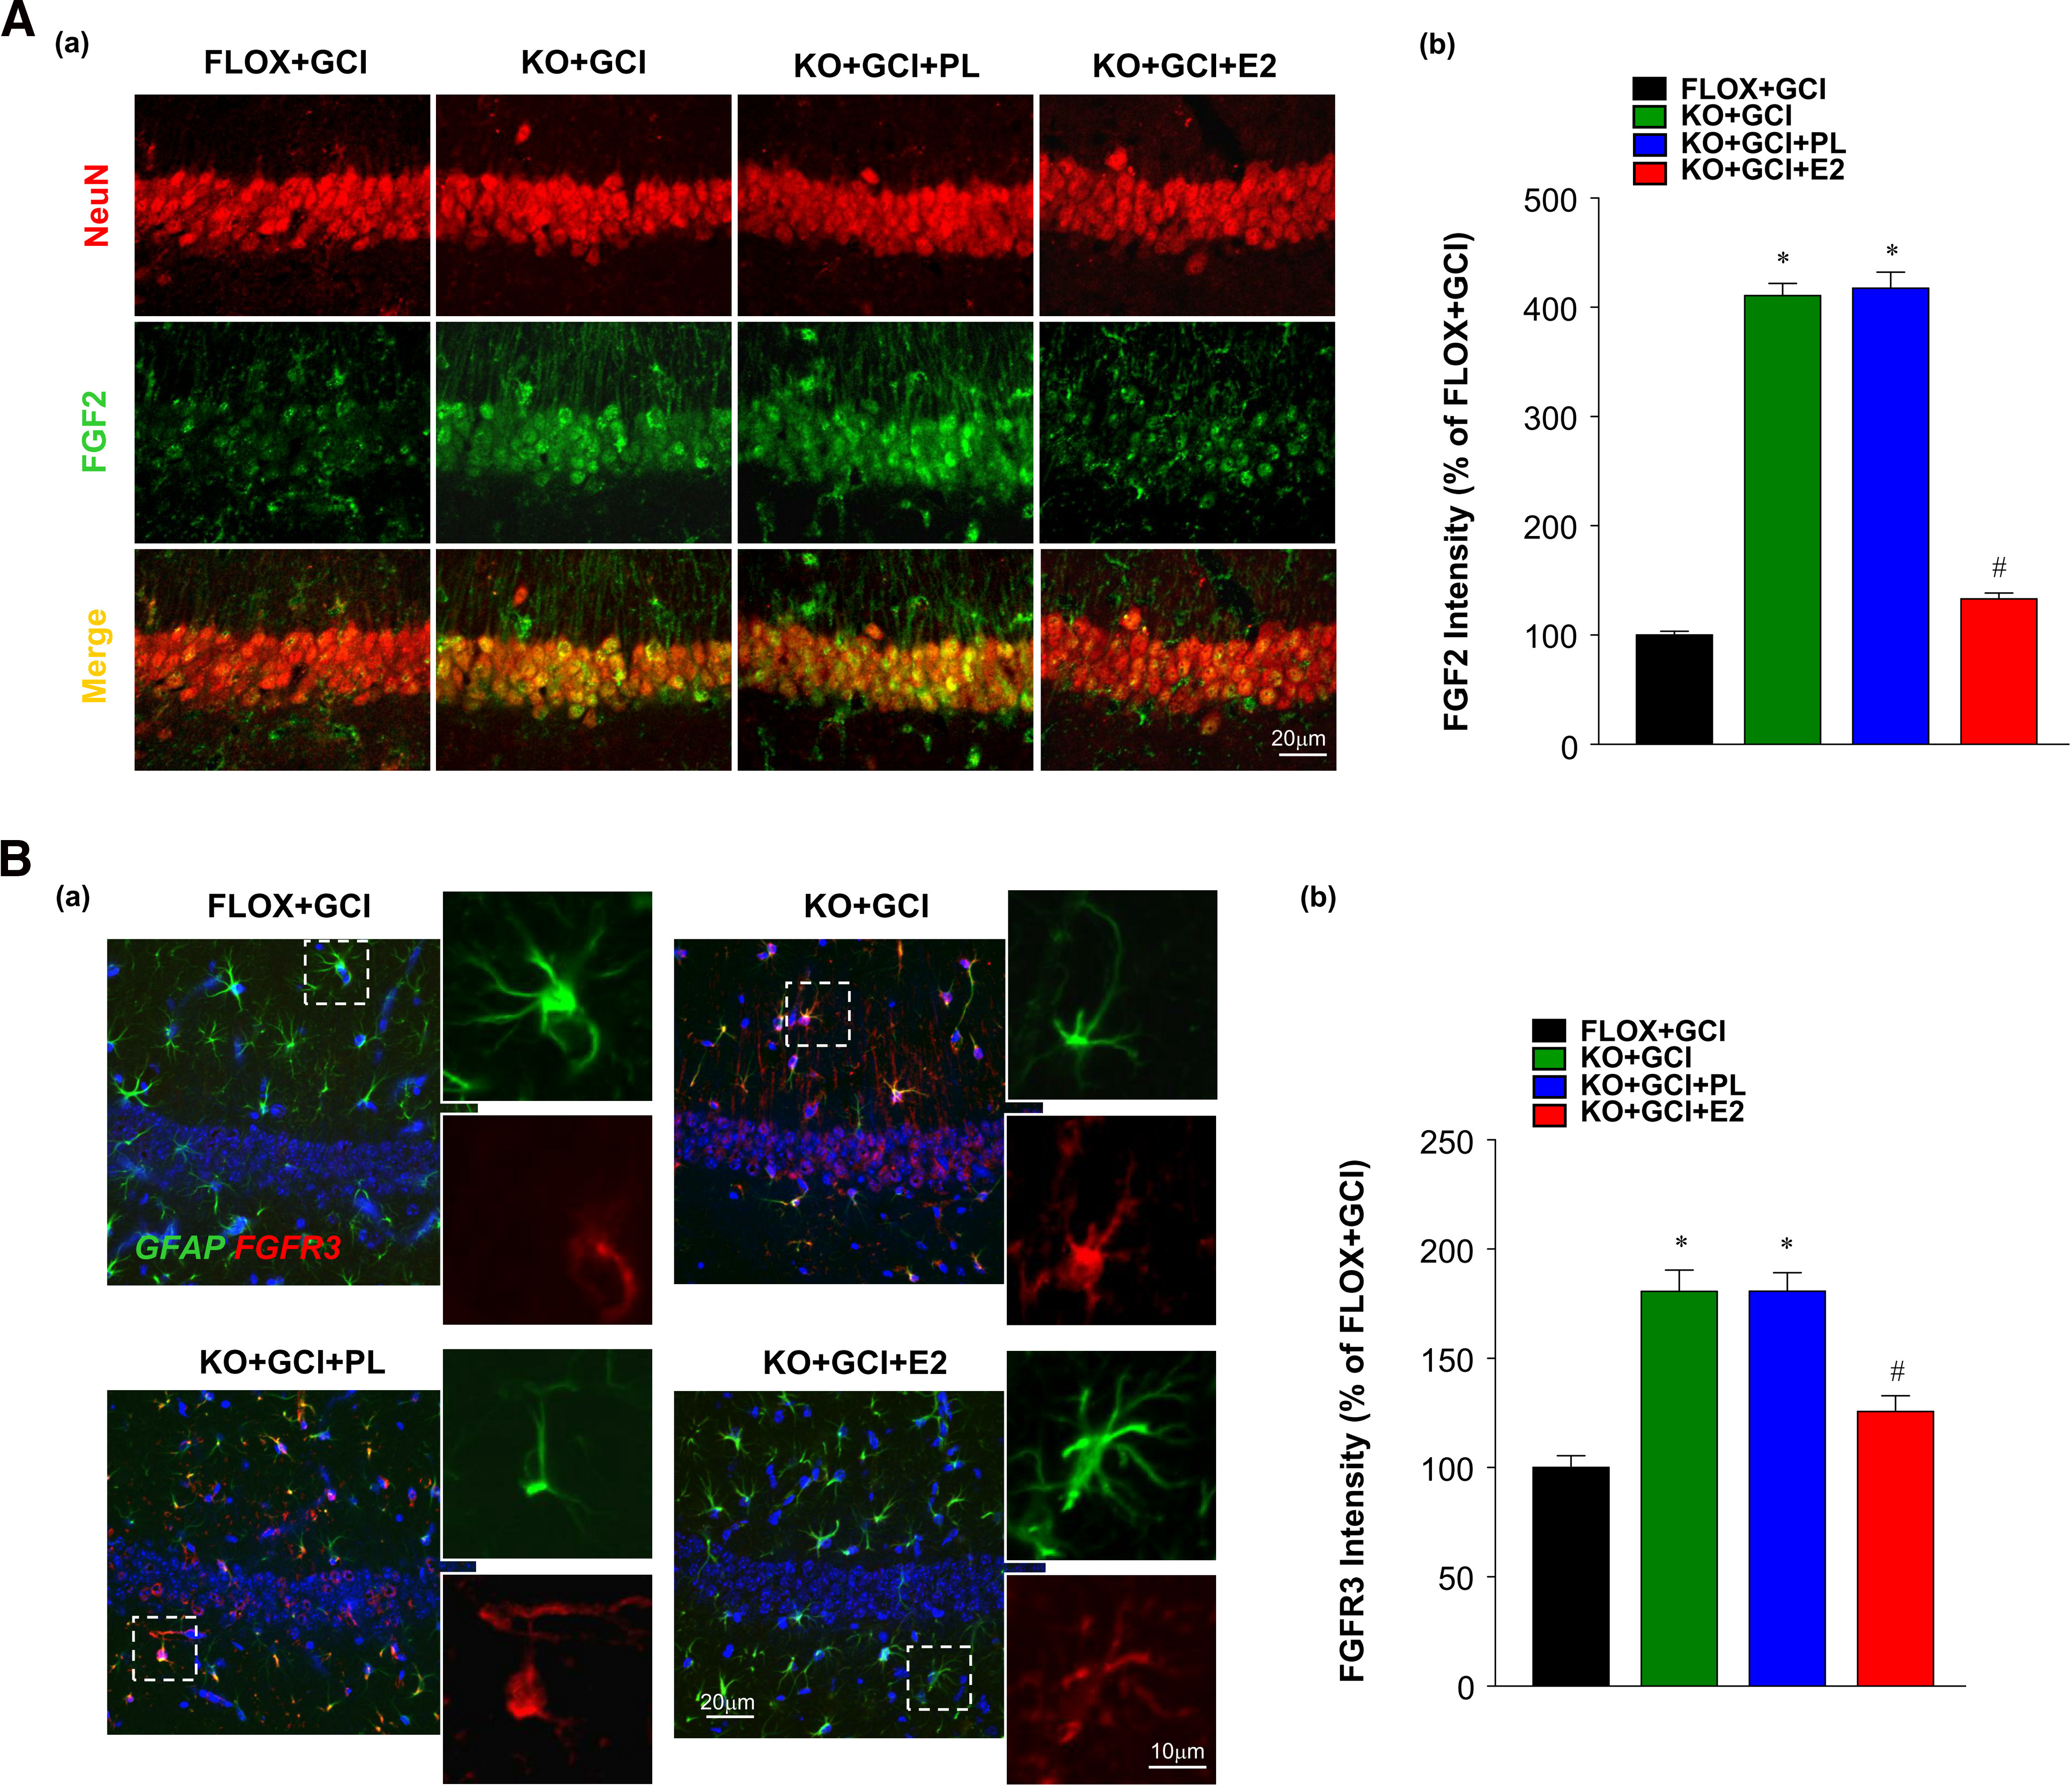
Exogenous E2 replacement decreases hippocampal FGF2 signaling in ovariectomized female FBN-ARO-KO mice. ***Aa***, Effect of exogenous E2 replacement on neuronal FGF2 expression in FBN-ARO-KO mice was examined by NeuN and FGF2 double staining. ***Ab***, Relative neuronal FGF2 intensities after E2 treatment were quantitatively analyzed. ***Ba***, Levels of the major FGF2 receptor FGFR3 in hippocampal astrocytes were determined by GFAP and FGFR3 staining. ***Bb***, FGFR3 relative intensities in FBN-ARO-KO mice after E2 rescue were quantified. Values are mean ± SEM of determinations from each group. *N* = 4. *p < 0.05 versus FLOX+GCI. ^#^*p* < 0.05 versus KO+GCI.

Next, we further examined the effects of E2 rescue on astrocyte functions in FBN-ARO-KO+GCI mice. As shown in Figure 11*A-C*, IHC analysis showed that exogenous E2 replacement was able to rescue astrocyte-derived BDNF (Fig. 11*A*; *F* = 232.568, *p* < 0.001 for FBN-ARO-KO; *F* = 129.903, *p* < 0.001 for E2 treatment; *F* = 118.67, *p* < 0.001 for FBN-ARO-KO and E2 treatment interaction; *p* < 0.001, *n* = 4, two-way ANOVA), IGF-1 (Fig. 11*B*; *F* = 233.13, *p* < 0.001 for FBN-ARO-KO; *F* = 175.496, *p* < 0.001 for E2 treatment; *F* = 122.551, *p* < 0.001 for FBN-ARO-KO and E2 treatment interaction; *p* < 0.001, *n* = 4, two-way ANOVA), and GLT-1 (Fig. 11*C*; *F* = 413.521, *p* < 0.001 for FBN-ARO-KO; *F* = 219.227, *p* < 0.001 for E2 treatment interaction; *F* = 129.554, *p* < 0.001 for FBN-ARO-KO and E2 treatment interaction; *p* < 0.001, *n* = 4, two-way ANOVA) in FBN-ARO-KO+GCI hippocampus to almost FLOX+GCI levels. No alterations were found with placebo (vehicle) treatment. To determine whether reactive astrogliosis was also reinstated after E2 treatment, we analyzed GFAP intensity in the hippocampal CA1 region (Fig. 11*D*). We found E2 replacement rescued GFAP levels in FBN-ARO-KO+GCI mice from 65.7% of FLOX+GCI mice to 92.6% (*F* = 92.543, *p* < 0.001 for FBN-ARO-KO; *F* = 43.672, *p* < 0.001 for E2 treatment; *F* = 18.127, *p* = 0.001 for FBN-ARO-KO and E2 treatment interaction; *p* < 0.001, *n* = 4, two-way ANOVA), while placebo treatment did not cause any changes (*p* = 0.943, *n* = 4, two-way ANOVA). Neuronal injury was next assessed by F-Jade C staining. The results in Figure 11*E* showed that the increased F-Jade C intensity in FBN-ARO-KO+GCI hippocampal CA1 neurons was robustly decreased by E2 replacement (*F* = 490.987, *p* < 0.001 for FBN-ARO-KO; *F* = 237.039, *p* < 0.001 for E2 treatment; *F* = 192.664, *p* < 0.001 for FBN-ARO-KO and E2 treatment interaction; *p* < 0.001, *n* = 4, two-way ANOVA). Neuronal structure was further examined by MAP2 staining (Fig. 11*F*), which revealed that the reduced MAP2 intensity and elevated MAP2 dispersion in FBN-ARO-KO+GCI mice were subsequently reversed by exogenous E2 treatment (MAP2 intensity, *F* = 98.423, *p* < 0.001 for FBN-ARO-KO; *F* = 39, *p* < 0.001 for E2 treatment; *F* = 24.143, *p* < 0.001 for FBN-ARO-KO and E2 treatment interaction; *p* < 0.001, *n* = 4, two-way ANOVA; MAP2 dispersion, *F* = 33.174, *p* < 0.001 for FBN-ARO-KO; *F* = 18.906, *p* < 0.001 for E2 treatment; *F* = 17.872, *p* < 0.001 for FBN-ARO-KO and E2 treatment interaction; *p* = 0.004, *n* = 4, two-way ANOVA).

**Figure 11.**
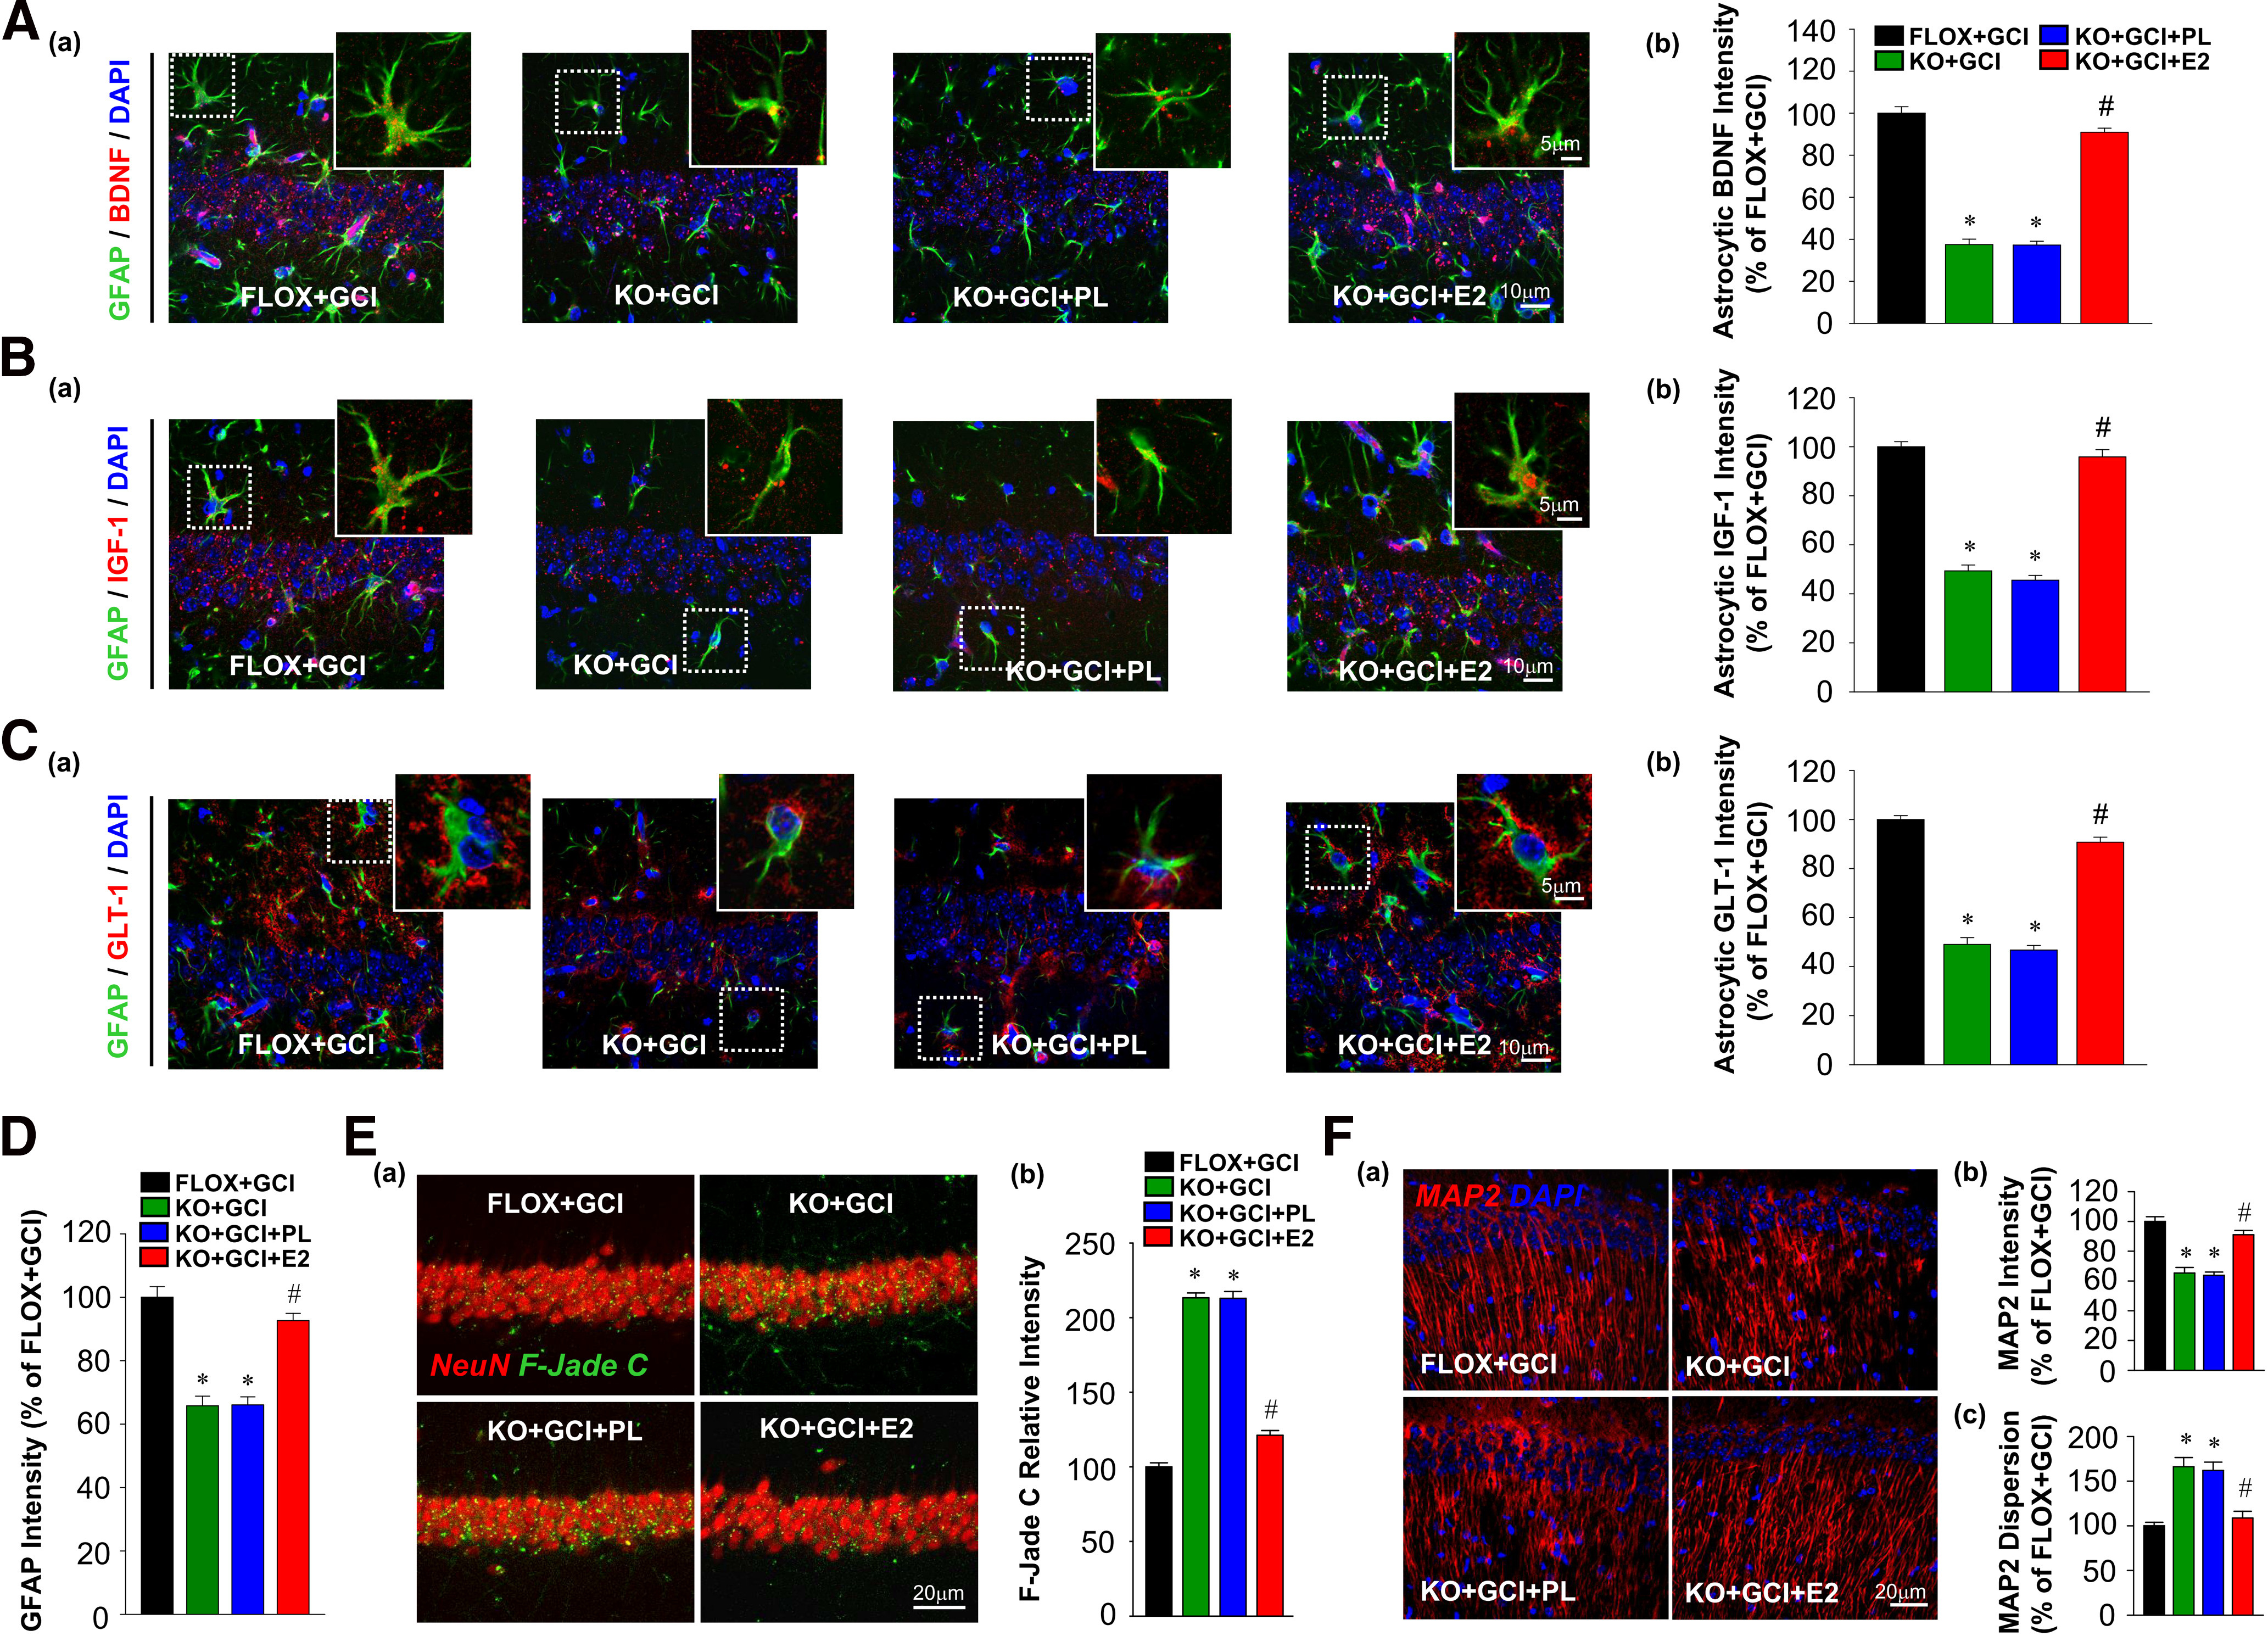
Exogenous E2 replacement reverses the protective astrocyte dysfunction and neuronal damage in ovariectomized female FBN-ARO-KO mice. ***A–C***, Representative images of BDNF (***Aa***), IGF-1 (***Ba***), and GLT-1 (***Ca***) with GFAP double immunostaining to determine the functional outcome of astrocytes in hippocampal CA1 subregion of FBN-ARO-KO GCI mice after 7 d exogenous E2 replacement. Relative intensities of astrocyte-derived BDNF (***Ab***), IGF-1 (***Bb***) and GLT-1 (***Cb***) were quantitatively analyzed. ***D***, GFAP intensities were analyzed to determine the astrocyte reactivity in FBN-ARO-KO GCI mice following E2 rescue. ***Ea***, IHC analysis for neuronal damage by examining F-Jade C levels in pyramidal neurons of hippocampal CA1 region. ***Eb***, Numbers of F-Jade C-positive neurons per 250 µm in each group were counted. ***Fa***, Dendritic morphologic analysis by MAP2 immunostaining to evaluate the structural integrity of hippocampal CA1 neurons. ***Fb***, MAP2 intensity and dispersion were further quantified. Values are mean ± SEM of determinations from each group. *N* = 4. *p < 0.05 versus FLOX+GCI. ^#^*p* < 0.05 versus KO+GCI.

We next conducted the Barnes Maze Test to evaluate whether exogenous E2 replacement was able to rescue hippocampal-dependent spatial reference learning and memory in FBN-ARO-KO mice after GCI. As shown in Figure 12*A*, tracking plots in the probe trial revealed significantly improved performance on exploring the target hole in FBN-ARO-KO+GCI mice that received exogenous E2 replacement. Further quantitative analysis revealed that exogenous E2 replacement strongly decreased the primary escape latency (*F* = 69.65, *p* < 0.001 for FBN-ARO-KO; *F* = 49.267, *p* < 0.001 for E2 treatment; *F* = 47.549, *p* < 0.001 for FBN-ARO-KO and E2 treatment interaction; *p* < 0.001, *n* = 8, two-way ANOVA) and exploring errors (*F* = 21.322, *p* < 0.001 for FBN-ARO-KO; *F* = 9.893, *p* = 0.004 for E2 treatment; *F* = 7.528, *p* = 0.01 for FBN-ARO-KO and E2 treatment interaction; *p* = 0.003, *n* = 8, two-way ANOVA), and increased the quadrant occupancy (*F* = 25.006, *p* < 0.001 for FBN-ARO-KO; *F* = 17.322, *p* < 0.001 for E2 treatment; *F* = 9.1, *p* = 0.005 for FBN-ARO-KO and E2 treatment interaction; *p* = 0.002, *n* = 8, two-way ANOVA) in FBN-ARO-KO+GCI mice to levels that there were not significantly different from those observed in FLOX+GCI mice (Fig. 12*B*). These findings provide further evidence that reinstating brain E2 levels is able to rescue cognitive function in FBN-ARO-KO+GCI mice. Similar escape velocities among groups indicate that the observed differences were not because of speed variations. Hippocampal-dependent recognition memory was further investigated using the Novel Object Recognition Test (Fig. 12*C*). Similar exploring time on two identical objects in the sampling stage suggested that all the mice were not biased to the same objects that were located in different positions (*t* = −0.479, *p* = 0.639 for FLOX+GCI; *t* = −0.0853, *p* = 0.933 for KO+GCI; *t* = −0.267, *p* = 0.793 for KO+GCI+PL; *t* = −0.389, *p* = 0.703 for KO+GCI+E2; *n* = 8, unpaired *t* test; Fig. 12*Da*). However, in the choice stage, we observed a significantly reduced preference to the novel object in FBN-ARO-KO+GCI mice (*t* = −0.694, *p* = 0.499, *n* = 8, unpaired *t* test; Fig. 12*Db*) compared with FLOX+GCI mice (*t* = −4.179, *p* < 0.001, *n* = 8, unpaired *t* test; Fig. 12*Db*), indicating worse impairment in recognition memory. Conversely, E2 replacement strongly reversed the deficits, as evidenced by the increased exploring time on novel object (*t* = −3.324, *p* = 0.005, *n* = 8, unpaired *t* test; Fig. 12*Db*) and elevated discrimination index (*F* = 14.153, *p* < 0.001 for FBN-ARO-KO; *F* = 7.485, *p* = 0.011 for E2 treatment; *F* = 5.023, *p* = 0.033 for FBN-ARO-KO and E2 treatment interaction; *p* = 0.01, *n* = 8, two-way ANOVA; Fig. 12*Dc*).

**Figure 12.**
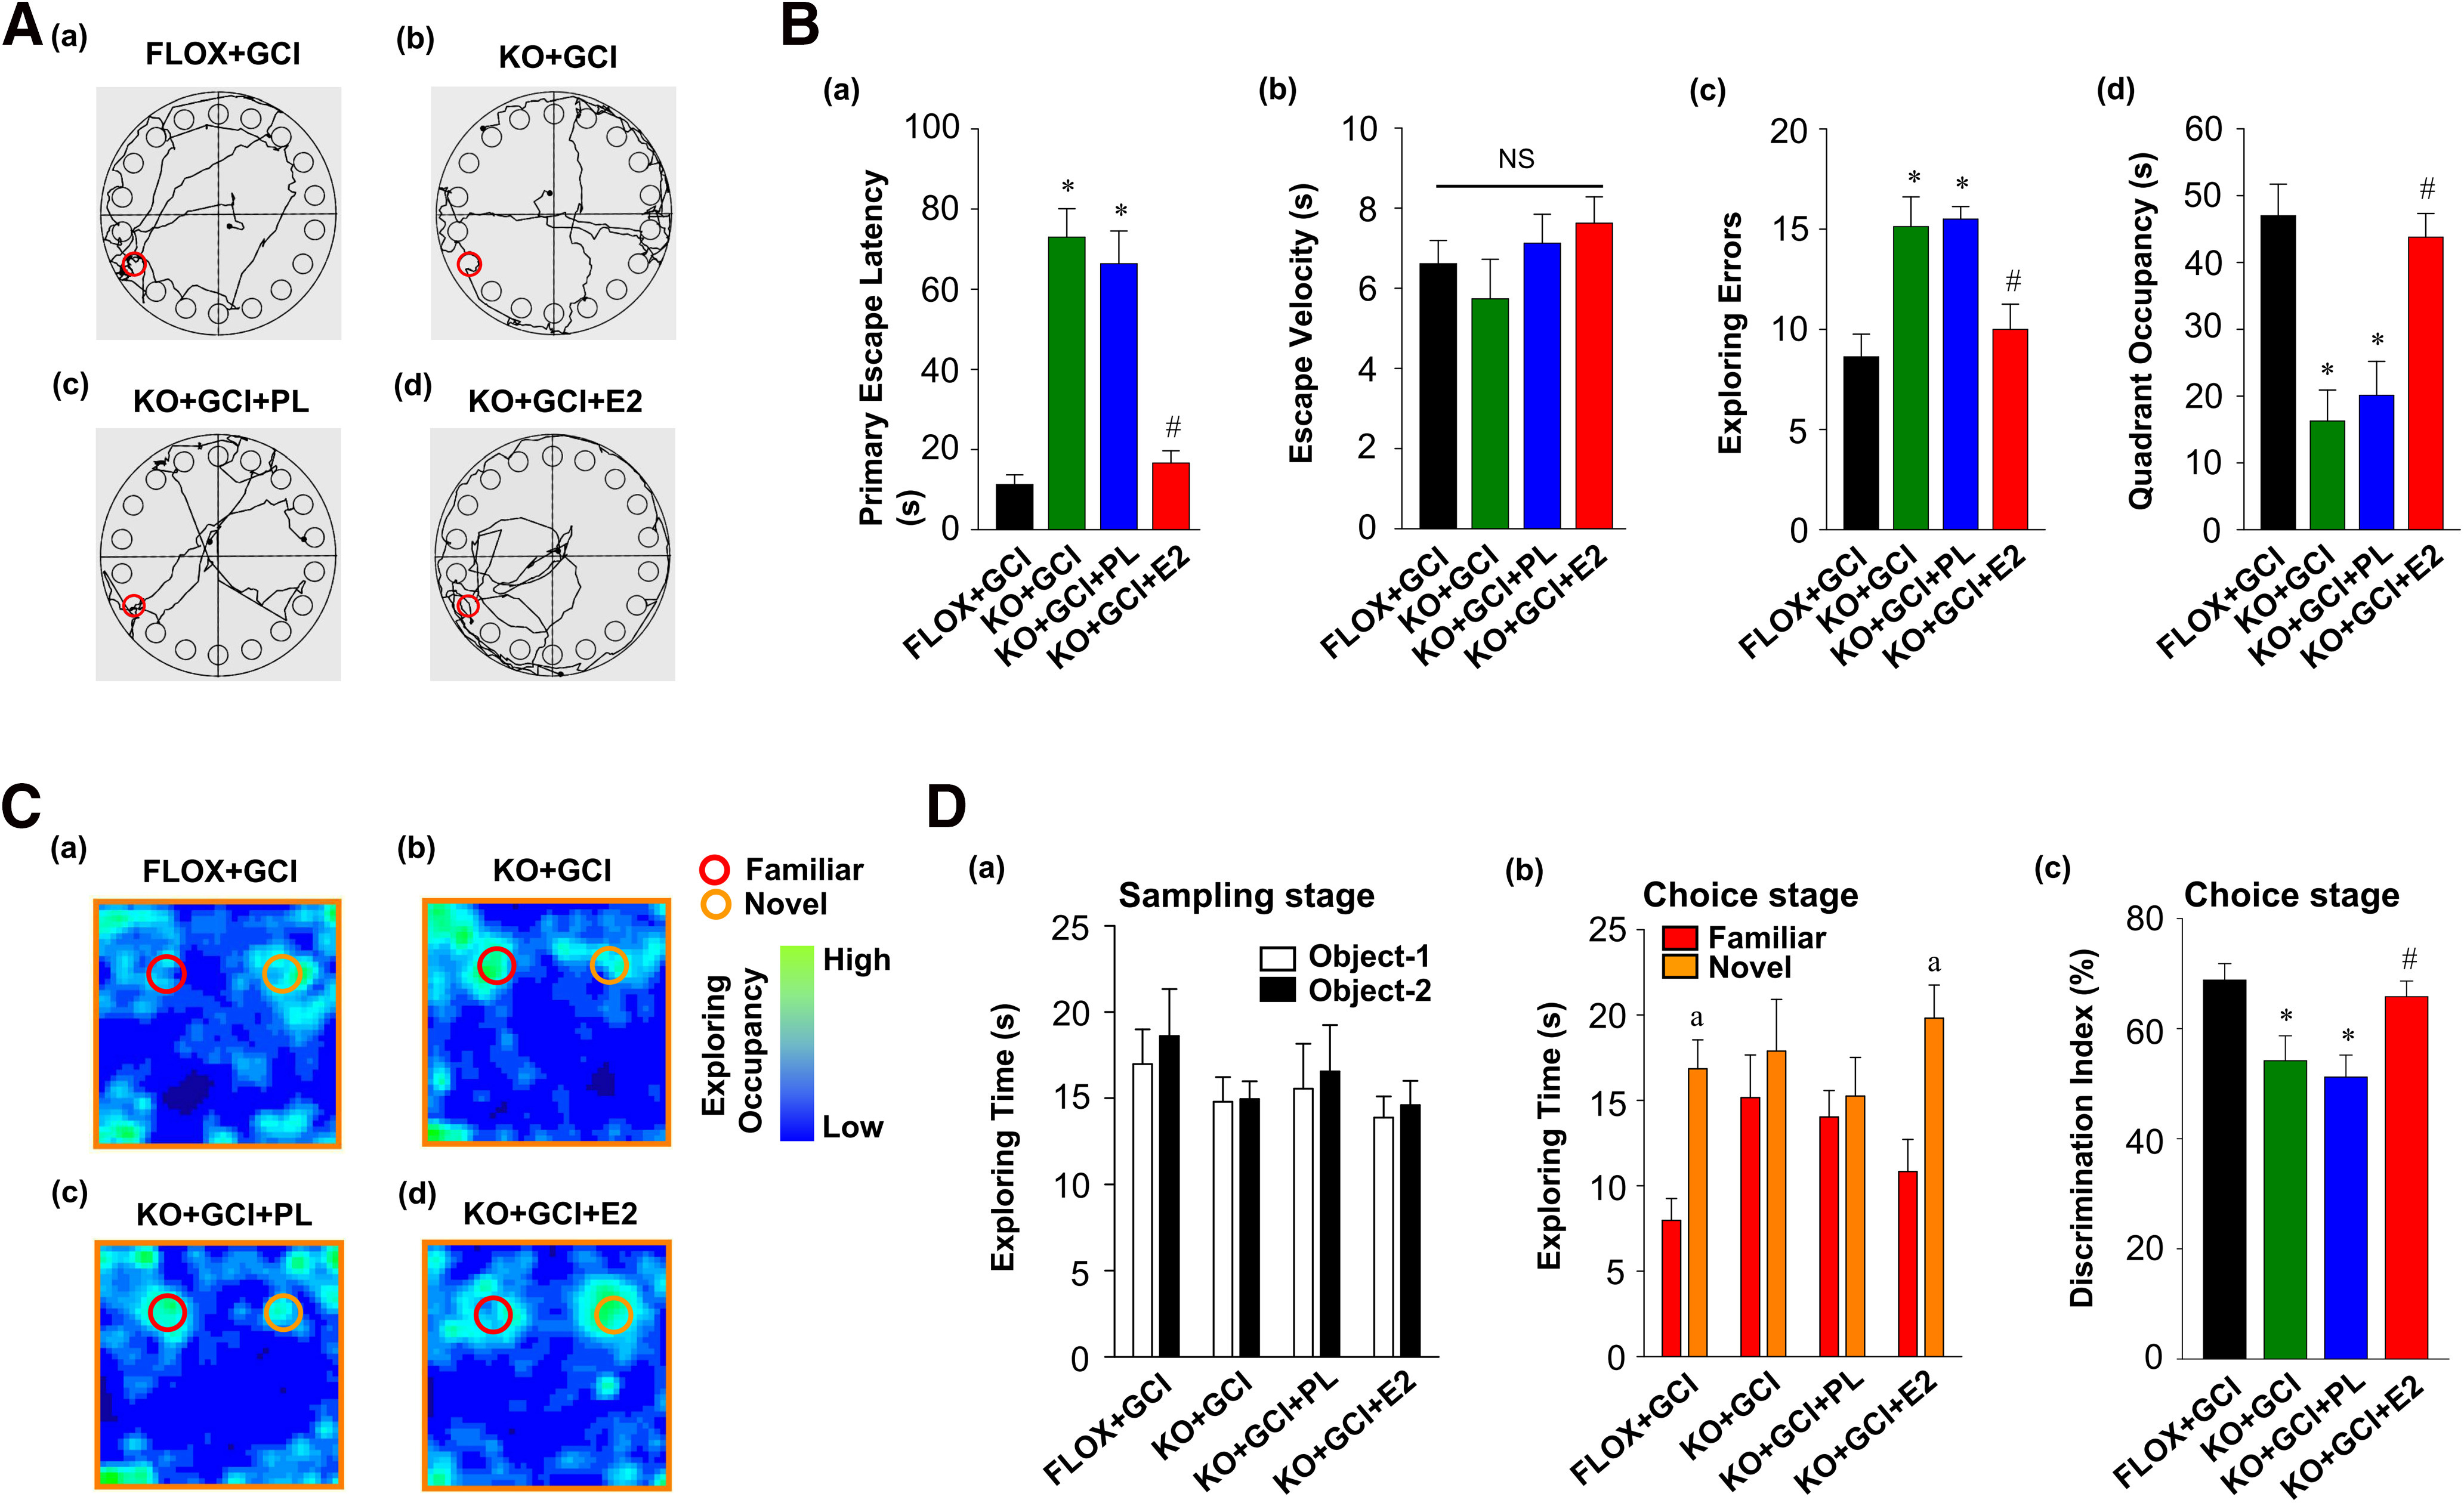
Hippocampal-dependent cognitive functions were preserved by exogenous E2 replacement in ovariectomized female FBN-ARO-KO mice after GCI injury. ***A***, Hippocampal-dependent spatial reference memory of FBN-ARO-KO mice, which were subjected to E2 rescue, was evaluated by Barnes Maze Test. ***Aa–Ad***, Tracking plot of the indicated groups in the probe trial. ***B***, Primary escape latency (***Ba***), escape velocity (***Bb***), exploring errors (***Bc***), and quadrant occupancy (***Bd***) were recorded. ***C***, Hippocampal-dependent recognition memory was subsequently examined by Novel Object Recognition Test. ***Ca***–***Cd***, The occupancy plot of each group in the choice stage. ***D***, Exploring time on two resemble objects in the sampling stage (***Da***), exploring time on familiar and novel objects, respectively, in the choice stage (***Db***) and the following discrimination index (***Dc***) were analyzed. Values are mean ± SEM of determinations from each group. *N* = 8. *p < 0.05 versus FLOX+GCI. ^#^*p* < 0.05 versus KO+GCI. ^a^*p* < 0.05 versus Familiar object. NS, no significant difference.

## Discussion

While it has been known for some time that neurons make E2, the precise roles of neuron-derived E2 in the brain are not well understood. Previous work by our group demonstrated that neuron-derived E2 has a critical role in regulating forebrain synaptic plasticity and cognitive function in the male and female brain in the basal, noninjured state (Lu et al., 2019). In the current study, we used the same FBN-ARO-KO mouse model to examine the roles of neuron-derived E2 in the ischemic male and female brains. The results from our study suggest that neuron-derived E2 has several key roles following ischemic brain injury, including the following: (1) being critical for astrocyte activation in the hippocampal CA1 region; (2) suppressing neuronal FGF2 signaling as a mechanism to facilitate astrocyte activation; (3) enhancing expression of astrocyte-derived neuroprotective neurotrophins BDNF and IGF-1, and the glutamate transporter GLT-1; and (4) exerting neuroprotection and preserving hippocampus-dependent cognitive functions. It should be mentioned that loss of forebrain neuronal aromatase leads not only to E2 depletion in neurons but also to accumulation of androgen precursors. We believe the defects in FBN-ARO-KO mice are primarily because of loss of neuronal E2, as exogenous E2 replacement was able to fully rescue the defects in FBN-ARO-KO mice after GCI.

### Neuron-derived E2 is critical for astrocyte activation after ischemic injury

To our knowledge, this is the first report to demonstrate that neuron-derived E2 is critical for astrocyte activation following ischemic injury. A hallmark of reactive astrocytes after ischemia is that they transiently become hypertrophic and highly express the intermediate filaments, GFAP and vimentin (Sofroniew, 2009; Hamby and Sofroniew, 2010; Hol and Pekny, 2015). Mice deficient in GFAP and vimentin display attenuated astrocyte hypertrophy and reactive gliosis after brain injury (Li et al., 2008). In our study, FBN-ARO-KO mice displayed a significant decrease in astrocyte hypertrophy, as well as a robust decrease of GFAP and vimentin in the hippocampal CA1 region following GCI. Furthermore, RNA-sequencing analysis revealed significant alterations in RhoA signaling in FBN-ARO-KO mice, which has been shown to constrain actin motility and astrocyte reactivity, and is tightly controlled by STAT3, a factor whose expression and activation are known to be critical for induction of the reactive astrocyte phenotype (Chen et al., 2006; O'Callaghan et al., 2014; Renault-Mihara et al., 2017).

An interesting finding of our study is that elevation of astrocyte aromatase and hippocampal E2 levels after GCI was significantly attenuated in FBN-ARO-KO mice. We believe this effect is likely because of the decreased activation of astrocytes we observed in FBN-ARO-KO mice, as aromatase induction is known to occur only in activated astrocytes, and is not observed in basal, nonactivated astrocytes (Garcia-Segura et al., 1999; Q. G. Zhang et al., 2014). Further support of this suggestion comes from our finding that reinstating astrocyte activation in FBN-ARO-KO mice (by blocking FGF2 signaling) rescued the attenuated aromatase levels in hippocampal astrocytes after GCI.

### Role of neuronal FGF2 in neuron-derived E2-regulated astrocyte activation

The findings of our study further suggest that neuron-derived E2 facilitates astrocyte activation after GCI by restraining neuronal FGF2 signaling. RNA-Seq analysis showed increased FGF2 mRNA levels in FBN-ARO-KO mice after GCI, and double immunohistochemistry revealed that the FGF2 protein was significantly elevated in hippocampal neurons in FBN-ARO-KO mice after GCI. Neuron-derived FGF2 has been shown to exert an inhibitory effect on astrocyte activation by suppressing GFAP expression in astrocytes (Reilly et al., 1998; Y. Zhang et al., 2017). Blocking the FGF2 receptor in astrocytes by immunoneutralization or conditional deletion invokes reactive astrogliosis basally, and strongly enhances it after injury (Kang et al., 2014; Y. Zhang et al., 2017), indicating that FGF2 is an important signal to restrain induction of reactive astrocytes. FGF2 signaling appears to play an important role in the decreased astrocyte activation observed in FBN-ARO-KO mice in our study, as blocking FGF2 signaling by administration of a FGFR3-neutralizing antibody into the lateral ventricle of FBN-ARO-KO mice fully rescued astrocyte activation after GCI. In addition, aromatase, pSTAT3, BDNF, and GLT-1 expression was also rescued in astrocytes, followed by a significant reduction of neuronal damage after GCI. These findings strongly suggest that attenuated astrocyte activation in FBN-ARO-KO mice is due, at least in part, to enhanced neuronal FGF2 signaling.

### Neuron-derived E2 is neuroprotective

Our study also provides evidence that neuron-derived E2 exerts neuroprotection following ischemic injury. FBN-ARO-KO mice had exacerbated hippocampal neuronal damage after GCI, and worse hippocampal-dependent cognitive function compared with FLOX controls. Since FBN-ARO-KO mice exhibited attenuated reactive astrogliosis after GCI, it raises the possibility that the neuroprotective effect of neuron-derived E2 could be mediated by reactive astrocytes after GCI. Previous work suggests that reactive astrocytes can be either detrimental or beneficial. For instance, in cases of severe damage, astrocytes can become proliferative and form a scar, which could inhibit axonal regeneration after injury (H. Wang et al., 2018). However, our GCI model produces only mild injury and does not develop a scar. In contrast, a number of studies suggest that reactive astrocytes exert neuroprotection after ischemic injury (Li et al., 2008; Hayakawa et al., 2010). For instance, inhibition of reactive astrocytes with fluorocitrate retards neurovascular remodeling and recovery after focal cerebral ischemia (FCI) in mice (Hayakawa et al., 2010). In addition, GFAP^−/−^Vm^−/−^ mice exhibit attenuated reactive astrogliosis, increased neuronal damage, and reduced GLT-1-mediated glutamate transport after FCI (Li et al., 2008). This is highly similar to the phenotype of our FBN-ARO-KO mice after GCI, which have strong attenuation of GFAP and vimentin in the hippocampus, attenuated reactive astrogliosis, increased neuronal damage, and reduced hippocampal astrocytic GLT-1 levels.

Reactive astrocytes can protect neurons through several mechanisms, including increased uptake of excess glutamate and release of neuroprotective factors, such as BDNF, IGF-1, and even E2, itself (Verma et al., 2010; Arevalo et al., 2015; Z. Liu and Chopp, 2016; Y. Liu et al., 2017). With respect to glutamate transport, GLT-1 is a major astrocyte-specific Na^+^-dependent glutamate transporter that is responsible for 90% of glutamate uptake in the brain (Kim et al., 2011). Glutamate excitotoxicity is known to be a major mechanism of neuronal damage and death after ischemia, and upregulation of GLT-1 in astrocytes has been shown to protect hippocampal CA1 neurons from GCI (Ouyang et al., 2007). Thus, regulation of GLT-1 in astrocytes could be one mechanism whereby neuronal-derived E2 exerts neuroprotection after ischemia.

In addition, following GCI, FBN-ARO-KO mice also showed significant reductions in expression of two other astrocytic factors that have been implicated to be neuroprotective: BDNF and IGF-1. For example, astrocyte-specific overexpression of IGF-1 protected hippocampal neurons following brain injury (Madathil et al., 2013), and IGF-1 rescued CNS neurons following hypoxic-ischemic injury (Gluckman et al., 1992). Likewise, astrocyte-derived BDNF administration reduced infarct damage after FCI (Schäbitz et al., 2000), and conditional BDNF delivery from astrocytes has also been shown to rescue memory defects, spine density and synaptic function in a mouse model of AD (de Pins et al., 2019). Thus, in addition to regulation of GLT-1, enhanced astrocytic BDNF and IGF-1 production could also contribute to neuron-derived E2 neuroprotective effects after GCI. Finally, many studies have suggested that E2 produced by reactive astrocytes can itself exert neuroprotection (Garcia-Segura et al., 1999, 2003; Walters and Saldanha, 2008). Thus, the attenuated astrocyte activation and reduced aromatase/E2 induction in astrocytes after GCI could also contribute to the enhanced neuronal damage in FBN-ARO-KO mice.

Finally, we cannot exclude the possibility of a direct protective effect of neuron-derived E2 on neurons, as E2 is known to be protective if added directly to neurons *in vitro* (Ishihara et al., 2016; Zhao et al., 2016). Nevertheless, we believe a role for reactive astrocytes in neuron-derived E2 neuroprotection is strongly supported based on the findings that (1) aromatase and E2 go up in reactive astrocytes after GCI (Q. G. Zhang et al., 2014), and that (2) reinstatement of astrocyte activation in FBN-ARO-KO mice after GCI (by blocking FGF2 signaling) rescued the attenuated aromatase levels in hippocampal astrocytes, as well as reinstated pSTAT3, BDNF, and GLT-1 levels in the astrocytes, and strongly reduced GCI-induced damage to hippocampal neurons. Furthermore, in other work, we showed that astrocyte-specific aromatase KO mice have the same phenotype after GCI as FBN-ARO-KO mice (e.g., attenuated astrocyte activation, increased neuronal damage, and worse cognitive outcome compared with FLOX mice), despite having normal neuronal aromatase expression (J. Wang et al., 2019). This suggests that neuron-derived E2 effects after GCI involve mediation by reactive astrocytes and astrocyte-derived E2.

In conclusion, our study demonstrated a critical role of forebrain neuron-derived E2 in neuroprotection against ischemic injury. We provide the first evidence that neuronal E2 is critical for induction of reactive astrocytes and their ability to produce astrocyte-derived neurotrophic factors, BDNF and IGF-1, and the glutamate transporter, GLT-1, after ischemic brain damage. The beneficial effects of neuronal-derived E2 in ischemic brain injury appear to be due, at least in part, to suppression of neuronal FGF2 signaling, which is a known suppressor of astrocyte activation. As a whole, the study significantly advances our understanding of the beneficial roles of neuron-derived E2 in the ischemic brain.

How the deposited data were processed for this re-analysis (not part of the article)

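Gene expression in the hippocampus was measured by RNA-Seq in 4 libraries of ovariectomized female mice, 2 from FLOX+GCI and 2 from FBN-ARO-KO+GCI, each 24 h after 20 min of carotid occlusion. The condition and replicate number of each library were taken from its labels, and the group names from the paper. The pairing of replicates comes from the numbers in those labels only, and the text of the paper does not say whether same-numbered libraries were handled together.

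The authors aligned 50 nt single-end reads to mm9 with TopHat and deposited raw counts per gene symbol from HTSeq. No normalization had been applied to these counts. The versions, the strand setting and the annotation release are not stated. Each library listed 22609 gene symbols and 5 counters of reads not assigned to a gene, which were left out. The paper used DESeq with an adjusted p under 0.05, followed by Ingenuity Pathway Analysis, whose gene sets were not used here.

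From the counts, genotypes were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, edgeR's filterByExpr (minimum count 10) and Benjamini-Hochberg adjustment at 0.05. The standard error of each log2 fold change was approximated as the log2 fold change divided by the square root of the F statistic. Gene lists were tested against all other genes with camera in limma 3.58.1 with an inter-gene correlation of 0.01, and the NRF2 response list with a one-sided Fisher's exact test. One further list is not reported here. With 2 libraries in each group, an exact permutation test of a single gene cannot give a two-sided p under 0.333, so the tests borrow their estimate of spread across genes, and the camera p-values are not exact tests. Values per library are CPM scaled by TMM. Genes below the filter are given as counts, with their log2 fold change from a fit of every gene with at least 1 count. Log2 CPM for correlations used a prior count of 2.

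Gene positions, transcript length and GC content came from the GENCODE M1 annotation of NCBIM37, the same build as mm9. Of the 22609 symbols, 21430 had a single locus there and 20245 had a protein-coding transcript sequence, of which the longest was used. Older symbols were matched through the RefSeq table of GRCm38.p6, which was used for names and neighboring genes only.

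The genes named in the text were chosen by a rule written before the data were examined. They are every gene of Fig. 3C and Fig. 3D, the genes the paper names as RNA or protein, up to 5 genes in each direction with the largest log2 fold change among those with an adjusted p under 0.05, all libraries of one group on the same side of the other group and a mean of at least 10 counts, and the 3 members of the NRF2 response list with the smallest adjusted p. Only 2 genes met the rule on the largest changes.

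Alternatives set before the data were examined were DESeq2 1.42.0, DESeq-style size factors in edgeR, library totals only, every gene with at least 1 count, a mean of at least 50 counts, edgeR's likelihood ratio test, the replicate number as a block, and each library left out in turn. For the lists, camera with an estimated correlation and the members of the marker sets that Fig. 3C does not show were added. A correction for GC content and transcript length, which fits natural splines with 5 degrees of freedom to each library's deviation from the gene mean and enters edgeR as an offset, was chosen after the data were examined, alone and with the block.

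The procedure was tested on counts simulated from the means and library sizes of these libraries, with 200 genes changed 2-fold. Of these 200 genes, the quasi-likelihood test on 14427 genes recovered 183, with 18 false calls. With the replicate block it recovered 184 with 19 false calls, the likelihood ratio test recovered 187 with 29 false calls, and DESeq2, on 14527 genes, recovered 179 with 21 false calls. With a GC trend added to the FBN-ARO-KO+GCI libraries, the quasi-likelihood test on 14424 genes made 695 false calls, and with the correction for GC content and length 8. On the same counts, the replicate block made 923 false calls, and the block with the correction recovered 177 of the 200 genes with 8 false calls. The added trend was the same in both FBN-ARO-KO+GCI libraries, whereas in the data these 2 libraries differed along GC content (rho of -0.55). The false calls with the trend therefore do not estimate those in the data. In the simulated counts without the trend, random lists of 12 genes fell under a camera p of 0.05 in 5% of 200 draws. These counts were drawn independently for each gene, so the draws cannot test camera on genes that move together.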

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

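The tests in this part were chosen after the values of the 2 genes were seen, and of these only the test of interferon-induced genes was chosen before the values it measures were seen.

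Both genes with an adjusted p under 0.05 between genotypes are genes that the paper does not discuss. AA465934 had a log2 fold change of -3.88 and Xaf1 of -2.19, and all FBN-ARO-KO+GCI libraries (2 of 2) were below both FLOX+GCI libraries. Under the alternatives that tested them, the adjusted p ranged from 2.62e-26 to 0.0418 for AA465934 and from 9.86e-18 to 0.0661 for Xaf1. DESeq2's independent filtering left both without an adjusted p. The log2 fold change of Xaf1 was -2.21 after the correction for GC content and length. Its GC content of 47.4% lies near the middle of the trend, so the correction could move it little. Genes of similar GC content, with a median of 47.7%, had a median log2 ratio of 0.07 between genotypes. AA465934 has no GC content or length in the annotation used, so the correction could not act on it. Its ratio of the log2 fold change with and without the correction, 1.00, was fixed in advance and shows nothing. Between genotypes, the median log2 ratio of genes split into 10 parts by GC content ran from 0.22 to -0.22. A trend of that size does not account for the log2 fold change of Xaf1 or of AA465934. Library depth does not point the same way either, as the FBN-ARO-KO+GCI libraries were the deeper ones.

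A candidate explanation is a stretch of chromosome 11 of other strain origin in one of the mouse lines, since RefSeq places AA465934 beside Slfn14 on the chromosome that carries Xaf1. Between 72115131 and 83028656 on chromosome 11 of mm9, from Xaf1 to Slfn3, 21 of 145 other tested genes (14.5%) had an unadjusted p under 0.05, against 16.7% of genes elsewhere (one-sided Fisher's exact test, p = 0.789). The test counts genes regardless of the size of their change and leaves out Xaf1 and AA465934. It could miss a region that changes only a few genes, so a linked region was neither shown nor excluded. A variant confined to either gene, and reads of AA465934 shared with similar sequences, were not tested.

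Xaf1 is induced by interferon, and a second candidate explanation is lower interferon signaling in FBN-ARO-KO+GCI. A list of 29 interferon-induced genes without Xaf1 had 25 tested members, of which 22 were lower, with a median log2 fold change of -0.52 (camera with an inter-gene correlation of 0.01, p = 1.72e-06). The camera p was 6.25e-07 with the replicate block and 3.98e-11 with the correction for GC content and length, but 0.115 with the inter-gene correlation estimated from the data. With 1 library left out in turn, the median stayed between -0.69 and -0.33. None of the 25 members passed an adjusted p of 0.05 (0 genes), and 10 had an unadjusted p under 0.05. Lower interferon signaling remains a hypothesis for Xaf1, because the list did not pass camera with the estimated correlation. The variant and shared-read explanations were also not tested, and a linked region was not excluded.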

How the results depend on the processing

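The direction of the list medians, of Fgf2 and of the genes of Fig. 3D held under each alternative that kept both libraries of each group and gave them a value of their own, which camera's inter-gene correlation does not. The number of genes that differ between genotypes did not hold. The alternatives were set before the data were examined, apart from the correction for GC content and length.

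Against 2 genes with an adjusted p under 0.05 (0 higher and 2 lower in FBN-ARO-KO+GCI), DESeq2 called 292 genes (215 higher and 77 lower), the likelihood ratio test 294 (139 higher and 155 lower), the replicate block 184 (42 higher and 142 lower), and the fit of every gene with at least 1 count 5 (2 higher and 3 lower). DESeq-style size factors, library totals only and a mean of at least 50 counts each gave 2, the same 2 genes. The share of higher calls was 73.6% with DESeq2, 47.3% with the likelihood ratio test and 22.8% with the block. DESeq2 and the replicate block shared 59 genes. The correction for GC content and length gave the same 2 genes, and together with the block it gave 1 gene (0 higher, 1 lower), AA465934, which it could not correct, with 1716 genes at an unadjusted p under 0.05. The difference between 184 and 1 is the effect of the correction within the block fit, and the causes of the other differences were not tested.

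Camera's inter-gene correlation enters the test only and leaves the medians, -0.48 for the pan-reactive and -0.40 for the A2-specific transcripts, as they were. With the correlation estimated from the data, the pan-reactive list no longer passed (p = 0.236), nor did the A2-specific list (camera with the estimated correlation, p = 0.28). The A1-specific transcripts did not pass with the estimated correlation either (p = 0.446). With the inter-gene correlation at 0.01, the A1-specific transcripts, at a camera p of 0.0648, passed with the replicate block (-0.51, p = 0.00319), with the correction for GC content and length (-0.42, p = 0.0340) and with both (-0.41, p = 0.00163). The cause was not tested. Over the 4 fits that each left out one library, the median ranged from -0.90 to -0.30 for the pan-reactive, from -0.69 to -0.16 for the A1-specific and from -0.69 to -0.03 for the A2-specific transcripts.

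By a one-sided Fisher's exact test, the odds ratio of NRF2 response genes among the genes past the threshold was 0, which carries no direction with 2 such genes in all. By the same exact test it was 1.37 with DESeq2 (p = 0.391), 3.36 with the likelihood ratio test (p = 0.0209) and 5.46 with the replicate block (p = 0.00309). Under the block with the correction for GC content and length, with 1 such gene, it was again 0. Over genes with an unadjusted p under 0.05 it was above 1 in every setting, from 1.13 to 1.84.

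The log2 fold change of Fgf2 was between 0.58 and 0.87 under the alternatives that kept all libraries, with an adjusted p from 0.547 to 0.661, and ranged from 0.08 to 1.01 when one library was left out. Cyp19a1 had at most 4 counts in a library, and its log2 fold change ranged from -1.26 to 0.61 when one library was left out, which reflects single counts. A mean of at least 50 counts left no value for Fgf2, and Cyp19a1 had one only with DESeq2 and in the fit of every gene with at least 1 count. The 8 genes of Fig. 3D kept their direction under each alternative with all libraries, and when one library was left out only S100a10 changed direction.

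Among the other named genes, 460 values under alternatives with all libraries were compared with the main setting, of which 413 were the same, 33 were stronger, 3 were weaker and 11 reversed. The weaker ones were AA465934 and Xaf1 with DESeq2, which gave no adjusted p, and Xaf1 under the block with the correction for GC content and length. S100b reversed to -0.0192 with library totals only. The correction for GC content and length reversed Hspb1 to 0.15, Cd109 to -0.0336, Fgfr3 to 0.0861, Igf1 to -0.16 and Rbfox3 to 0.0302, and with the block as well to 0.14, -0.0341, 0.0824, -0.17 and 0.0298. The cause was not tested. Leaving out one library changed the sign of 18 of the 55 other named genes in at least 1 fit.

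The depth limits Cxcl10, Timp1, Steap4, Tgm1, B3gnt5, Ptx3, Slc10a6, Clcf1, Ugt1a1, Cyp19a1, Fgf2, C3 and AA465934, each with fewer than 30 counts in at least 2 libraries.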

Differences from the paper's values

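The log2 fold changes of the 33 transcripts of Fig. 3C, read by eye from the figure, and those computed here had the same sign for all 33 and differed by less than the standard error for each. For example, the paper's value for S1pr3 is about -0.9 in Fig. 3C, read by eye, against -0.94 here.

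The transcripts that pass a threshold differ. The paper marks 20 of the 33 transcripts in Fig. 3C as different from FLOX+GCI, and none of these 20 had an adjusted p under 0.05 over all genes with edgeR's quasi-likelihood test, while 10 of the 17 that this test covered had an unadjusted p under 0.05. Of the alternatives set before the data were examined, the replicate block called 5 of the 20 marked transcripts (Cxcl10, S1pr3, Cd44, Fkbp5 and Ptx3), the likelihood ratio test called 4 (Cxcl10, S1pr3, Fkbp5 and Ptx3) and DESeq2 called 1 (Fkbp5) of the 3 to which its independent filtering left an adjusted p. DESeq-style size factors, library totals only, every gene with at least 1 count and a mean of at least 50 counts called 0, with 10, 9, 12 and 8 marked transcripts at an unadjusted p under 0.05. The correction for GC content and length, chosen after the values were seen, called 0 with or without the block, with 8 at an unadjusted p under 0.05 in each. Vim, which the paper does not mark, was called by DESeq2 and the likelihood ratio test.

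The paper describes the Fgf2 transcript as strongly higher in FBN-ARO-KO+GCI. Its log2 fold change here was 0.61 with an adjusted p of 0.586, and none of the settings called it.

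The paper reports the A2-selective genes S100a10, Ptx3 and Tgm1 as changed in its RNA-Seq. The adjusted p was 0.401 for S100a10 and 0.245 for Ptx3, and Tgm1 was below the filter. The replicate block and the likelihood ratio test called Ptx3 (0.00487 and 0.0318), and no setting called S100a10 or Tgm1.

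The paper reports the NRF2 response pathway as altered. With the list used here, 0 members passed the adjusted threshold, and 18 had an unadjusted p under 0.05. The replicate block and the likelihood ratio test gave a one-sided Fisher's exact test p under 0.05 (0.00309 and 0.0209).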

Other observations

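The tests in this part were chosen after the patterns were seen.

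In the comparison of genotypes, 1 of the 3 splits of the 4 libraries into 2 and 2, the real one, gave as many as 2 genes with an adjusted p under 0.05. The other 2 splits gave 0 genes each, with 351 and 197 genes at an unadjusted p under 0.05 against 2403. Like the real split, the one with 197 genes parts both same-numbered pairs, while the one with 351 genes parts neither. With 3 splits no share under 0.05 can be reached, so this count could not have set the result apart from a grouping of the libraries by chance, and nothing is concluded from it.

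The fall of the log2 ratio with GC content between genotypes is consistent with a technical difference between libraries. If it were one, libraries of the same genotype would also differ along GC content. The rho of FBN-ARO-KO+GCI replicate 2 against replicate 1 was -0.55, close to the -0.61 between genotypes, while that of the FLOX+GCI pair was 0.12, so the trend within a genotype was seen in 1 of the 2 pairs. Under the replicate block, the genes called dropped from 184 to 1 once each library's trend over GC content and length was removed. Some genes lost their call as their log2 fold change shrank, such as Homer1 (0.517 to 0.220 under the block). Others lost it without shrinking, such as Fam107a (0.548 to 0.553 under the block). The drop therefore cannot tell how many of the calls came from GC content. In simulated counts with a GC trend and 200 genes changed 2-fold, the block with the correction recovered 177 of the 200. In the data, the same fit gave Xaf1, at a log2 fold change of -2.20, an adjusted p of 0.0661 (edgeR's quasi-likelihood test). The simulation therefore does not show that this fit can call 2-fold changes in these libraries. Smaller changes were not simulated. Since both FBN-ARO-KO+GCI libraries differ from the FLOX+GCI libraries in this respect, a part of the trend that belongs to genotype cannot be separated from it, and no biological explanation of the trend was tested.

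The pan-reactive and A2-specific transcripts also differed between the 2 FLOX+GCI libraries. The 19 tested transcripts had a median log2 ratio of 0.86 for replicate 2 against replicate 1, above all of the 10000 random lists of the same size and matched expression (percentile 100), while that within FBN-ARO-KO+GCI was 0.05. The A1-specific transcripts went the other way, with a median of -0.42 (percentile 0.09). Among the genes with a mean of at least 10 counts, those with the largest rise from FLOX+GCI replicate 1 to 2, chosen after their values were seen, include Gal (3 and 134 counts), Ptx3, Lif (40 and 521) and Socs3 (57 and 330). This is a description of these 2 libraries. Library depth cannot account for it, with totals in a ratio of 0.982, nor can a few genes taking most of the counts, with a ratio of 0.962 between the shares of the 10 most counted genes. The difference was 0.86 after the correction for GC content and length. Marker lists for choroid plexus, striatum, thalamus, endothelial cells and oligodendrocytes rose by at most 0.0599, so a gain of RNA from these sources in replicate 2 was not seen. The endothelial cell genes were lower in replicate 2, with a median log2 ratio of -0.45 (2 of 10 genes higher), as were the choroid plexus genes, at -0.27 (2 of 7 higher), so the 2 libraries also differ in these markers. Whether that difference relates to the reactive transcripts was not tested. An unequal response of the mice to the occlusion may contribute. A list of ischemia response genes that are not in Fig. 3C, of which 9 were tested, had a median log2 ratio of 0.64 between the same libraries (percentile 100). The immediate-early genes went the other way, with a median of -0.43 and 0 of 10 genes higher in replicate 2. With 1 library on each side, the pattern cannot be told apart from such a response or from chance variation between mice or preparations. The explanation remains a hypothesis, also because the libraries may not come from separate mice. The pattern matters for the comparison of genotypes, because a FLOX+GCI mean taken over these libraries rests on replicate 2 for the transcripts concerned.

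The error bars of Fig. 3C were compared with 2 kinds of SEM. The SEM of the 2 log2 ratios of the FBN-ARO-KO+GCI libraries to the FLOX+GCI mean lay within 0.1 of the bar, read by eye, for 100% of the 33 transcripts. An SEM that includes the spread of the FLOX+GCI libraries did so for 36.4%. For Timp1, for example, the 2 SEMs were 0.0718 and 2.68.

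Of the lists of marker genes, 13 in all, 6 differed between genotypes after Benjamini-Hochberg adjustment over the lists. This holds for camera with the inter-gene correlation set at 0.01. Camera with the correlation estimated from the data, with which the pan-reactive and A2-specific lists no longer passed, was not run for these lists. Whether the 6 would pass it is not known. The dentate granule cell genes had a median log2 fold change of 0.23 (camera with an inter-gene correlation of 0.01, adjusted p = 0.000180). With 1 library left out, it stayed between 0.16 and 0.36. For 7 of these 10 genes the groups did not overlap. Chance gives this for 33.3% of genes, and it held for 51.8% of all genes tested. The immediate-early genes had a median of -0.32 (the same camera test, adjusted p = 0.000458), which was -0.15 after the correction for GC content and length and ranged from -0.67 to -0.07 with 1 library left out. The 2 tested blood genes had a median of -1.04 (from -1.11 to -0.97) and the ischemia response genes of -0.91 (from -1.19 to -0.52). The oligodendrocyte genes had a median of 0.16 (from 0.10 to 0.22; adjusted p = 0.0207) and the endothelial cell genes of -0.24 (from -0.46 to 0.00; adjusted p = 0.0437), both from the camera test with an inter-gene correlation of 0.01. No explanation of these was tested.

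Several genes that the paper examines as protein were measured here as RNA at 24 h. The log2 fold change in FBN-ARO-KO+GCI was -0.04 for Fgfr3, -0.04 for Bdnf, 0.11 for Igf1, 0.21 for Slc1a2 (which encodes GLT-1), 0.02 for S100b, -0.05 for C3, -0.24 for Stat3, 0.20 for Mtap2 (MAP2) and -0.17 for Rbfox3 (NeuN). Their adjusted p with edgeR's quasi-likelihood test was between 0.28 and 0.959. C3 had between 16 and 23 counts in each library.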
